# PDK4 drives abdominal aortic aneurysm by promoting smooth muscle cell metabolic reprogramming and NLRP3-mediated pyroptosis

**DOI:** 10.1038/s41467-026-71610-w

**Published:** 2026-04-11

**Authors:** Li Zhao, Xuefeng Lin, Zhengqiang Zhu, Ranxin Liu, Lingna Zhao, Xuekun Wu, Mengru Zheng, Rihua Huang, Pengyu Zhou, Fangze Huang, Deshen Liu, Chuanjie Niu, Xiaoxia He, Zean Wang, Xin Li, Jiale Li, Shengping He, Jun Lu, Shaoyi Zheng, Jiaguo Zhou, Qinbao Peng, Xiu Liu

**Keywords:** Aneurysm, Chronic inflammation

## Abstract

Abdominal aortic aneurysm (AAA) is a progressive dilation of the abdominal aorta that can rupture and cause catastrophic internal bleeding, yet the mechanisms driving AAA remain poorly understood. Here we show that pyruvate dehydrogenase kinase 4 (PDK4), a key metabolic regulator, is upregulated in human and mouse AAA tissues. Deletion of *Pdk4* in vascular smooth muscle cells (VSMCs) significantly reduces AAA formation in male mice. Mechanistically, PDK4 promotes metabolic reprogramming in VSMCs, disrupts mitochondrial respiration, and activates the NLRP3 inflammasome and pyroptosis, thereby exacerbating vascular inflammation and AAA progression. Genetic deletion of *Pdk4* in VSMCs or pharmacological inhibition of NLRP3 attenuates AAA development in mice. These findings identify PDK4 as a driver of AAA and suggest that targeting PDK4 may represent a therapeutic strategy for this life-threatening disease.

## Abstract (web summary)

Abdominal aortic aneurysm (AAA) is a life-threatening condition, but its underlying mechanisms are unclear. Here, the authors show that PDK4 contributes to abdominal aortic aneurysm by promoting metabolic reprogramming in vascular smooth muscle cells, leading to activation of NLRP3.

## Introduction

Abdominal aortic aneurysm (AAA) is a life-threatening condition characterized by localized dilation of the abdominal aorta, posing a significant risk of rupture and fatal hemorrhage^1^. AAA pathogenesis is complex and involves a combination of genetic, environmental, and molecular factors. Clinically, AAA is typically asymptomatic until rupture; therefore, early detection and intervention are crucial for patient survival. Despite advances in surgical interventions such as endovascular aneurysm repair (EVAR) and open surgical repair, the molecular mechanisms underlying AAA development and progression remain incompletely understood^1^. Therefore, further research is needed to elucidate the pathogenesis of AAA and optimize therapeutic strategies.

Vascular smooth muscle cells (VSMCs) play a critical role in maintaining vascular homeostasis and function^2^. VSMCs exhibit remarkable plasticity and can switch between contractile and synthetic phenotypes in response to various stimuli. VSMCs in AAA undergo a phenotypic switch from a contractile to a synthetic phenotype, characterized by increased proliferation, migration, and extracellular matrix production^3^. This phenotypic switch is believed to contribute to the pathological remodeling of the aortic wall observed in AAA.

Mitochondrial dysfunction in VSMCs has emerged as a critical factor in the pathogenesis of various cardiovascular diseases, including AAA^4^. Mitochondria are central to cellular energy metabolism, reactive oxygen species (ROS) production, and apoptotic pathway regulation^5^. Dysfunctional mitochondria in VSMCs can result in impaired oxidative phosphorylation, elevated ROS levels, and mitochondrial DNA damage, all of which have been implicated in AAA pathogenesis^6^. Oxidative stress and energy deficiency can trigger a cascade of pathological events, including metabolic reprogramming and inflammatory responses^7^.

The pyruvate dehydrogenase complex (PDC) is a key regulator of cellular metabolism and plays a crucial role in regulating mitochondria-derived metabolites. PDC catalyzes the conversion of pyruvate, coenzyme A, and nicotinamide adenine dinucleotide (NAD^+^) into acetyl-CoA, reduced nicotinamide adenine dinucleotide (NADH), and CO2, thereby linking glycolysis to the tricarboxylic acid cycle^8^. PDC is inhibited via phosphorylation by pyruvate dehydrogenase kinase (PDK), which has several isoforms (PDK1, PDK2, PDK3, and PDK4)^9^. Increased PDK levels contribute to the pathogenesis of atherosclerosis, heart failure, and various other conditions^10,11^. By analyzing single-cell sequencing data from AAA tissues, we found that PDK4, but not PDK1, PDK2, or PDK3, exhibited the most significant differential expression in VSMCs. Therefore, PDK4 was selected for further investigation. As a key regulator of cellular metabolism, PDK4 suppresses PDC activity and promotes a metabolic shift from oxidative phosphorylation to glycolysis. In addition, PDK4 regulates glucose metabolism and contributes to vascular inflammation, vascular calcification, atherogenesis, and plaque instability^11,12^. These functions highlight PDK4’s potential as a therapeutic target for treating atherosclerosis and other cardiovascular diseases. However, the role of PDK4-mediated mitochondrial respiratory alterations in AAA, as well as the underlying molecular mechanisms, remains unclear.

Therefore, this study investigated the role of PDK4 in regulating mitochondrial respiration in VSMCs to improve our understanding of AAA pathogenesis and identify potential therapeutic targets for AAA. Given the effects of PDK4 on mitochondrial respiration, excessive ROS production, and inflammation12, we hypothesized that reducing PDK4 levels would attenuate AAA progression.

## Results

### PDK4 expression is upregulated in AAA tissues in humans and mice

We reanalyzed single-cell RNA sequencing data from aortic tissues of AAA and control mice in the GEO database (GSE239620) to assess the association between PDK4 expression and abdominal aortic aneurysm. Eight major cell types were identified using classical markers (Fig. S1A). Distinct gene expression profiles characterized individual cell types (Fig. S1B). The results indicated that PDK4 expression is predominantly highest in VSMCs, followed by fibroblasts and endothelial cells (ECs) (Fig. S1C,D). Among the PDK isoforms, PDK4, but not PDK1, PDK2, or PDK3, showed the most significant differential expression in AAA tissues (Fig. 1A). This difference was most pronounced in VSMCs when comparing AAA and control groups (Fig. 1B). Consistently, PDK4, but not PDK1, PDK2, or PDK3, exhibited the most marked differential expression in VSMCs from AAA tissues (Fig. 1C). Analysis of VSMC clusters identified six distinct subpopulations: Contractile_VSMC, Fibroblast-like_VSMC, Immune-like_VSMC1, Immune-like_VSMC2, Proliferating_VSMC, and Stressed_VSMC (Fig. S1E,F). *PDK4* expression was predominantly elevated in the Fibroblast-like_VSMC subpopulation (Fig. 1D).

**Fig. 1:**
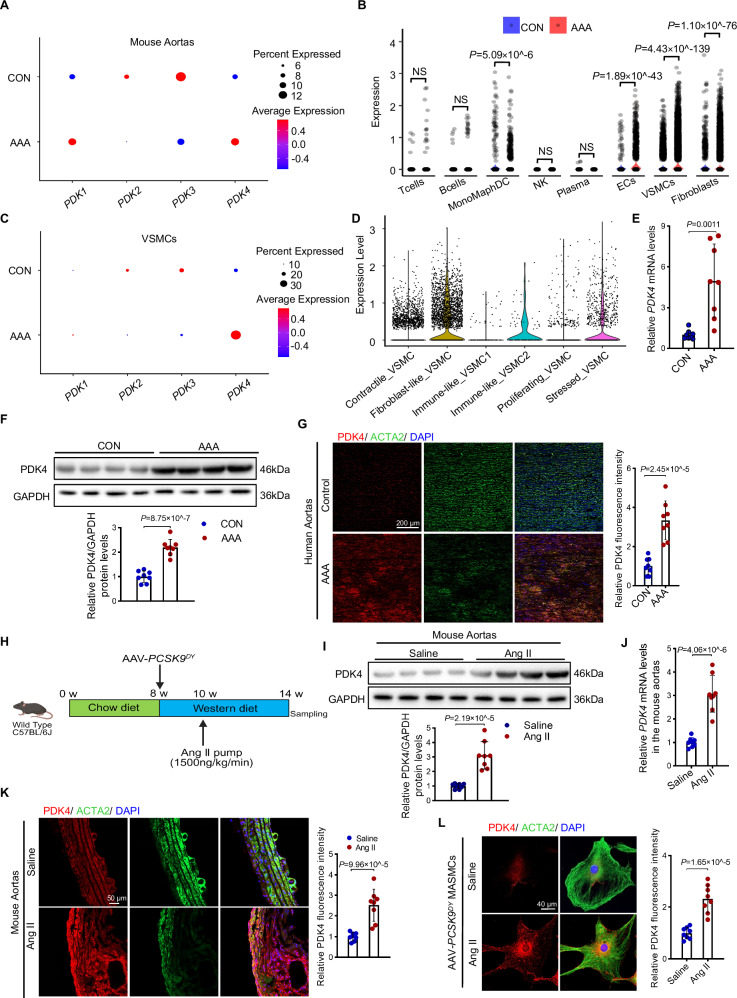
PDK4 is upregulated in human and mouse AAA. **A** Dot plot showing the relative expression levels of *PDK1*, *PDK2*, *PDK3*, and *PDK4* in control and AAA groups (Gene Expression Omnibus accession no. GSE239620). **B** Violin plots showing *PDK4* expression across major cell types in the control and AAA groups. **C** Dot plot indicating the relative expression levels of *PDK1*, *PDK2*, *PDK3*, and *PDK4* in VSMCs between control and AAA groups. **D** Violin plot of *PDK4* expression levels across six VSMC subclusters. **E**, **F** Relative PDK4 mRNA and protein levels were measured by RT-qPCR and Western blot analysis in the abdominal aortas of patients with abdominal aortic aneurysm (AAA) and adjacent non-aneurysmal segments (control) (*n* = 8 patients). **G** PDK4 and ACTA2 immunofluorescence in the aortas of patients with AAA and controls (*n* = 8 patients). **H** Schematic representation of the AAV-*PCSK9*^*DY*^/Ang II-induced AAA model in wild-type mice. Created with BioRender. Liu (2026) https://BioRender.com/xax8hm0. **I**, **J** Relative PDK4 protein and mRNA levels were measured by RT-qPCR and Western blot analysis in the abdominal aortas of mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days or AAV-*PCSK9*^*DY*^/saline for 28 days (*n* = 8 biological replicates). **K** PDK4 and ACTA2 immunofluorescence in suprarenal abdominal aortas from mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days or AAV-*PCSK9*^*DY*^/saline for 28 days (*n* = 8 biological replicates). **L** PDK4 and ACTA2 immunofluorescence in mouse aortic smooth muscle cells (MASMCs) isolated from AAV-*PCSK9*^*DY*^ mice treated with Ang II or saline for 28 days (*n* = 8 biological replicates). Data are presented as mean ± standard deviation (SD). **B** Two-sided Mann–Whitney *U*-test (exact method). **E**–**G**, **I**–**L** Two-sided unpaired Student’s *t*-test. Source data are provided as a Source Data file.

Consistent with the single-cell RNA sequencing results, Western blot analysis showed that PDK1, PDK2, and PDK3 levels were not significantly altered in AAA tissues from mice treated with AAV-*PCSK9*^*DY*^/ angiotensin II (Ang II) for 28 days compared with those from mice treated with AAV-*PCSK9*^*DY*^/saline for 28 days, whereas PDK4 was markedly upregulated (Fig. S1G, H). Recent studies have indicated that activation of the PI3K/AKT pathway suppresses PDK4 expression^13^. Given that the PI3K/AKT pathway has been reported to play a key role in AAA^14^, we used the PI3K inhibitor LY294002 to examine PDK4 expression. Our results showed that LY294002 increased the mRNA levels of *PDK4* (Fig. S1I). Furthermore, Western blot and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) demonstrated that *PDK4* mRNA and protein levels were elevated in human AAA tissues obtained during abdominal aortic replacement surgery compared with control aortic tissues from non-aneurysmal segments of the same patients (Fig. 1E, F). Immunofluorescence further showed lower ACTA2 expression and higher PDK4 expression in human AAA tissues than in control tissues (Fig. 1G).

We established an in vivo AAA mouse model by inducing hyperlipidemia and hypertension^15^. Hyperlipidemia was induced using an adeno-associated virus (AAV) encoding the PCSK9 D377Y (Asp374-to-Tyr) mutant (AAV-*PCSK9*^*DY*^), whereas hypertension was induced by Ang II infusion^16^. Wild-type mice were used to generate the AAV-*PCSK9*^*DY*^/Ang II-induced AAA model (Fig. 1H). Western blot and RT-qPCR analyses showed that PDK4 mRNA and protein levels were increased in AAA tissues from mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days compared to those treated with AAV-*PCSK9*^*DY*^/saline for 28 days (Fig. 1I-J). Immunofluorescence analysis further showed that suprarenal abdominal aortic tissues from mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days exhibited reduced ACTA2 expression and increased PDK4 expression compared with tissues from mice treated with AAV-*PCSK9*^*DY*^ /saline for 28 days (Fig. 1K)

Moreover, we isolated mouse aortic smooth muscle cells (MASMCs) from abdominal aortas of AAV-*PCSK9*^*DY*^-treated wild-type mice or *Apoe*^−^^*/*^^−^ mice infused with saline or Ang II for 28 days (Fig. S2A). PDK4 mRNA and protein levels were elevated in MASMCs isolated from AAV-*PCSK9*^*DY*^ or *Apoe*^−^^*/*^^−^ mice infused with Ang II for 28 days (Fig. S2B–E). Immunofluorescence analysis showed that MASMCs isolated from AAV-*PCSK9*^*DY*^ or *Apoe*^−^^*/*^^−^ mice infused with Ang II for 28 days exhibited decreased ACTA2 and elevated PDK4 expression compared to those from AAV-*PCSK9*^*DY*^ or *Apoe*^−^^*/*^^−^ mice infused with saline for 28 days (Fig. 1L and Fig. S2F). Time-course analyses revealed that PDK4 expression was markedly increased within just 3 days in AAA tissues induced by Ang II (Fig. S2G, H). Collectively, these results indicated that PDK4 is upregulated in human and mouse AAA and may play an essential role in AAA.

### VSMC-specific deletion of PDK4 mitigates AAA development in mice

We generated VSMC-specific *Pdk4* knockout mice (*Myh11*-creERT2-Cre/*Pdk4*^fl/fl^), referred to as *Pdk4*^SMKO^ mice, to investigate the role of PDK4 in AAA pathology (Fig. S3A, B). PDK4 deletion in VSMCs from *Pdk4*^SMKO^ mice was confirmed by immunofluorescence and Western blot (Fig. S3C, D). The AAV-*PCSK9*^*DY*^/Ang II-induced AAA model was established in *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice (Fig. 2A). No differences were observed in aortic morphology between the AAV-*PCSK9*^*DY*^/saline-infused *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice (Fig. 2B). Upon AAV-*PCSK9*^*DY*^/Ang II treatment, *Pdk4*^SMKO^ mice exhibited markedly reduced AAA development, with lower mortality (0% vs. 18.2%) and AAA incidence (18.2% vs. 54.5%) than *Pdk4*^fl/fl^ mice (Fig. 2B–E). Moreover, no differences were observed in maximum abdominal aortic diameter between the AAV-*PCSK9*^*DY*^/saline-infused *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice (Fig. 2F). However, after 28 days of AAV-*PCSK9*^*DY*^/Ang II treatment, *Pdk4*^SMKO^ mice showed a significant reduction in maximum aortic diameter and elastin degradation compared with *Pdk4*^fl/fl^ mice (Fig. 2F–H). Blood pressure, body weight, plasma lipid levels, and aortic root plaque areas were comparable between *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice after 28 days of AAV-*PCSK9*^*DY*^/Ang II treatment (Fig. S3E–I). SNP genotyping confirmed that *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice shared an identical C57BL/6J genetic background (Supplementary Table 1). These findings suggest that VSMC-specific PDK4 deficiency plays a protective role against AAA development.

**Fig. 2:**
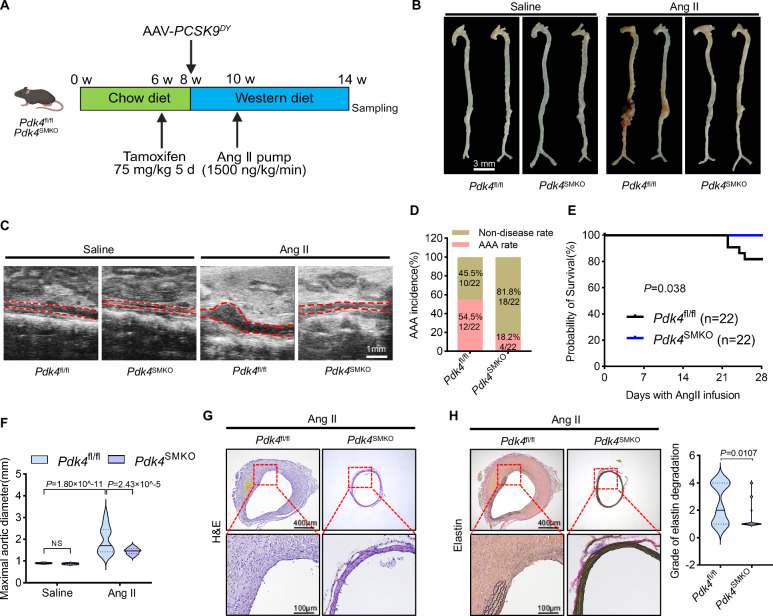
VSMC-PDK4 deficiency mitigates AAA in mice. **A**–**H** Eight-week-old male *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice were injected via the tail vein with AAV-*PCSK9*^*DY*^ and fed a Western-type diet. After 2 weeks, mice were infused with Ang II (1500 ng/kg/min) or saline for an additional 4 weeks (*n* = 22 for *Pdk4*^fl/fl^ and *Pdk4*^SMKO^). **A** Schematic representation of the AAV-*PCSK9*^*DY*^/Ang II model established in *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice. Created with BioRender. Liu (2026) https://BioRender.com/shehazp. **B** Representative macroscopic images of mouse aortas. **C** Representative ultrasound images of the abdominal aorta (scale bar = 1 mm). **D** Abdominal aortic aneurysm (AAA) incidence. **E** Survival curves were analyzed using the Kaplan–Meier method and compared using log-rank tests. **F** Maximum diameter of suprarenal abdominal aortas measured by B-mode ultrasound imaging (saline group: n = 22 for *Pdk4*^fl/fl^; *n* = 22 for *Pdk4*^SMKO^; Ang II group: *n* = 18 for *Pdk4*^fl/fl^; *n* = 22 for *Pdk4*^SMKO^). **G**, **H** Representative hematoxylin and eosin (H&E) and Verhoeff–Van Gieson staining for elastin of the mouse suprarenal abdominal aorta. The grade of elastin degradation in the aortic wall (*n* = 18 for *Pdk4*^fl/fl^; *n* = 22 for *Pdk4*^SMKO^). Data are presented as mean ± SD. **F** Two-way ANOVA followed by Tukey’s multiple-comparisons test. **H** Two-sided Mann–Whitney *U*-test (exact method). Source data are provided as a Source Data file.

### VSMC-specific PDK4 overexpression aggravates AAA in mice

To further investigate the role of VSMC-PDK4 in AAA, we used recombinant GFP-labeled adeno-associated virus serotype 9 (rAAV9) vectors carrying *PDK4* under the control of the smooth muscle protein 22-α (SM22α) promoter to overexpress PDK4 in an AAV-*PCSK9*^*DY*^/Ang II-induced AAA mouse model. Wild-type C57BL/6J mice were injected with AAV-*PCSK9*^*DY*^ at eight weeks of age, followed by AAV-NC or AAV-*PDK4* injection via the tail vein at ten weeks of age, two weeks before Ang II infusion (Fig. 3A). Immunofluorescence analysis confirmed successful transduction of GFP-labeled AAV9 into aortic tissues in mice injected with either AAV-*PDK4* or AAV-NC (Fig. S4A). Moreover, Western blot and immunofluorescence results demonstrated that PDK4 levels were markedly elevated in both MASMCs and mouse aortic tissues injected with AAV-*PDK4* compared with those injected with AAV-NC (Fig. S4B–D). No differences in aortic morphology or maximal abdominal aortic diameter were observed between saline-infused mice injected with AAV-NC and those injected with AAV-*PDK4* (Fig. 3B, F). However, following Ang II infusion, mice injected with AAV-*PDK4* exhibited a significantly higher mortality rate (42.9% vs. 14.3%), greater AAA incidence (85.7% vs. 52.4%), a larger maximal abdominal aortic diameter, and more severe elastin degradation than mice injected with AAV-NC (Fig. 3B–H). Despite these changes, blood pressure, body weight, plasma lipid levels, and aortic root plaque areas were comparable between the groups (Fig. S4E–I). These results suggest that VSMC-specific PDK4 overexpression exacerbates AAA development.

**Fig. 3:**
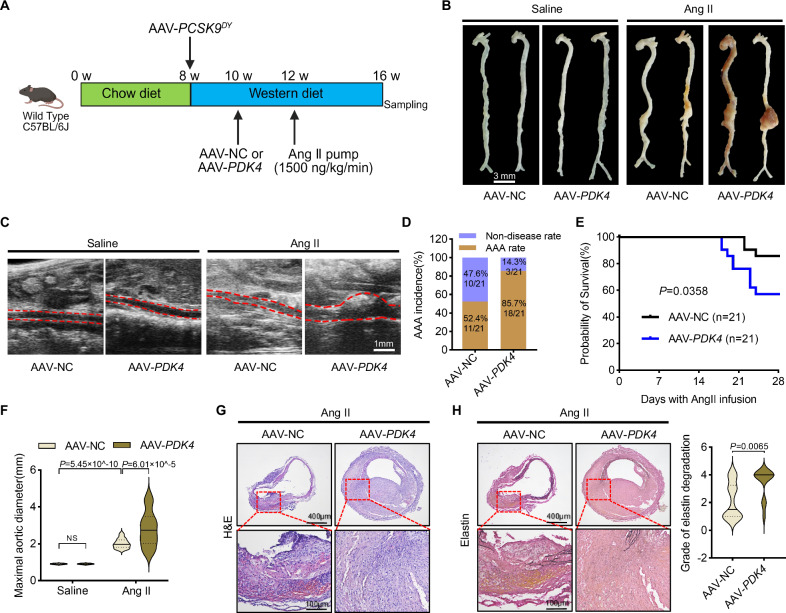
VSMC-PDK4 overexpression aggravates AAA in mice. **A**–**H** Eight-week-old wild-type male mice were injected via the tail vein with AAV-*PCSK9*^*DY*^ and fed a Western-type diet. Two weeks after the AAV-*PCSK9*^*DY*^ injection, the mice were injected with AAV-NC or AAV-*PDK4*. After two weeks, they were infused with Ang II (1500 ng/kg/min) or saline for another four weeks (*n* = 21 for AAV-NC and *n* = 21 for AAV-*PDK4*). **A** Schematic of the AAV-*PCSK9*^*DY*^/Ang II model establishment in AAV-NC and AAV-*PDK4* mice. Created with BioRender. Liu (2026) https://BioRender.com/oqbn39n. **B** Macrographs of mouse aorta. **C** Representative ultrasound images of the abdominal aorta (scale bar = 1 mm). **D** Abdominal aortic aneurysm (AAA) incidence. **E** Survival curves were analyzed using the Kaplan–Meier method and compared using log-rank tests. **F** Measurement of the maximum diameter of suprarenal abdominal aortas was performed using B-mode ultrasound imaging (saline group: *n* = 21 for AAV-NC; *n* = 21 for AAV-*PDK4*; Ang II group: *n* = 18 for AAV-NC; *n* = 12 for AAV-*PDK4*). **G**, **H** Representative hematoxylin and eosin (H&E) and Verhoeff–Van Gieson staining for elastin of the mouse suprarenal abdominal aorta. Grade of elastin degradation in the aortic wall (*n* = 18 for AAV-NC and *n* = 12 for AAV-*PDK4*). Data are presented as mean ± SD. **F** Two-way ANOVA with Tukey’s correction was used. **H** Two-sided Mann–Whitney *U*-test with the exact method. Source data are provided as a Source Data file.

### VSMC-PDK4 deficiency reduces VSMC phenotypic switch

Phenotypic switching is crucial for VSMC function^17^. Therefore, we analyzed the effect of PDK4 on VSMC phenotypic switching. MASMCs were isolated from the abdominal aortas of *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice, followed by treatment with vehicle or Ang II. RT-qPCR analysis showed that mRNA levels of contractile markers (*ACTA2, CNN1, and SM22α*) were significantly increased, while mRNA levels of synthetic markers (*KLF4, KLF5*) were significantly decreased in vehicle or Ang II-treated MASMCs from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. 4A). Western blot revealed a significant increase in the protein levels of contractile markers and a significant decrease in the protein levels of synthetic markers in vehicle or Ang II-treated MASMCs from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. 4B). Western blot showed that abdominal aortas from *Pdk4*^SMKO^ mice exhibited increased protein expression of contractile markers and decreased expression of synthetic markers compared to those from *Pdk4*^fl/fl^ mice in the AAV-*PCSK9*^*DY*^/Ang II-induced AAA model (Fig. 4C). Conversely, RT-qPCR analysis indicated that VSMC-PDK4 overexpression decreased the mRNA levels of contractile markers and increased those of synthetic markers in the abdominal aortas from AAV-*PDK4* -treated mice and AAV-NC-treated mice after AAV-*PCSK9*^*DY*^/Ang II treatment (Fig. 4D). Similarly, immunofluorescence staining of mouse suprarenal abdominal aortic tissues confirmed that *Pdk4*^SMKO^ mice showed significantly higher expression of contractile markers than *Pdk4*^fl/fl^ mice under both AAV-*PCSK9*^*DY*^/Ang II or AAV-*PCSK9*^*DY*^/saline conditions (Fig. 4E). Subsequently, MASMCs isolated from *Pdk4*^fl/fl^ or *Pdk4*^SMKO^ mice were transfected with Ad-*PDK4*, followed by treatment with either vehicle or Ang II. RT-qPCR showed that PDK4 deficiency increased the mRNA expression of contractile markers and decreased the expression of synthetic markers, which was reversed by PDK4 overexpression (Fig. 4F). These results suggest that PDK4 deficiency in VSMCs inhibits the phenotypic switch from a contractile to a synthetic state.

**Fig. 4:**
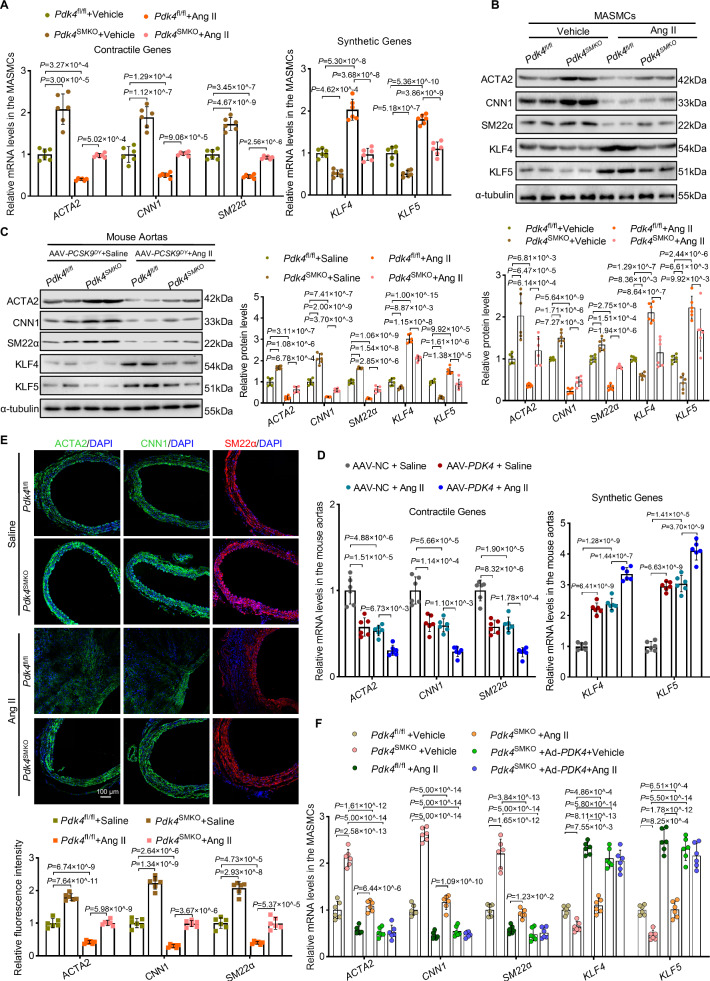
VSMC-PDK4 deficiency inhibits the phenotypic switch of VSMCs from a contractile to a synthetic state. **A** Relative mRNA levels of *ACTA2*, *CNN1*, *SM22α*, *KLF4*, and *KLF5* in mouse aortic smooth muscle cells (MASMCs) from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with vehicle or Ang II (1 μM, 48 h) by RT-qPCR analysis (*n* = 6 biological replicates). **B** Representative Western blot and quantification of ACTA2, CNN1, SM22α, KLF4, and KLF5 protein levels in MASMCs from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with vehicle or Ang II (1 μM, 48 h) (*n* = 6 biological replicates). **C** Representative Western blot and quantification of ACTA2, CNN1, SM22α, KLF4, and KLF5 protein levels in the abdominal aortas of *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with AAV-*PCSK9*^*DY*^/Ang II or AAV-*PCSK9*^*DY*^/saline (*n* = 6 biological replicates). **D** Relative mRNA levels of *ACTA2*, *CNN1*, *SM22α*, *KLF4*, and *KLF5* were measured by RT-qPCR analysis in the abdominal aortas from AAV-*PDK4* and AAV-NC mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days or AAV-*PCSK9*^*DY*^/saline for 28 days (*n* = 6 biological replicates). **E** ACTA2, CNN1, SM22α immunofluorescence in suprarenal abdominal aortas from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days or AAV-*PCSK9*^*DY*^/saline for 28 days (*n* = 6 biological replicates). **F** Relative mRNA levels of *ACTA2*, *CNN1*, *SM22α*, *KLF4*, and *KLF5* in MASMCs isolated from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice, treated with vehicle or Ang II (1 μM, 48 h), and transfected with Ad-*PDK4* as indicated (*n* = 6 biological replicates). Data are presented as mean ± SD. **A**–**E** two-way ANOVA followed by Tukey’s multiple-comparisons test. **F** One-way ANOVA followed by Tukey’s multiple-comparisons test. Source data are provided as a Source Data file.

### PDK4 alters mitochondrial respiration

The TCA cycle plays a crucial role in maintaining mitochondrial homeostasis. Changes in mitochondrial metabolism can result in impaired mitochondrial respiration, mitochondrial DNA damage, and electron transport chain (ETC) dysregulation^18^. PDK4 is a regulator of the TCA cycle and influences mitochondrial respiration in an expression-dependent manner^19^. Therefore, we investigated the effects of PDK4 deficiency on mitochondrial respiration in VSMCs. Seahorse analysis of mitochondrial oxidative phosphorylation (OXPHOS) showed that VSMC-PDK4 deficiency increased the basal, maximal, and ATP-coupled oxygen consumption rates and proton leak in response to Ang II in MASMCs (Fig. 5A–E). Reprogramming of glucose metabolism from mitochondrial OXPHOS to aerobic glycolysis has been observed during VSMC phenotype switching^20^. MASMCs from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice showed significant increases in basal and compensatory glycolysis in response to Ang II. However, the increase was less pronounced in MASMCs from *Pdk4*^SMKO^ mice (Fig. 5F–H). Lactate levels were significantly decreased in MASMCs isolated from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. 5I). Additionally, the mRNA levels of mitochondrial respiration genes, including *Tfam*, *Tfb1m*, *Ogdh*, and *Pgc1α*, were significantly upregulated in MASMCs from *Pdk4*^SMKO^ mice with Ang II treatment, whereas those of glycolysis or gluconeogenesis genes, including *Hif1α*, *Slc2a1*, *Myc*, and *Pgk1*, were markedly decreased compared to MASMCs from *Pdk4*^fl/fl^ mice (Fig. 5J, K). Lactate dehydrogenase (LDH) release and mitochondrial DNA levels were significantly reduced in MASMCs isolated from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. 5L, M). VSMC-PDK4 overexpression decreased the mRNA levels of mitochondrial respiration-related genes, increased the mRNA levels of glycolysis-related genes, increased LDH release, and mitochondrial DNA levels in MASMCs after Ang II stimulation (Fig. S5A–D). Subsequent re-analysis of the single-cell RNA-seq data revealed that Fibroblast-like_VSMCs exhibited suppressed mitochondrial respiration pathway activity and elevated glycolysis pathway activity compared to Contractile_VSMCs, as quantified by AUCell scoring^21^ (Fig. 5N, O). Meanwhile, mitochondria-derived ROS fluorescence probe (MitoSOX) staining results showed that mitochondrial ROS production was markedly decreased in suprarenal abdominal aortic tissues from *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/Ang II and in MASMCs isolated from *Pdk4*^SMKO^ mice after Ang II stimulation compared to those from *Pdk4*^fl/fl^ mice (Fig. 5P, Q). VSMC-PDK4 overexpression increased mitochondrial ROS production in MASMCs after Ang II stimulation (Fig. S5E). In addition, we conducted JC-1 staining on Ang II-treated MASMCs derived from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice, as well as on suprarenal abdominal aortic tissues obtained from AAV-*PCSK9*^*DY*^/Ang II-induced AAA models in *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice, to assess mitochondrial membrane potential. The results showed that suprarenal abdominal aortic tissues and MASMCs from *Pdk4*^fl/fl^ mice exhibited significantly lower JC-1 fluorescence intensity compared to *Pdk4*^SMKO^ mice (Fig. 5R, S). However, MASMCs transfected with Ad-*PDK4* exhibited a significantly lower JC-1 fluorescence intensity compared to those transfected with Ad-Con (Fig. S5F). PDK4 regulates pyruvate dehydrogenase (PDH) activity by phosphorylating multiple residues, which inhibits the conversion of glycolytic intermediates into the TCA cycle^22^. Consequently, we assessed PDH activity along with several related metabolites to further explore this regulation. The levels of PDH activity and acetyl-CoA were significantly increased in MASMCs isolated from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. S5G,H). However, the level of pyruvate was significantly decreased in MASMCs isolated from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. S5I). The Western blot results showed that there was no compensatory upregulation of PDK1, PDK2, or PDK3 levels in vehicle or Ang II-treated MASMCs from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. S5J). Transmission electron microscopy (TEM) revealed that VSMC-PDK4 deficiency attenuated mitochondrial swelling and cristae collapse in Ang II-treated MASMCs in the AAV-*PCSK9*^*DY*^/Ang II-induced AAA model (Fig. 5T). These results indicated that PDK4 promotes metabolic reprogramming and alters mitochondrial respiration.

**Fig. 5:**
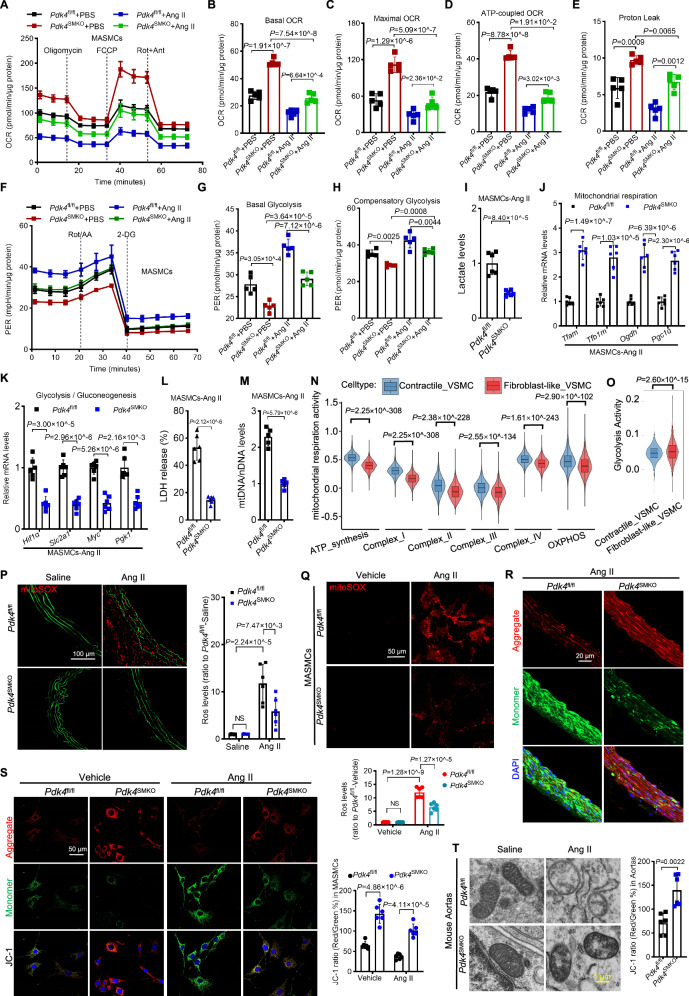
PDK4 alters mitochondrial respiration and increases ROS production. **A**–**H** Oxygen consumption rate (OCR) and proton efflux rate (PER) were detected in MASMCs from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice, treated with PBS or Ang II (1 μM, 48 h). Basal OCR, Maximal OCR, ATP-coupled OCR, Proton leak, Basal and Compensatory glycolysis were measured (*n* = 5 biological replicates). **I**–**M** Measurements in MASMCs from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice after treatment with Ang II (1 μM, 48 h). **I** Lactate levels (*n* = 6 biological replicates). **J**, **K** mRNA levels of mitochondrial respiration and glycolysis genes (*n* = 6 biological replicates). **L** Lactate dehydrogenase (LDH) levels (*n* = 6 biological replicates). **M** mtDNA/nDNA levels (*n* = 5 biological replicates). **N**, **O** Violin plot showing the scores of mitochondrial respiration and glycolysis pathway activity in Contractile_VSMC and Fibroblast-like_VSMC clusters (*n* = 4971 cells for Contractile_VSMC and *n* = 3302 cells for Fibroblast-like_VSMC). **P** Representative mitochondria-derived ROS (MitoSOX) staining of suprarenal abdominal aortas from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/Ang II or AAV-*PCSK9*^*DY*^/saline for 28 days (*n* = 6 biological replicates). **Q** Representative MitoSOX staining in MASMCs from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice, treated with vehicle or Ang II (1 μM, 48 h) (*n* = 6 biological replicates). **R** Representative JC-1 staining in suprarenal abdominal aortas of *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days (*n* = 6 biological replicates). **S** Representative JC-1 staining and quantification in MASMCs from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice, treated with vehicle or Ang II (1 μM, 48 h) (*n* = 6 biological replicates). **T** Representative transmission electron microscopy (TEM) images of mitochondria in the abdominal aortas of *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/saline or AAV-*PCSK9*^*DY*^/Ang II for 28 days (*n* = 6 biological replicates). Data are presented as mean ± SD. **N**, **O** The center line represents the median. The box bounds represent the interquartile range (IQR), with the upper limit being quartile 3 (Q3) and the lower limit being quartile 1 (Q1). The whiskers extend to Q1 − 1.5 × IQR and Q3 + 1.5 × IQR. **B**–**E**, **G**, **H**, **P**, **Q**, **S** Two-way ANOVA with Tukey’s correction. **I**, **J**, **L**, **M** Two-sided Unpaired Student’s *t*-tests. **K** Two-sided Unpaired Student’s *t-*tests or Mann–Whitney *U*-test (exact method). **N**, **O**, **R** Two-sided Mann–Whitney *U*-test (exact method). NS nonsignificant. Source data are provided as a Source Data file.

### PDK4 promotes NLRP3-mediated pyroptosis in VSMCs

RNA-seq was performed on MASMCs transfected with Ad-*PDK4* or Ad-Con and subsequently treated with Ang II (1 μM, 48 h) to investigate the mechanisms by which PDK4 regulates VSMC function in AAA pathogenesis (Fig. S6A). Differentially expressed gene (DEG) analysis indicated that PDK4 overexpression significantly reduced mtDNA-encoded gene expression of the ETC complexes in MASMCs (Fig. S6B), consistent with our previous findings. RT-qPCR analysis revealed that the expression of these genes was significantly downregulated in Ang II-treated MASMCs transfected with Ad-*PDK4* compared to those transfected with Ad-Con (Fig. S6C).

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed significant enrichment of multiple pathways in Ang II-treated MASMCs transfected with Ad-*PDK4* compared with Ad-Con, highlighting key enriched pathways such as cytokine-cytokine receptor interaction, nucleotide oligomerization domain (NOD)-like receptor signaling, antigen processing and presentation, tumor necrosis factor (TNF) signaling, and interleukin-17 (IL-17) signaling (Fig. 6A). DEG analysis indicated that NOD-like receptor signaling-related genes, such as *Irf7*, *Ccl5*, *Stat2*, *Gsdmd*, and *Caspase1*, were markedly upregulated with PDK4 overexpression (Fig. 6B). 

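MASMCs are smooth muscle cells isolated from the abdominal aorta of mice and grown in culture. RNA from 3 cultures of *Pdk4* fl/fl cells and 3 cultures of *Pdk4* SMKO cells, all treated with Ang II, was sequenced as paired-end reads. The paper gives the dose as 1 μM and the time as 48 h. The authors deposited the number of reads counted on each gene in each of the 6 libraries, as whole numbers without normalization. Of the 41721 genes, all but 625 are listed by the identifiers of Ensembl's annotation of the C57BL/6NJ strain assembly, and none of the 41721 lies on the Y chromosome or on the mitochondrial chromosome. Between 16526044 and 22481670 reads were counted on genes per library, with a median of 17919799 in *Pdk4* fl/fl and 16600153 in *Pdk4* SMKO cells. At this depth a count of 3, the highest that was treated as undetected, corresponded to between 0.132 and 0.227 CPM, the counts of a gene scaled to a common library total. Counts were normalized by edgeR's TMM method, and the 14085 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. *Pdk4*, the targeted gene (MGP_C57BL6NJ_G0030873, chromosome 6 from 2392986 to 2408102), had 570, 639 and 421 counts in the *Pdk4* fl/fl libraries and 110, 182 and 141 in the *Pdk4* SMKO libraries. These correspond to 35.0 ± 3.07 (SD, n = 3) and 6.93 ± 2.11 (SD, n = 3) CPM after TMM normalization, so that *Pdk4* SMKO cells held 19.8% of the level of *Pdk4* fl/fl cells. The paper's loxP sites flank only part of the exons, while the counts are per gene. This share therefore does not tell intact from recombined transcripts. The log2 fold change of *Pdk4* was -2.34 (standard error 0.22, adjusted p = 4.5e-06 from edgeR's quasi-likelihood test), and it stayed between -2.57 and -2.12 with each library left out in turn. Every *Pdk4* SMKO culture lay below every *Pdk4* fl/fl culture (exact two-sided permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow).
At an adjusted p under 0.05 and a fold change of at least 2, 3733 genes were lower and 4616 were higher in *Pdk4* SMKO than in *Pdk4* fl/fl cells, 59.3% of the genes tested. Scaling by library size alone moved this split most, to 2390 lower and 6184 higher genes. Correlations of log2 CPM were at most 0.748 between genotypes, against at least 0.981 within one. *Xist*, an RNA of female cells, had at least 321 counts in each *Pdk4* SMKO library and at most 5 in a *Pdk4* fl/fl library. A difference shared by all cultures of one genotype could not be told apart from an effect of *Pdk4*. The same limit holds for the genes, pathways and sets that follow. Of the genes with the largest fold changes, *Efemp1*, *Thbd* and *Aox3* had no count in any *Pdk4* fl/fl library and were at least 4530.4-fold, 2344-fold and 522-fold higher in *Pdk4* SMKO cells, taking a count of 3 as the floor. *Madcam1*, *Celf6* and *Lsmem1* had no count in any *Pdk4* SMKO library, and the former pair was at least 364-fold and 228-fold lower. The span of *Lsmem1* overlaps that of another counted gene, *Gm17056*, and whether the counting used the strand of the reads is not known.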

Complementarily, RNA-seq was performed on Ang II (1 μM, 48 h)-treated *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ MASMCs (Fig. S6D). 

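Pathways were tested with the Reactome lists in place of the KEGG lists, which were not used here. Of the genes tested, 12451 carried an Entrez identifier and 4324 of these belonged to a Reactome pathway, among them 1188 of the lower genes. Among 821 pathways with 10 to 500 tested members, 83 held more lower genes than expected from this background, at an adjusted p under 0.05 in a one-sided Fisher's exact test. The number was 41 when a log2 fold change of -2 or less was required, and 44 without *Pdk4* fl/fl replicate 3. The smallest p belonged to the pathway named formation of a pool of free 40S subunits, in which 80 of 82 tested genes were lower (3.55 times the background share, Fisher's exact test, adjusted p = 2.7e-40). Of the pathway in which chemokine receptors bind chemokines, 11 of 18 tested genes were lower (2.22 times the background share, Fisher's exact test, adjusted p = 0.0354). This adjusted p was 0.0516 without *Pdk4* fl/fl replicate 2, 0.0622 without *Pdk4* fl/fl replicate 3 and 0.0939 without *Pdk4* SMKO replicate 2. The NLR signaling pathways had 13 lower genes of 31 (1.53 times, Fisher's exact test, adjusted p = 0.274), and the inflammasomes 5 of 10 (1.82 times, Fisher's exact test, adjusted p = 0.459). Cytokine signaling in the immune system had 41 of 156 and signaling by interleukins 18 of 83, at 0.957 and 0.789 times the background share. TNF signaling, with 8 tested genes, was too small for this test.
As a second test, which uses the fold changes of all genes, 19 sets were compared with limma's camera test at a preset correlation between genes of 0.01. These were 11 Reactome sets and the 8 sets of Supplementary Table 5. The genes of chemokine receptor binding were lower as a set (median log2 fold change -2.20, adjusted p = 0.0245), as were those of the cell cycle (median -0.40, adjusted p = 0.0116). Genes of extracellular matrix organization were higher (median 1.09, adjusted p = 0.0116). The chemokine set was not called with at least 10 counts in every library (adjusted p = 0.521) or without *Pdk4* fl/fl replicate 3 (0.0644). With library size alone, neither the cell cycle (0.105) nor the extracellular matrix (0.0553) was called, and with at least 10 counts in every library the cell cycle was not (0.125). The NLR signaling pathways had a median log2 fold change of -0.62 with 13 genes lower and 8 higher past the threshold (camera, adjusted p = 0.574), and cytokine signaling one of -0.09 with 41 lower and 44 higher (adjusted p = 0.706). Adjusted p was 0.972 for each of TNF signaling, signaling by interleukins and the inflammasomes. With limma's fry test, which asks whether the genes of a set change at all, the 3 sets called by camera were called again. NLR signaling (adjusted p = 0.00207, fry) and cytokine signaling (adjusted p = 0.00252, fry) were called lower, and the inflammasomes higher (adjusted p = 0.0261, fry). In total, fry called 12 of the 19 sets. Of the 14085 genes tested, 11145 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. A call by fry therefore does not set these genes apart from the others. With the correlation between genes estimated from these libraries, camera called 0 of the 19 sets, and 1 had an unadjusted p under 0.05.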

KEGG analysis identified significant downregulation of TNF signaling, IL-17 signaling, NOD-like receptor signaling, and cytokine-cytokine receptor interaction pathways (Fig. S6E). 

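The 23 genes drawn in Fig. S6F were chosen by the paper on these same libraries, so their values are not independent evidence. Of them, 21 passed the filter on low counts, and all 21 were lower in *Pdk4* SMKO than in *Pdk4* fl/fl cells at an adjusted p under 0.05 and a fold change of at least 2, both over all genes tested and adjusted over the list alone. Their median log2 fold change was -3.09, and it ranged from -2.11 for *Trp53bp1* to -9.35 for *Ccl5*. For all 23 genes the highest *Pdk4* SMKO library lay below the lowest *Pdk4* fl/fl library, an order that chance alone, in either direction, gives to 10% of genes. The spans of *Jun*, *Nfkbib* and *Trp53bp1* overlap those of other counted genes. *Casp4* (MGP_C57BL6NJ_G0034806), on chromosome 9 from 2216125 to 2249033 of the C57BL/6NJ assembly, had 116 ± 20.0 CPM (SD, n = 3) in *Pdk4* fl/fl cells and 14.1 ± 1.28 (SD, n = 3) in *Pdk4* SMKO cells. Its log2 fold change was -3.05 (standard error 0.16, adjusted p = 9.7e-08, edgeR's quasi-likelihood test). *Nod2* (MGP_C57BL6NJ_G0034418), on chromosome 8 from 93122130 to 93166670, had 3.82 ± 1.71 CPM (SD, n = 3) in *Pdk4* fl/fl and 0.405 ± 0.163 (SD, n = 3) in *Pdk4* SMKO cells, a log2 fold change of -3.21 (standard error 0.47, adjusted p = 0.000114, same test).
*Nlrp3* and *Aim2* were close to the limit of detection. *Nlrp3* (MGP_C57BL6NJ_G0018793), on chromosome 11 from 61262215 to 61293867, had 14, 18 and 5 counts in the *Pdk4* fl/fl libraries and 5, 3 and 0 in the *Pdk4* SMKO libraries, or 0.767 ± 0.337 against 0.123 ± 0.112 CPM (SD, n = 3 each). *Aim2* (MGP_C57BL6NJ_G0017209), on chromosome 1 from 185258101 to 185386443, had 19, 11 and 15 counts against 3, 3 and 0, at least 7.02-fold lower in *Pdk4* SMKO cells. Neither gene passed the filter on low counts. In a fit without that filter, the log2 fold change of *Nlrp3* was -2.52 (standard error 0.79, adjusted p = 0.00499 from edgeR's quasi-likelihood test). That of *Aim2* was past the threshold as well (adjusted p = 0.000255, same test). Adjusted p-values of that fit can be far smaller than in the reported fit, as for *Cnn1* (5.99e-06 against 0.0155, same test). The p-values of these fits are therefore not comparable. In the 4 of 6 fits without 1 library that tested each gene, adjusted p was at most 0.0238 for *Nlrp3* and 0.00438 for *Aim2* (same test). Each comparison of the 6 libraries gave p = 0.1 in an exact two-sided permutation test, the lower limit of this design.

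**Figure D1:**
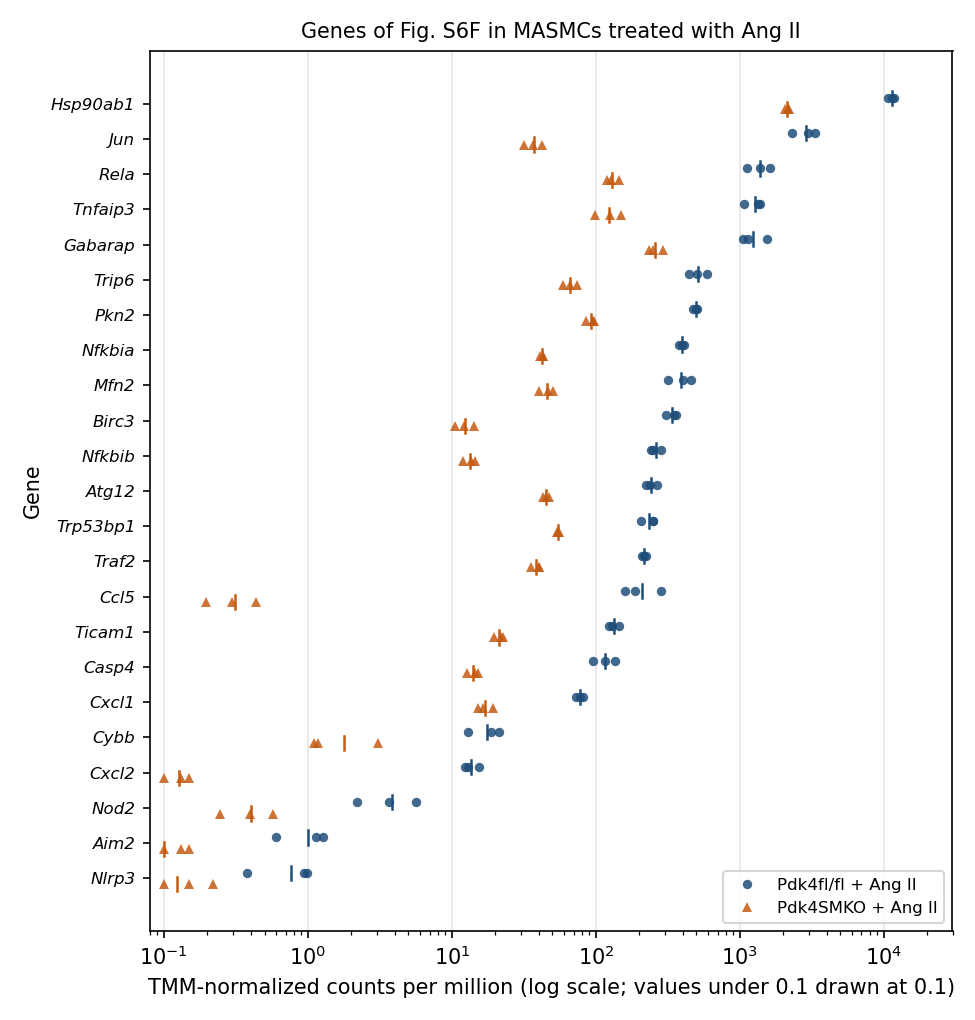
TMM-normalized CPM of the 23 genes of Fig. S6F in the 3 *Pdk4* fl/fl libraries (circles) and the 3 *Pdk4* SMKO libraries (triangles), on a log axis with vertical bars at the group means. For each gene the *Pdk4* SMKO libraries lie to the left of the *Pdk4* fl/fl libraries, and *Nlrp3* and *Aim2* lie lowest, at group means of 0.767 and 1.00 CPM in *Pdk4* fl/fl cells.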

DEG analysis confirmed suppression of NOD-like receptor signaling-related genes, such as *Nlrp3*, *Aim2*, *Caspase4*, and *Nod2* in *Pdk4*^SMKO^ MASMCs (Fig. S6F). Previous studies emphasized the crucial role of pyroptosis in AAA^23,24^. These transcriptomic findings suggested that PDK4 may regulate inflammatory signaling, particularly cytokine-cytokine receptor interaction and NOD-like receptor pathways. 

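The genes of the pyroptosis set in Supplementary Table 5 did not move one way in the *Pdk4* SMKO cultures. Of the 122 genes listed, 115 were found in the table of counts and 91 were tested. Their median log2 fold change was -0.31, with 29 genes lower and 23 higher past the threshold (limma's camera test, adjusted p = 0.574). The fry test, which called 12 of the 19 sets, called this set lower (adjusted p = 3.1e-05). Transcripts of several effectors of this pathway were too few to compare. *Casp1* had between 0 and 5 counts per library, *Tnf* between 0 and 4, and *Il1b* at most 1, and none of these passed the filter on low counts. *Pycard*, which encodes ASC, had 12, 4 and 6 counts in *Pdk4* fl/fl and 14, 2 and 8 in *Pdk4* SMKO cells. *Gsdmd* was higher in every *Pdk4* SMKO culture, at 25.0 ± 1.57 against 13.6 ± 1.33 CPM (SD, n = 3 each), and its log2 fold change of 0.88 (standard error 0.15, adjusted p = 0.000297 from edgeR's quasi-likelihood test) did not reach a fold change of 2. With upper-quartile factors (1.09) or library size alone (1.49) it did. *Il6* (log2 fold change 1.04) and *Il18* (log2 fold change 1.55) were past the threshold and higher, with adjusted p-values of 0.00346 and 0.0453 from the same test, although the *Pdk4* SMKO and *Pdk4* fl/fl cultures overlapped for *Il18*. The call of *Il6* was lost in fits that left out *Pdk4* fl/fl replicate 1 (log2 fold change 0.95), *Pdk4* fl/fl replicate 2 (0.99) or *Pdk4* SMKO replicate 1 (0.89), and the adjusted p of *Il18* rose to between 0.0800 and 0.110 in the fits without *Pdk4* fl/fl replicate 1 or 2, or without *Pdk4* SMKO replicate 1 or 3. The log2 fold change of *Il18* lay between 1.01 and 2.56 with each library left out in turn, so its size depended on single libraries. From the genes raised by *PDK4* overexpression and the genes lowered in *Pdk4* SMKO cells, the paper proposes a role of PDK4 in inflammatory signaling and turns next to pyroptosis.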

Pyroptosis is induced by the activation of inflammasome components, including ASC, NOD-like receptors, and caspase1, such as in the most typical NOD-like receptor protein 3 (NLRP3) inflammasome^25^. Serum levels of pyroptosis-related proteins, including ASC, IL-1β, IL-18, TNF-α, and IL-6, were measured to investigate whether PDK4 is related to pyroptosis and the NLRP3 activation pathway. These proteins were significantly decreased in *Pdk4*^SMKO^ mice compared to *Pdk4*^fl/fl^ mice (Fig. 6C–G). RT-qPCR showed that the mRNA levels of *IL-1β*, *IL-18*, *TNF-α*, and *IL-6* were significantly decreased in the abdominal aortas of *Pdk4*^SMKO^ mice compared to *Pdk4*^fl/fl^ mice with AAV-*PCSK9*^*DY*^/Ang II treatment (Fig. 6H). Additionally, RT-qPCR showed that the mRNA levels of pyroptosis-associated molecules, including *gasdermin D (GSDMD)*, *Aim2*, *Caspase1* and *ASC* were significantly decreased in the abdominal aortas of *Pdk4*^SMKO^ mice compared to *Pdk4*^fl/fl^ mice treated with AAV-*PCSK9*^*DY*^/Ang II (Fig. 6I). Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining revealed fewer TUNEL-positive cells in suprarenal abdominal aortic tissues from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice (Fig. 6J). NLRP3 inflammasome activation promotes caspase1 activation. This process subsequently leads to GSDMD cleavage by activated caspase1. The resulting N-GSDMD fragment is responsible for plasma membrane permeabilization, which ultimately triggers pyroptosis^26^. Western blot analysis revealed that the protein levels of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD were significantly decreased in MASMCs from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice with Ang II treatment (Fig. 6K). Gene set enrichment analysis (GSEA) of the reanalyzed single-cell RNA sequencing dataset (GSE239620) further revealed a strong association between NOD-like receptor signaling and AAA progression in VSMCs (Fig. 6L). AAA groups exhibited higher pyroptosis pathway activity than Control groups (Fig. 6M). Fibroblast-like_VSMCs exhibited higher pyroptosis pathway activity than Contractile_VSMCs (Fig. 6N). TEM showed that VSMC-PDK4 deficiency reduced cell swelling and membrane pore formation in MASMCs treated with Ang II (Fig. 6O). Western blot showed that human AAA tissues exhibited higher NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD expression than control tissues (Fig. 6P). After transfection with siR-*PDK4* and treatment with Ang II (1 μM, 48 h), MASMCs exhibited lower levels of PDK4, NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD compared to those transfected with siR-Con (Fig. S6G). To determine whether PDK4 also regulates pyroptosis in macrophages, we performed experiments in bone marrow-derived macrophages (BMDMs) transfected with siR-*PDK4* and treated with LPS (100 ng/mL, 4 h)/Nigericin (10 μM, 30 min). Western blot analysis showed no significant differences in the levels of NLRP3, GSDMD, and N-GSDMD between BMDMs transfected with siR-*PDK4* and those transfected with siR-Con (Fig. S6H). After transfection with siR-*PDK1* and treatment with Ang II, MASMCs showed no significant changes in the levels of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, or N-GSDMD compared with siR-Con treated cells (Fig. S6I). These results indicate that VSMC-PDK4 promotes pyroptosis and NLRP3 inflammasome activation in our experimental system. In contrast, PDK4 does not appear to significantly influence pyroptosis in macrophages, and PDK1 knockdown does not attenuate pyroptosis in VSMCs under these conditions.

**Fig. 6:**
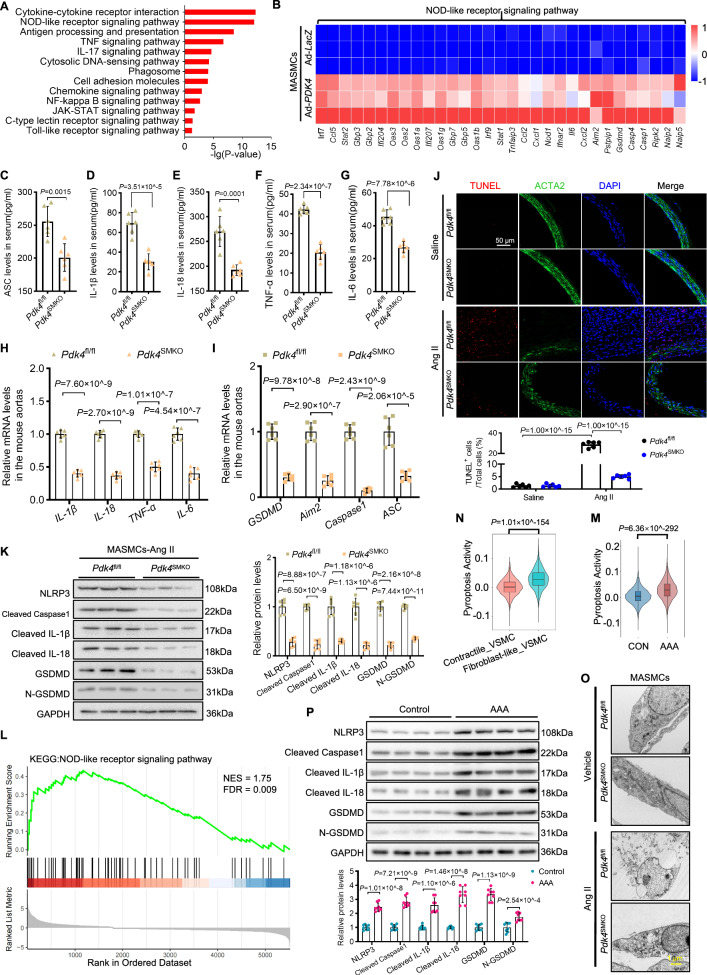
PDK4 induces an inflammatory response and NLRP3-mediated pyroptotic cell death in VSMCs during AAA. **A** KEGG analysis of pathways upregulated in MASMCs transfected with Ad-Con or Ad-*PDK4*, followed by Ang II treatment (1 μM, 48 h). **B** Heat map of RNA-seq from the same cells as in (**A**) (*n* = 3 biological replicates) (blue indicates downregulation; red indicates upregulation). **C**–**G** Serum levels of ASC, IL-1β, IL-18, TNF-α, and IL-6 were measured by ELISA, and **H**, **I** mRNA levels of *IL-1β*, *IL-18*, *TNF-α*, *IL-6*, *GSDMD*, *Aim2*, *Caspase1*, and *ASC* in abdominal aortas were measured in *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with AAV-*PCSK9*^*DY*^/Ang II for 28 days (*n* = 6 biological replicates). **J** Representative images of TUNEL staining in suprarenal abdominal aortas of *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/saline or AAV-*PCSK9*^*DY*^/Ang II for 28 days (*n* = 6 biological replicates). **K** Representative Western blot and quantification of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD protein levels in MASMCs from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with Ang II (1 μM, 48 h) (*n* = 6 biological replicates). **L** GSEA of the KEGG NOD-like receptor signaling pathway in VSMCs comparing control and AAA groups. **M**, **N** Violin plots showing the scores of pyroptosis pathway activity in control and AAA groups (*n* = 5606 cells for control and *n* = 5074 cells for AAA) and Contractile_VSMC and Fibroblast-like_VSMC clusters (*n* = 2466 cells for Contractile_VSMC and *n* = 1634 cells for Fibroblast-like_VSMC). **O** Representative transmission electron microscopy (TEM) images of MASMCs from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice, treated with vehicle or Ang II (1 μM, 48 h) (*n* = 6 biological replicates). **P** Representative Western blot and quantification of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD in the abdominal aortas of patients with AAA and adjacent non-aneurysmal segments (control) (*n* = 8 patients). Data are presented as mean ± SD. **M**, **N** The center line represents the median. Box bounds represent the interquartile range (IQR), with the upper limit being quartile 3 (Q3) and the lower limit being quartile 1 (Q1). The whiskers extend to Q1 − 1.5 × IQR and Q3 + 1.5 × IQR. **A** Hypergeometric distribution test. **C**–**I**, **K**, **P** Two-sided Unpaired Student’s *t*-test. **J** Two-way ANOVA with Tukey’s correction. **M**, **N** Two-sided Mann–Whitney *U*-test (exact method). Source data are provided as a Source Data file.

### ROS-mediated NLRP3 inflammasome activation is involved in PDK4-induced VSMC pyroptosis

MASMCs were transfected with Ad-*PDK4* or Ad-Con and treated with vehicle or MCC950, an NLRP3 inflammasome inhibitor, to investigate whether PDK4-mediated pyroptosis is associated with NLRP3 inflammasome activation^27^. MCC950 administration reduced the protein levels of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD induced by PDK4 overexpression in MASMCs (Fig. 7A). ROS interact with newly synthesized mtDNA to produce oxidized mtDNA. Oxidized mtDNA is released into the cytosol with mitochondrial damage, activating the NLRP3 inflammasome^28^. MASMCs were transfected with Ad-*PDK4* or Ad-Con in vitro and treated with ROS scavengers to determine whether increased mtROS production is responsible for NLRP3 inflammasome activation induced by PDK4 overexpression^29^. MitoQ is a mitochondria-targeted antioxidant, a derivative of coenzyme Q, that specifically inhibits mitochondrial ROS production^30^. N-acetylcysteine (NAC) acts as a precursor for the synthesis of glutathione and is regarded as a regulator of the intracellular redox balance^31^. Western blot analysis showed that MitoQ and NAC treatment reduced the protein levels of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD induced by PDK4 overexpression in MASMCs (Fig. 7B and Fig. S7A). Moreover, MitoQ and NAC treatment further reduced the expression of these proteins in MASMCs, with lower levels observed in *Pdk4*^SMKO^ cells than in *Pdk4*^fl/fl^ cells (Fig. 7C and Fig. S7B). Immunofluorescence analysis demonstrated that suprarenal abdominal aortic tissues from *Pdk4*^SMKO^ mice exhibited decreased GSDMD and NLRP3 expression and increased ACTA2 expression compared to those from *Pdk4*^fl/fl^ mice, whereas VSMC-PDK4 overexpression showed the opposite effect (Fig. 7D, E and Fig. S7C,D). Similarly, immunofluorescence results of MASMCs indicated that MitoQ, NAC, and MCC950 attenuated the PDK4 overexpression-induced increase in GSDMD expression under Ang II treatment (Fig. 7F and Fig. S7E). Rotenone treatment reversed the reduction in the expression of GSDMD and N-GSDMD in MASMCs induced by PDK4 deficiency, and this effect was blocked by MCC950 (Fig. 7G). Moreover, under oxidative stress, ROS promote the dissociation of thioredoxin-interacting protein (TXNIP) from thioredoxin (TRX), allowing TXNIP to activate the NLRP3 inflammasome. MitoQ treatment attenuated PDK4 overexpression-induced TXNIP upregulation and restored TRX protein levels in MASMCs (Fig. 7H). We next evaluated alterations in TXNIP-TRX and TXNIP-NLRP3 interactions using co-immunoprecipitation (Co-IP). The results demonstrated significantly weakened TXNIP-TRX binding in MASMCs transfected with Ad-*PDK4*, whereas TXNIP-NLRP3 interaction was conversely enhanced (Fig. 7I, J). These findings suggest that PDK4 promotes the dissociation of TXNIP from TRX through mitochondrial ROS accumulation, thereby activating the NLRP3 inflammasome. This process contributes to inflammation and subsequent VSMC pyroptosis.

**Fig. 7:**
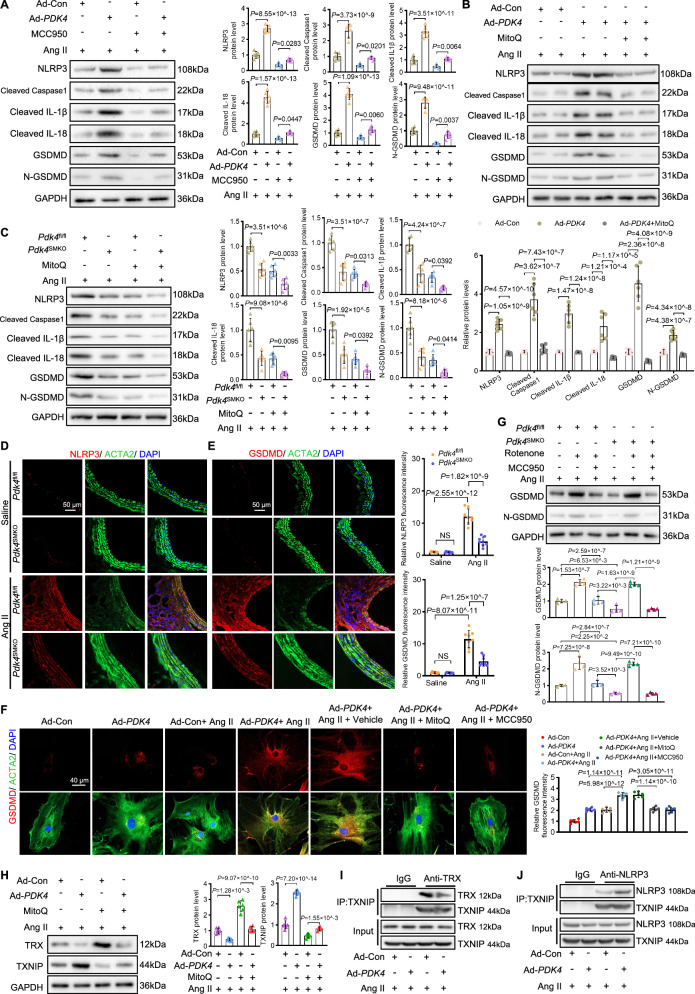
ROS-mediated NLRP3 inflammasome activation is involved in PDK4-induced VSMC pyroptosis. **A** Representative Western blot and quantification of pyroptosis markers in MASMCs transfected with Ad-*PDK4* or Ad-Con for 48 h, pre-treated with MCC950 (10 μM) for 1 h, and stimulated with Ang II (1 μM) for 48 h (*n* = 6 biological replicates). **B** MASMCs were serum-starved and simultaneously transfected with Ad-*PDK4* or Ad-Con for 48 h, followed by treatment with MitoQ (250 nM, 2 h) and then Ang II (1 μM, 48 h). Representative Western blot and quantification of pyroptosis markers (*n* = 6 biological replicates). **C** Representative Western blot and quantification of pyroptosis markers in MASMCs from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with MitoQ (250 nM, 2 h) followed by Ang II (1 μM, 48 h) (*n* = 6 biological replicates). **D**, **E** Immunofluorescence staining of GSDMD, NLRP3, and ACTA2 in suprarenal abdominal aortas of *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice treated with AAV-*PCSK9*^*DY*^/Ang II or AAV-*PCSK9*^*DY*^/saline for 28 days (*n* = 8 biological replicates). **F** Immunofluorescence staining of GSDMD and ACTA2 in MASMCs transfected with Ad-Con or Ad-*PDK4* for 48 h, pre-treated with MitoQ (250 nM, 2 h) or MCC950 (10 μM, 1 h), and stimulated with Ang II (1 μM) for 48 h (*n* = 6 biological replicates). **G** Representative Western blot and quantification of GSDMD and N-GSDMD in MASMCs from *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice, sequentially treated with vehicle or MCC950 (10 μM, 1 h) and Rotenone (1 μM, 2 h) prior to Ang II (1 μM, 48 h) stimulation (*n* = 4 biological replicates). **H** MASMCs were serum-starved and simultaneously transfected with Ad-*PDK4* or Ad-Con for 48 h, followed by treatment with MitoQ (250 nM, 2 h) and then Ang II (1 μM, 48 h). Representative Western blot and quantification of TRX and TXNIP levels (*n* = 6 biological replicates). **I**, **J** MASMCs were serum-starved and simultaneously transfected with Ad-*PDK4* or Ad-Con for 48 h, followed by treatment with Ang II (1 μM, 48 h). Cell lysates were immunoprecipitated with TXNIP antibody and immunoblotted for TRX or NLRP3 (*n* = 4 biological replicates). Data are presented as mean ± SD. **A**–**C**, **F**–**H** One-way ANOVA followed by Tukey’s multiple-comparisons test. **D**, **E** two-way ANOVA followed by Tukey’s multiple-comparisons test. Source data are provided as a Source Data file.

### PDK4 deletion in VSMCs reduces mitochondrial ROS production and suppresses VSMC pyroptosis

To determine whether these findings resulted directly from PDK4 deletion or were a consequence of AAA inhibition, abdominal aortas were collected from *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice after 3 days of Ang II treatment, before any detectable changes in AAA formation. No differences were observed in aortic morphology, histological staining, and maximum abdominal aortic diameter between *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice infused with AAV-*PCSK9*^*DY*^/Ang II for 3 days (Fig. 8A–E). MitoSOX staining results showed that mitochondrial ROS production was markedly decreased in suprarenal abdominal aortic tissues from *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/Ang II for 3 days compared with *Pdk4*^fl/fl^ mice (Fig. 8F). The JC-1 staining results showed that suprarenal abdominal aortic tissues from *Pdk4*^fl/fl^ mice exhibited significantly lower JC-1 fluorescence intensity compared with *Pdk4*^SMKO^ mice treated with AAV-*PCSK9*^*DY*^/Ang II or AAV-*PCSK9*^*DY*^/saline for 3 days (Fig. 8G). Western blot analysis revealed that the protein levels of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD were significantly decreased in abdominal aortic tissues from *Pdk4*^SMKO^ mice compared to those from *Pdk4*^fl/fl^ mice treated with AAV-*PCSK9*^*DY*^/Ang II for 3 days (Fig. 8H). Immunofluorescence analysis demonstrated that suprarenal abdominal aortic tissues from *Pdk4*^SMKO^ mice exhibited decreased GSDMD expression and increased ACTA2 expression compared to those from *Pdk4*^fl/fl^ mice with AAV-*PCSK9*^*DY*^/Ang II or AAV-*PCSK9*^*DY*^/saline for 3 days treatment (Fig. 8I). These findings suggest that PDK4 deletion restores mitochondrial membrane potential, reduces mitochondrial ROS production, and suppresses VSMC pyroptosis during the early stage of AAA development after 3 days of Ang II treatment.

**Fig. 8:**
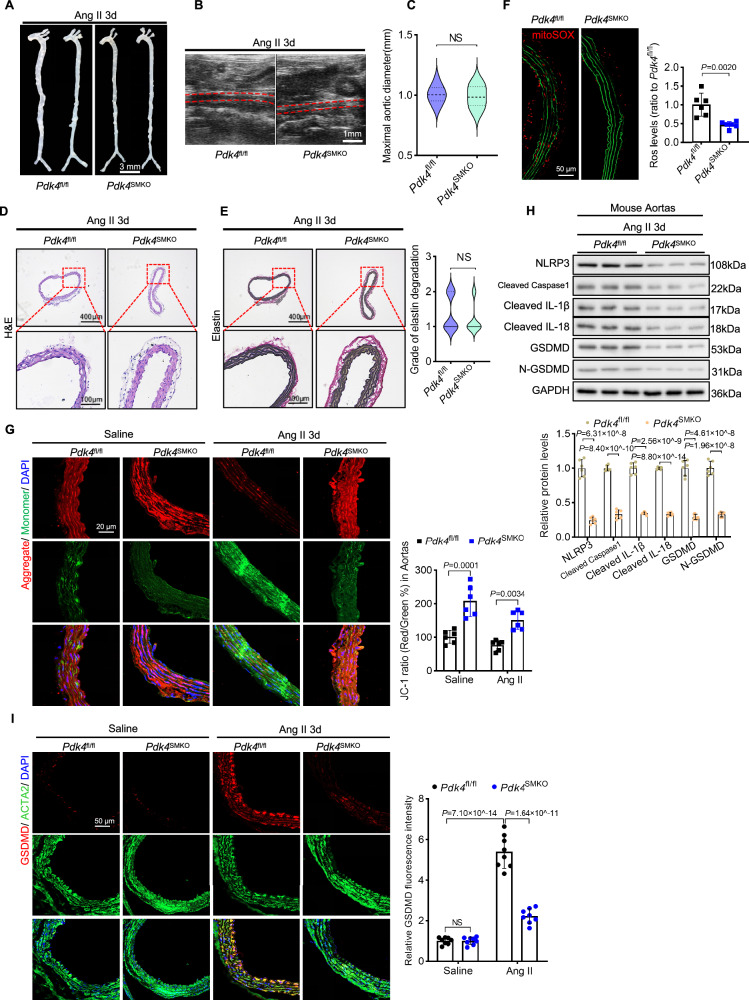
VSMC-PDK4 deficiency reduces mitochondrial ROS production and suppresses VSMC pyroptosis. **A**–**I** Eight-week-old male *Pdk4*^fl/fl^ or *Pdk4*^SMKO^ mice were injected via the tail vein with AAV-*PCSK9*^*DY*^ and fed a Western-type diet. After two weeks, the mice were infused with saline or Ang II (1500 ng/kg/min) for another three days (*n* = 16 for *Pdk4*^fl/fl^ and *Pdk4*^SMKO^). **A** Macrograph of the mouse aorta of the AAV-*PCSK9*^*DY*^/Ang II model established in *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice. **B** Representative ultrasound images of the abdominal aorta (scale bar = 1 mm). **C** Maximum diameter of suprarenal abdominal aortas measured by B-mode ultrasound imaging (*n* = 16 for *Pdk4*^fl/fl^; *n* = 16 for *Pdk4*^SMKO^). **D**, **E** Representative hematoxylin and eosin (H&E) and Verhoeff–Van Gieson staining for elastin of the mouse abdominal aorta. The grade of elastin degradation in the aortic wall (*n* = 16 for *Pdk4*^fl/fl^; *n* = 16 for *Pdk4*^SMKO^). **F** Representative MitoSOX staining and quantification in suprarenal abdominal aortas (*n* = 6 biological replicates). **G** Representative JC-1 staining and quantification in suprarenal abdominal aortas (*n* = 6 biological replicates). **H** Representative Western blot and quantification of NLRP3, Cleaved Caspase1, Cleaved IL-1β, Cleaved IL-18, GSDMD, and N-GSDMD protein levels in the abdominal aortas (*n* = 6 biological replicates). **I** Immunofluorescence staining of GSDMD and ACTA2 in suprarenal abdominal aortas was performed (*n* = 8 biological replicates). Data are presented as mean ± SD. **C**, **F**, **H** Two-sided Unpaired Student’s *t*-test. **E** Two-sided Mann–Whitney *U*-test (exact method); **G**, **I** Two-way ANOVA with Tukey’s correction. NS, nonsignificant. Source data are provided as a Source Data file.

### DCA alleviates the formation of AAA in mice

To investigate the therapeutic potential of PDK4 inhibition for AAA, we employed dichloroacetate (DCA), a pharmacological inhibitor of PDK4 activity. Wild-type C57BL/6J mice were injected with AAV-*PCSK9*^*DY*^ at eight weeks of age and treated with DCA. Two weeks after AAV injection, Ang II was infused for the final four weeks (Fig. 9A). The aortic morphology of mice treated with saline or DCA remained unchanged under saline conditions. However, DCA inhibited AAV-*PCSK9*^*DY*^/Ang II-induced AAA progression in mice (Fig. 9B). Mice treated with DCA showed a decreased mortality rate (4.5%), AAA incidence (22.7%), and maximum abdominal aortic diameter compared to saline-treated mice (27.2% mortality rate and 59.1% AAA incidence) (Fig. 9C–F). DCA reduced elastin degradation (Fig. 9G, H). Western blot analysis of abdominal aortic tissues from AAV-*PCSK9*^DY^/Ang II-treated mice revealed significantly decreased protein levels of p-PDHE1α, without altering the expression of PDHE1α or PDK4, in the DCA group compared to the saline group, demonstrating effective inhibition of PDK4 activity (Fig. 9I). Moreover, DCA attenuated mitochondrial ROS production induced by PDK4 overexpression in Ang II-stimulated MASMCs (Fig. 9J). Collectively, these results suggest that DCA mitigates AAA progression through inhibition of PDK4 activity.

**Fig. 9:**
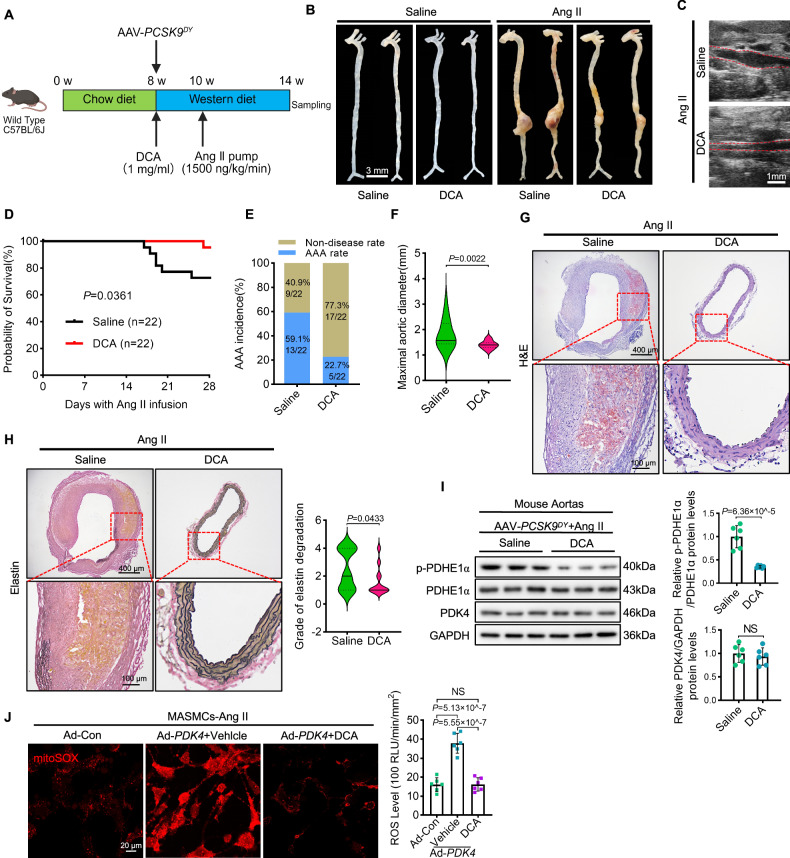
Dichloroacetate (DCA) alleviates AAA formation in mice. **A**–**I** Eight-week-old male C57BL/6J mice were injected with AAV-*PCSK9*^*DY*^, fed a Western diet, and concurrently treated with DCA or saline. After two weeks, they were infused with Ang II (1500 ng/kg/min) for another four weeks (*n* = 22 for DCA and *n* = 22 for saline). **A** Schematic of the AAV-*PCSK9*^*DY*^/Ang II + DCA model established in mice. Created with BioRender. Liu (2026) https://BioRender.com/bpj0bv5. **B** Macrographs of mouse aorta. **C** Representative ultrasound images of the abdominal aorta (scale bar = 1 mm). **D** Survival curves were analyzed using the Kaplan–Meier method and compared using log-rank tests. **E** Abdominal aortic aneurysm (AAA) incidence. **F** Maximum diameter of suprarenal abdominal aortas measured by B-mode ultrasound imaging (*n* = 16 for saline, *n* = 21 for DCA). **G**, **H** Representative hematoxylin and eosin (H&E) and Verhoeff–Van Gieson staining for elastin of the mouse suprarenal abdominal aorta. Grade of elastin degradation in the aortic wall (*n* = 16 for saline; *n* = 21 for DCA). **I** Representative Western blot and quantification of p-PDHE1α, PDHE1α, and PDK4 protein levels in the abdominal aortas (*n* = 6 biological replicates). **J** Representative MitoSOX staining in MASMC which were transfected with Ad-Con or Ad-*PDK4*, then pre-treated with either vehicle or DCA (5 mM) for 48 h, and subsequently stimulated with Ang II (1 μM) for an additional 48 h (*n* = 6 biological replicates). Data are presented as mean ± SD. **F**, **I** Two-sided Unpaired Student’s *t*-test. **H** Two-sided Mann–Whitney *U*-test (exact method). **J** One-way ANOVA followed by Tukey’s multiple-comparisons test. NS nonsignificant. Source data are provided as a Source Data file.

### MCC950 supplementation reverses the effect of PDK4 in AAA

Building on our results on the role of PDK4 in AAA development, we investigated whether the inhibition of NLRP3 inflammasome activation can attenuate AAA progression in AAV-*PDK4* mice. We evaluated the effects of MCC950 on AAA development and progression in an AAA mouse model. AAV-*PDK4* was used to overexpress PDK4 in an AAV-*PCSK9*^*DY*^/Ang II-induced AAA mouse model. Wild-type C57BL/6J mice were injected with AAV-*PCSK9*^*DY*^ at eight weeks of age, followed by AAV-*PDK4* injection via the tail vein at ten weeks, with MCC950 treatment administered two weeks prior to Ang II infusion (Fig. 10A). The aortic morphology of AAV-*PDK4* mice treated with saline or MCC950 remained unchanged under saline conditions. However, MCC950 inhibited AAV-*PCSK9*^*DY*^/Ang II-induced AAA progression in AAV-*PDK4* mice (Fig. 10B). Mice injected with AAV-*PDK4* and treated with MCC950 showed a decreased mortality rate (9.1%), AAA incidence (27.3%), and maximum abdominal aortic diameter compared to saline-treated mice (40.9% mortality rate and 86.4% AAA incidence) (Fig. 10C–F). MCC950 reduced elastin degradation without affecting body weight, blood pressure, or plasma lipid levels (Fig. 10G, H and Fig. S8A–D). Moreover, MCC950 treatment significantly decreased serum levels of ASC, IL-1β, IL-18, TNF-α, and IL-6 in AAV-*PDK4*-injected mice (Fig. S9A–E). The pyroptosis-associated protein levels of NLRP3, cleaved caspase1, cleaved IL-1β, cleaved IL-18, GSDMD, and N-GSDMD were significantly reduced with MCC950 treatment compared to saline treatment (Fig. S9F). TUNEL staining indicated reduced TUNEL^+^ cells in suprarenal abdominal aortic tissues of AAV-*PDK4* mice treated with MCC950 compared to saline treatment (Fig. S9G). Immunofluorescence results demonstrated a significant decrease in GSDMD and NLRP3 expression with MCC950 treatment compared with saline treatment (Fig. S9H,I). In addition, Western blot results showed that MCC950 treatment had no significant effect on the expression of PDK4 in MASMCs (Fig. S9J). However, MCC950 treatment significantly increased the expression of contractile markers and decreased the expression of synthetic markers compared to the saline treatment (Fig. S9K). These findings suggested that MCC950 exerts a protective effect against AAA progression via a PDK4-dependent mechanism in VSMCs. Overall, these data demonstrated that PDK4 activates the NLRP3 inflammasome in VSMCs, thereby promoting pyroptosis and AAA progression.

**Fig. 10:**
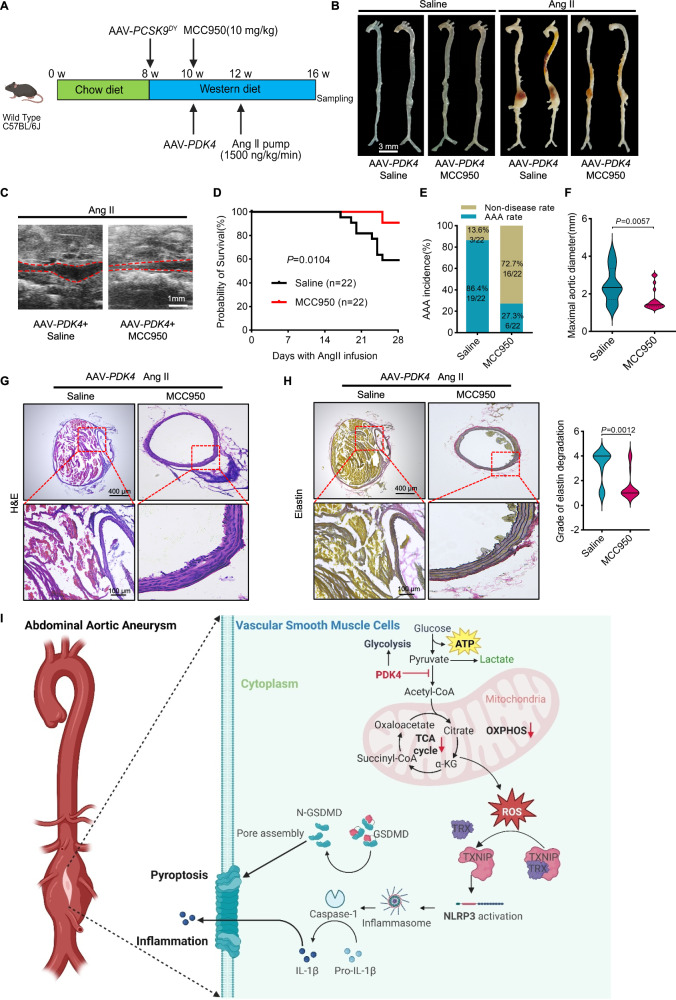
MCC950 alleviates AAA formation in mice with VSMC-PDK4 overexpression. **A**–**H** Eight-week-old male C57BL/6J mice were injected with AAV-*PCSK9*^*DY*^, fed a Western diet, and subsequently treated with AAV-*PDK4* and MCC950 or saline. After two weeks, they were infused with Ang II (1500 ng/kg/min) for another four weeks (*n* = 22 for MCC950 and *n* = 22 for saline). **A** Schematic representation of the AAV-*PCSK9*^*DY*^/Ang II + MCC950 model in AAV-*PDK4* mice. Created with BioRender. Liu (2026) https://BioRender.com/npaw44a. **B** Macrographs of mouse aorta. **C** Representative ultrasound images of the abdominal aorta (scale bar = 1 mm). **D** Survival curves were analyzed using the Kaplan–Meier method and compared using log-rank tests. **E** Abdominal aortic aneurysm (AAA) incidence. **F** Maximum diameter of suprarenal abdominal aortas measured by B-mode ultrasound imaging (*n* = 13 for saline, *n* = 20 for MCC950). **G**, **H** Representative hematoxylin and eosin (H&E) and Verhoeff–Van Gieson staining for elastin of the mouse suprarenal abdominal aorta. Grade of elastin degradation in the aortic wall (*n* = 13 for saline; *n* = 20 for MCC950). **I** Schematic illustration of the functional role of VSMC-PDK4 in AAA formation. Created with BioRender. Liu (2026) https://BioRender.com/jvwc1lz. Data are presented as mean ± SD. **F**, **H** Two-sided Mann–Whitney *U*-test (exact method). Source data are provided as a Source Data file.

## Discussion

AAA is a prevalent cardiovascular condition associated with substantial morbidity and mortality in older adults because of its potential for rupture^1^. AAA is associated with atherosclerosis, neovascularization, transmural degeneration, VSMC apoptosis, and chronic inflammation^32^. Key risk factors for AAA include smoking, genetic predisposition, male sex, and advancing age^33^, with epidemiological studies showing a 4-6 times greater prevalence in males compared to females^34^. In experimental models, male C57BL/6 mice exhibit greater susceptibility to AAA induction^35^. Currently, treatment options for AAA are limited to open or endovascular surgical repair, and no effective drugs exist to prevent its onset and progression^36^. In this study, we found that VSMC-PDK4 plays a significant role in AAA progression, as demonstrated by murine models of VSMC-PDK4 deficiency or overexpression. We found that PDK4 expression was elevated in the abdominal aortic tissues of patients with AAA and AAA mouse models, whereas VSMC-specific PDK4 knockout inhibited AAA development in mice. PDK4 deficiency in VSMCs prevents the contractile-to-synthetic phenotypic switch. Mechanistically, PDK4 altered mitochondrial respiration and accelerated metabolic reprogramming, resulting in mitochondrial ROS production, NLRP3 inflammasome activation, and proinflammatory cytokine release. This promotes pyroptosis in VSMCs, ultimately resulting in AAA development and progression. Furthermore, MCC950, an inhibitor of the NLRP3 inflammasome, reduced pyroptosis-associated protein expression and limited AAA progression in a PDK4-dependent manner. Our findings suggest that targeting VSMC-PDK4 is a potential therapeutic strategy against AAA. In addition, Oil Red O staining revealed comparable plaque burden between genotypes, suggesting that the differences in AAA severity are unlikely to result from changes in atherosclerotic lesion formation.

We employed AAV-*PCSK9*^*DY*^/Ang II-induced models to investigate the effect of PDK4 on AAA. An AAV encoding *PCSK9* D377Y (Asp374-to-Tyr mutant) targets the low-density lipoprotein (LDL) receptor of hepatocytes and induces its degradation, resulting in hyperlipidemia^37^. This model, combined with Ang II infusion and a Western-type diet, was used to induce AAA^38^. VSMC-specific knockout of PDK4 inhibited AAA development, as evidenced by a decreased incidence rate, reduced maximum aortic diameter, and lower elastin degradation. In contrast, PDK4 overexpression accelerated AAA progression, thereby reinforcing the promotive role of PDK4 in AAA formation.

PDK4 is a crucial enzyme located in the mitochondrial matrix and plays a significant role in cellular metabolism by regulating PDC activity^12^. PDK4 phosphorylates and inactivates PDC, thereby suppressing glucose oxidation and promoting a metabolic shift toward glycolysis and fatty acid oxidation. This shift can profoundly affect cellular energy production and metabolic homeostasis^39^. Recent studies on PDK4 have primarily focused on its role in cancer. However, its impact and underlying mechanisms in cardiovascular diseases, particularly AAA, are not well understood^40^. Our results demonstrate that PDK4 promotes metabolic reprogramming in VSMCs.

Previous studies have provided important insights into the role of pyruvate dehydrogenase kinase (PDK) isoforms in regulating inflammation and cellular metabolism in different contexts. For example, dichloroacetate (DCA), a broad inhibitor of PDK isoforms, has been shown to reduce atherosclerosis and IL-1β release in macrophages^11^. Although this study highlighted the anti-inflammatory effects of DCA in macrophages, it did not examine its effects in VSMCs or directly address the role of PDK4 in NLRP3 inflammasome activation. Another study showed that DCA suppresses NLRP3-mediated pyroptosis in BV2 microglial cells by reducing ROS production and stabilizing mitochondrial membrane potential^41^. Although PDK4 was mentioned in that context, the study focused on microglia and did not mechanistically investigate the direct involvement of PDK4 in NLRP3 activation. In addition, elevated PDK4 expression has been associated with inflammasome activation and apoptosis in skeletal muscle in a polycystic ovary syndrome (PCOS) rat model^42^. However, that study neither established a direct causal relationship between PDK4 and NLRP3 activation nor explored the relevance of PDK4 in vascular pathology. Thus, previous findings were limited to specific cell types, including macrophages, microglia, and skeletal muscle cells, and did not provide mechanistic evidence linking PDK4 to NLRP3 inflammasome activation in VSMCs. In contrast to these earlier studies, our work provides direct evidence that PDK4 induces metabolic changes in VSMCs characterized by altered mitochondrial respiration, increased mitochondrial ROS production, and NLRP3 inflammasome activation. NLRP3 inflammasome activation triggers pyroptosis, a type of inflammatory cell death that exacerbates vascular inflammation and AAA progression. This mechanistic link between PDK4 and NLRP3 activation in VSMCs has not been previously established and provides new insights into the pathogenesis of AAA.

A Recent study demonstrated that DCA attenuated neutrophil-mediated inflammation in the pancreatic elastase (PPE)-induced AAA model via a PDK1-related mechanism, but without in vivo evidence specifically in VSMCs^43^. Building upon this earlier finding, our study provides complementary insights by identifying PDK4 as an important regulator through several lines of evidence. First, single-cell RNA sequencing analysis of mouse AAA tissues identified PDK4 as the most differentially expressed PDK isoform in VSMCs in AAA. This isoform specificity was further validated using VSMC-specific PDK4 knockout and overexpression models in our AAV-*PCSK9*^*DY*^/Ang II-induced AAA system, which recapitulates key clinical features, including hyperlipidemia and hypertension. Moreover, our results demonstrate that DCA mitigates AAV-*PCSK9*^*DY*^/Ang II-induced AAA progression. Importantly, we delineated a novel PDK4/ROS/NLRP3/pyroptosis axis wherein PDK4-mediated metabolic reprogramming in VSMCs promotes mitochondrial dysfunction, NLRP3 inflammasome activation, and subsequent pyroptosis.

The specific involvement of PDK4 observed in our study differs from the PDK1 regulation reported in the PPE-induced AAA model^43^. This divergence is likely influenced by the intrinsic pathophysiological differences between the two models. The PPE model predominantly induces acute inflammatory injury and elastin degradation, whereas the AAV-*PCSK9*^*DY*^/Ang II model, combined with a Western diet, incorporates additional metabolic and hemodynamic components, including hyperlipidemia and hypertension^44^. Such model-dependent differences in inflammatory context, vascular stress, and metabolic status may engage distinct upstream signaling pathways and thereby preferentially activate different PDK isoforms. Notably, a recent study demonstrated that VSMC-*PDK1* deficiency confers protection against aortic aneurysm and dissection (AAD) in the high-fat diet plus Ang II model^45^, directly implicating PDK1 in VSMC-driven pathogenesis. Considered together with our findings, this new evidence suggests that the PDK/PDH axis, rather than any single PDK isoform, functions as a central metabolic node in AAA development. Both PDK1 and PDK4 can be functionally relevant, likely operating in a context-dependent manner by influencing different cell types or responding to distinct pathological stimuli. This conceptual framing accommodates the possibility that multiple PDKs converge on common downstream metabolic consequences, with the specific isoform engaged being determined by the cellular or pathological context. Future comparative studies across diverse AAA models will be valuable to delineate isoform-specific and cell-type-specific roles, and to assess the translational potential of targeting the PDK/PDH axis as a unified therapeutic strategy.

TXNIP functions as a physiological inhibitor of reduced TRX by directly binding to its redox-active catalytic domain, thereby suppressing TRX reductase activity. Under oxidative stress, ROS accumulation triggers TXNIP dissociation from the TXNIP-TRX complex, enabling its translocation to bind NLRP3 and initiate inflammasome assembly^46^. We propose that PDK4 alters mitochondrial respiration, leading to disruption of mitochondrial membrane potential and excessive production of mitochondrial ROS. These ROS serve as upstream activators of the NLRP3 inflammasome by triggering TXNIP dissociation from the TXNIP-TRX complex. This concept is supported by previous studies on the ROS-TXNIP-NLRP3 axis in other diseases^46–48^.

VSMCs play a crucial role in maintaining vascular tone and structure and exhibit two main phenotypic states: contractile and synthetic^49^. The contractile phenotype is characterized by the expression of contractile proteins, such as ACTA2, myosin heavy chain 11 (MYH11), and SM22α, which enable these cells to regulate blood vessel diameter and blood pressure through contraction and relaxation. These VSMCs have a spindle-like shape and low proliferative and migratory capacity^50–52^. Conversely, the synthetic phenotype is characterized by reduced expression of contractile proteins and increased production of extracellular matrix components, cytokines, and growth factors, along with elevated expression of KLF4 and KLF5^53,54^. Synthetic VSMCs can proliferate and migrate, contributing to tissue remodeling and repair^55^. These cells typically have a more rhomboid shape and are actively involved in pathological conditions, such as aortic aneurysm and dissection, where they switch from a contractile to a synthetic phenotype in response to vascular injury or stress^56^. The phenotypic plasticity of VSMCs is essential for their ability to adapt to physiological and pathological stimuli. However, this plasticity plays a pivotal role in the progression of various vascular diseases. Understanding the mechanisms underlying this phenotypic switch is crucial for developing targeted therapies for cardiovascular diseases^57,58^. In the present study, we explored the role of PDK4 in the phenotypic transition of VSMCs. PDK4 overexpression in VSMCs suppressed the expression of contractile proteins, such as CNN1, SM22α, and α-SMA. Conversely, VSMC-specific PDK4 deletion resulted in increased levels of these proteins in the aortas of AAV-*PCSK9*^*DY*^/Ang II-induced AAA mice. These findings indicate that PDK4 promotes the phenotypic switch of VSMCs from a contractile to a synthetic state.

Pyroptosis is a highly inflammatory form of programmed cell death distinct from apoptosis and necrosis^59^. It is characterized by cell swelling, lysis, and the release of proinflammatory cytokines, such as IL-1 and IL-18^60^. Pyroptosis is primarily mediated by the activation of inflammasomes, particularly the NLRP3 inflammasome, which leads to GSDMD cleavage and activation by caspase1. Activated GSDMD forms pores in the cell membrane, resulting in cell lysis and the release of intracellular contents that drive inflammation^61^. ASC is a key adapter protein in the formation of inflammasomes, including NLRP3, which facilitates the recruitment and activation of caspase1^62^. In the context of cardiovascular diseases such as AAA, pyroptosis contributes to the inflammatory milieu that exacerbates disease progression^63^. Several studies have documented that elevated ROS levels can cause oxidative stress, which in turn can result in NLRP3 inflammasome activation^64–66^. Previous studies have shown that PDK4 promotes macrophage polarization toward the M1 proinflammatory phenotype^67^. Notably, we observed no significant effect on pyroptosis when PDK4 was inhibited in macrophages, suggesting that PDK4 does not directly regulate pyroptosis in macrophages. Meanwhile, our study highlighted the role of PDK4 in promoting pyroptosis in VSMCs. We found that PDK4 upregulation in VSMCs activated the mitochondrial ROS-mediated NLRP3 inflammasome, resulting in increased pyroptosis and inflammation. This mechanistic insight suggests that targeting PDK4 and associated pyroptotic pathways may be a potential therapeutic strategy for mitigating AAA progression.

MCC950, a potent and selective inhibitor of the NLRP3 inflammasome, effectively attenuates PDK4-mediated NLRP3 activation and pyroptosis^68^. The inhibition of the NLRP3 inflammasome using MCC950 has been shown to have protective effects in models of aortic aneurysms and dissections. In a previous study^69^, MCC950 treatment effectively reduced the development and progression of aortic aneurysms and dissections in mice by suppressing NLRP3-caspase1 inflammasome activation and MMP-9 activation. In our study, we demonstrated that PDK4 plays a crucial role in activating the NLRP3 inflammasome, thereby promoting the development of AAA in AAV-*PCSK9*^*DY*^/Ang II-induced AAA models. This finding adds a novel layer to the understanding of the molecular mechanisms underlying AAA, as PDK4 activation leads to the induction of NLRP3 inflammasome activation, which contributes to inflammation and VSMC pyroptosis. By targeting PDK4, we can modulate NLRP3 inflammasome activation, offering a potential therapeutic strategy for AAA.

Despite the mechanistic framework established in this study, the full sequence of events linking PDK4-mediated mitochondrial reprogramming to pyroptosis during AAA progression remains incompletely defined. Our findings support a model in which PDK4 disrupts mitochondrial respiration and increases mitochondrial ROS, thereby activating the TXNIP-NLRP3 inflammasome axis in VSMCs. However, whether PDK4-driven mitochondrial dysfunction promotes AAA primarily through NLRP3-dependent pyroptosis or also engages additional ROS-responsive or inflammasome-independent pathways requires further investigation. Future studies using more refined mechanistic approaches will be necessary to delineate the relative contributions of these pathways to PDK4-driven AAA development. Additionally, although our study observed increased PDK4 expression in VSMCs within AAA tissue and found that LY294002 treatment significantly enhanced PDK4 expression, the upstream regulatory mechanisms driving this upregulation remain unknown. One possible explanation is that genetic or epigenetic mechanisms may contribute to this increased expression, but this requires further exploration.

In summary, our study clarified the role of VSMC-PDK4 in AAA development and progression. Elevated PDK4 expression disrupts VSMC mitochondrial respiration, increases mitochondrial ROS production, and induces NLRP3-mediated pyroptosis. PDK4 hinders the conversion of pyruvate to acetyl-CoA, decreasing TCA cycle activity and mitochondrial oxidative phosphorylation, thereby increasing ROS production. Increased ROS levels activate the NLRP3 inflammasome via TXNIP, resulting in caspase1 activation and pyroptosis. This results in the release of proinflammatory cytokines, such as IL-1, intensifying vascular wall inflammation, which is crucial for AAA progression. Therefore, PDK4 and its downstream signaling pathways may represent promising therapeutic targets for AAA, and pharmacological intervention with DCA or MCC950 may offer potential treatment strategies.

## Methods

### Human samples

Human aortic samples were collected from Nanfang Hospital, Southern Medical University, using protocols approved by the hospital’s institutional review board. Human AAA samples were obtained from patients who were diagnosed with AAA according to the 2022 ACC/AHA Guidelines for the Diagnosis and Management of Aortic Diseases, had an abdominal aortic diameter ≥55 mm, and underwent aortic repair. Control aortic samples were collected from adjacent non-aneurysmal segments of the same patient. All human samples were used with the approval of the Ethical Committee of Nanfang Hospital (approval number: NFEC-2023-476), and written informed consent was obtained from all participants. Participants were not compensated for the use of discarded tissue samples or clinical data. The characteristics of the patients included in this study are listed in Supplementary Table 2. Participant sex was determined based on self-report.

Aortic samples were shipped to our laboratory on wet ice and processed within 2 h of collection. Periaortic fat and intraluminal thrombi were removed, and the samples were rinsed with 0.9% normal saline. The aortic tissues were then divided into several segments and either fixed in 10% formalin and embedded in paraffin for histological analysis, embedded in optimal cutting temperature (OCT) compound for immunofluorescence staining, soaked in RNAlater for RNA analysis, or snap-frozen in liquid nitrogen for protein extraction.

All experiments using human samples were performed according to the principles of the Declaration of Helsinki.

### Animal studies

All animal protocols were approved by the Animal Care and Use Committee of Nanfang Hospital, Southern Medical University (approval number NFYY-2021-1260) and followed the Guide for the Care and Use of Laboratory Animals of the National Institute of Health in China.

To generate PDK4 conditional knockout mice, we purchased *PDK4*-floxed (*Pdk4*^fl/fl^) mice from Cyagen Biosciences (Suzhou, China), which contain loxP sites flanking exons 4, 5, and 6 of *PDK4* (Fig. S3A). Two gRNAs (gRNA1: 5′-CTAGATAGAAATTGTCACAT-3′; gRNA2: 5′-CCTTCTCACAATGTTATCCA-3′) were synthesized and inserted into a gRNA expression vector. This vector was then combined with Cas9 mRNA and single-stranded donor DNAs and microinjected into zygotes from C57BL/6J mice. PCR was used to confirm the successful introduction of the two loxP inserts into the target sites in the founder mice. These founders were subsequently bred with heterozygous *Pdk4*^fl+/^^−^ mice to produce homozygous *Pdk*4^fl/fl^ mice. *Myh11*-Cre mice [B6.FVB-Tg (Myh11-icre/ERT2)1Soff/J; stock no. 019079] were purchased from Jackson Laboratory (Bar Harbor, ME, USA). *Myh11*-Cre/*Pdk4*^fl/fl^ (*Pdk4*^SMKO^) mice were generated by crossing *Pdk4*^fl/fl^ mice with *Myh11*-Cre mice. The *Myh11*-Cre transgene is Y-linked and is therefore transmitted only to male offspring. As a result, the VSMC-specific *Pdk4* knockout model can only be generated in male mice. Accordingly, all animal experiments in this study were performed using male mice. To induce the Cre expression, *Myh11*-Cre/Pdk4^fl/fl^ mice and *Pdk4*^fl/fl^ control mice received intraperitoneal tamoxifen (T5648, Sigma-Aldrich) at 75 mg/kg/day for 5 consecutive days. AAA models were induced 2 weeks after tamoxifen administration. Genotyping was performed by PCR using the primers listed in Supplementary Table 3.

To generate PDK4 conditional overexpression mice, two weeks after AAV-*PCSK9*^*DY*^ injection, ten-week-old male C57BL/6J mice were injected with AAV-NC or AAV-*PDK4* (2 × 10^11^ genomic copies per mouse).

For tamoxifen induction, tamoxifen (20 mg/mL; T5648, Sigma, St. Louis, MO, USA) was prepared in corn oil (C8267, Sigma) and administered intraperitoneally to 6-week-old *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice at 75 mg/kg/day for 5 consecutive days. Two weeks later, the AAA model was established.

Mouse *PCSK9*^*DY*^/Ang II model: male mice, eight weeks old, were administered AAV-*PCSK9*^*DY*^ (2 × 10^11^ genomic copies) and maintained on a Western-type diet for either 6 or 8 weeks. Starting two or four weeks after AAV injection, Ang II (1500 ng/kg/min) (Med Chem Express, HY-13948) or saline was infused for the final 4 weeks of the study using a mini-pump (Alzet, model 2004) (Med Chem Express, HY-13948).

In the dichloroacetate (DCA) treatment experiment, after AAV injection, saline or 1 mg/ml DCA (~220 mg/kg/day; 347795, Sigma-Aldrich, St Louis, USA) was administered via drinking water for six weeks in C57BL/6 mice. Treatments were administered via light-protected standard bottles changed weekly.

In the AAA mouse model, abdominal aortic diameters were measured using DP2-BSW software (Olympus Life Science Solutions, Center Valley, PA) in a double-blinded manner. An aneurysm was characterized by an aortic dilation exceeding 50% of the normal size. Mice that died from aortic rupture were included in the analysis of AAA incidence but excluded from subsequent analyses of aortic diameter, serum parameters, and elastin degradation. For pharmacologic treatment experiments, mice of each genotype were randomized into control or treatment groups, ensuring that littermates were allocated to different groups whenever possible. Detailed information on the animal experiments is provided in Supplementary Table 4.

All mice were maintained under a 12-h light/dark cycle at 23 °C and 50–70% relative humidity. Eight-week-old male mice were fed a chow diet or a Western diet (40% kcal fat, 10.5% kcal sucrose, 1.25% cholesterol; XT108C; Jiangsu Xietong Pharmaceutical Bio-engineering, Nanjing, China) for 6 or 8 weeks. Mice were deeply anesthetized with isoflurane, and terminal blood was collected by cardiac puncture. Following blood collection and tissue harvest, death was confirmed by cervical dislocation. All procedures were performed by trained personnel in accordance with institutional animal care guidelines.

### scRNA-seq dataset analysis

Single-cell RNA sequencing data from aortic tissues of control and AAA mice were obtained from the GEO database (GSE239620). The control group included NA (normal aorta) and AAD (abdominal dilated aorta without dissection). The AAA group included AAA (single aortic aneurysm without dissection), IMH-I (aortic dissection/intramural hematoma without aneurysm), IMH-II (single aortic aneurysm with dissection/intramural hematoma), and IMH-III (multiple distinct aortic aneurysms with dissection/intramural hematoma). The scRNA-seq data were analyzed using Seurat (version 5.0.1) for quality control, dimensionality reduction, and clustering. Genes expressed in more than 5 cells and cells with more than 300 detected genes were retained in the expression matrix. Cells with more than 5000 detected genes, fewer than 200 detected genes, or more than 20% mitochondrial reads were excluded. The NormalizeData function was used for normalization, FindVariableFeatures was used to identify highly variable genes, and ScaleData was applied for data scaling. The Harmony package was used to correct batch effects. The top 20 Harmony dimensions were used for t-distributed stochastic neighbor embedding (*t*-SNE) analysis, with a clustering resolution of 1. Cell cluster identities were assigned based on established marker gene expression patterns. Gene expression patterns were visualized using heatmaps. Differentially expressed genes (DEGs) were defined as those with |log_2_FC| > 0.25 and a false discovery rate (FDR)-adjusted *P*-value < 0.05. GSEA was performed using the clusterProfiler R package, and mean expression values were calculated using Seurat’s AverageExpression function. Pyroptosis, mitochondrial respiration, and glycolysis pathway activities were quantified using the AUCell package. Gene sets for pyroptosis, mitochondrial respiration, and glycolysis were obtained from MSigDB (Supplementary Table 5).

### Adeno-associated virus (AAV) construction and transfection

The pAAV/D374Y-hPCSK9 (*PCSK9*^*DY*^) plasmid, driven by the ApoEHCR-hAAT promoter, was generously provided by Dr. Bentzon (Addgene plasmid #58379). To produce AAV8 particles (AAV-*PCSK9*^*DY*^), the *PCSK9*^*DY*^ plasmid was co-transfected into HEK293T cells together with the pAAV2/8 trans-plasmid, which contains the AAV rep and cap genes, and the pAAV helper plasmid. Viral titers were determined by PCR using vector-specific primers. AAV-*PCSK9*^*DY*^ (2 × 10^11^ vector genomes per mouse) was administered to mice by a single tail-vein injection. At the time of AAV injection, mice were simultaneously placed on either a chow diet or a Western diet for 6 or 8 weeks.

To generate mice with VSMC-specific PDK4 overexpression, recombinant GFP-labeled AAV9 vectors containing either *PDK4* or an empty vector under the control of the smooth muscle 22α (*SM22α*) promoter (AAV9-*SM22α*-*PDK4*-GFP or AAV9-*SM22α*-empty-GFP) were produced by HanYi Biosciences Inc. (Guangzhou, China). The AAV9-*SM22α*-empty-GFP vector served as a negative control. These vectors (5 × 10^11^ genomic copies per mouse) were administered by intravenous injection. In the MCC950 treatment experiment, saline or MCC950 (MedChemExpress, CP-456773) was administered to mice by intraperitoneal injection every other day at a dose of 10 mg/kg. Two weeks after injection, PDK4 overexpression was confirmed by immunofluorescence and Western blot.

### Cell culture and transfection

Mouse aortic smooth muscle cells (MASMCs) were isolated from the abdominal aortas of 10-week-old wild-type, *Pdk4*^fl/fl^, and *Pdk4*^SMKO^ mice by collagenase digestion. The purity of MASMCs was verified by alpha-smooth muscle actin (ACTA2) immunofluorescence staining. Isolated MASMCs were cultured in high-glucose Dulbecco’s modified Eagle medium (DMEM; Gibco BRL, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS; VivaCell, Shanghai, China), 100 U/mL penicillin, and 100 μg/mL streptomycin at 37 °C in a humidified incubator with 5% CO_2_. MASMCs from passages 4–8 were used for subsequent experiments. For in vitro experiments, MASMCs at 80% confluence were serum-starved for 48 h in DMEM containing 1% penicillin/streptomycin-glutamine. The PI3K inhibitor LY294002 was purchased from MedChemExpress (HY-10108).

To isolate bone marrow-derived macrophages (BMDMs), bone marrow cells were collected from the tibiae and femurs of 8–12-week-old mice. The cells were cultured in DMEM supplemented with 10% FBS, 1% HEPES, 100 U/mL penicillin, 100 μg/mL streptomycin, and 30% L929-conditioned medium for 7 days as a source of macrophage colony-stimulating factor (M-CSF; Invitrogen, Carlsbad, CA, USA) to facilitate BMDM differentiation. To induce pyroptosis, BMDMs were primed with LPS (100 ng/mL) for 4 h, followed by stimulation with nigericin (10 μM) for 30 min in serum-free medium. All cells were maintained at 37 °C in a humidified incubator with 5% CO_2_.

Human monocyte-derived macrophages (HMDMs) were isolated from peripheral blood mononuclear cells (PBMCs) obtained from healthy volunteer donors using Percoll density-gradient centrifugation. PBMCs were then cultured in RPMI-1640 medium supplemented with 10% FBS, 1% HEPES, 100 U/mL penicillin, 100 μg/mL streptomycin, and 100 ng/mL M-CSF for 6 days to induce differentiation into HMDMs.

Human aortic smooth muscle cells (HASMCs) were obtained from Procell (CP-H081). Human umbilical vein endothelial cells (HUVECs) and AC16 cells were obtained from the Cell Bank of the Chinese Academy of Sciences (PSC-01; SCSP-555). HASMCs and AC16 cells were cultured in high-glucose DMEM supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin at 37 °C in a humidified incubator with 5% CO_2_. HUVECs were cultured in RPMI-1640 medium supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin at 37 °C in a humidified incubator with 5% CO_2_.

PDK4 knockdown was performed by transfecting cells with an siRNA targeting PDK4 (siRNA-*PDK4*; Sigma-Aldrich; sense: 5′-AGGTGGAGCATTTCTCGCGCTA-3′, antisense: 5′-GAATGTTGGCGAGTCTCACAGG-3). A scrambled siRNA (Sigma-Aldrich) was used as a negative control. siRNA transfection was performed using HiPerFect Transfection Reagent (Qiagen) according to the manufacturer’s instructions.

### Plasmid construction and transfection

The nucleotide sequence encoding PDK4 was amplified by PCR using the following primers: forward, 5′-AGGGAGGTCGAGCTGTTCTC-3′; reverse, 5′-GGAGTGTTCACTAAGCGGTCA-3′. The PCR products were digested and cloned into the pEnCMV vector containing a 3× HA tag. The construction of all plasmids was confirmed by DNA sequencing. Plasmid transfection was performed using Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s instructions.

### Ultrasound

Ultrasonic imaging was performed using a Vevo 2100 ultrasound system (VisualSonics, ON, Canada) equipped with a 40-MHz transducer. Mice were anesthetized with 2% isoflurane and placed in the supine position on a 37 °C platform. Images of the abdominal aorta were obtained, and cine loops of 300 frames were recorded for measurement of aortic lumen diameter. The maximum abdominal aortic diameter was measured during diastole in B-mode imaging, and all measurements were performed by a blinded operator to minimize bias. All ultrasound data were analyzed statistically.

### Histological examinations

After sacrifice, mice were perfused with saline through the left ventricle. Abdominal aortic tissues were dissected, fixed in 4% paraformaldehyde, embedded in OCT compound, and sectioned. The sections were then stained with hematoxylin and eosin (H&E) or Verhoeff–Van Gieson (VVG) according to the manufacturer’s instructions.

For H&E staining, the sections were immersed in hematoxylin staining solution for 5–10 min, rinsed with distilled water to remove excess stain, differentiated in hydrochloric acid ethanol for 2 s, transferred quickly to distilled water for 2–3 min, and then stained with eosin staining solution for 30 s to 2 min. The sections were dehydrated sequentially in 70%, 80%, 95%, 100% ethanol I, and 100% ethanol II, each for 30 s, followed by two changes of xylene for 5 min each. Finally, the sections were cleared and mounted with synthetic resin.

For Verhoeff–Van Gieson staining, the sections were immersed in the working solution for 5 min and then rinsed with distilled water to remove excess dye. The sections were differentiated until the elastic fibers appeared black and the background became gray-white or colorless. Next, the sections were stained with Van Gieson solution for 1–3 min, rinsed briefly with distilled water, and rapidly dehydrated in three changes of absolute ethanol. The sections were then immersed in two changes of fresh xylene for 20 s and 5 min, respectively, for clearing, air-dried, and mounted with synthetic resin. Elastic fiber fragmentation was scored on a scale of 1–4 (1 = none, 2 = minimal, 3 = moderate, 4 = severe or rupture). All images were captured using an Olympus BX63 microscope (Olympus, Tokyo, Japan).

### Immunofluorescence

OCT-embedded abdominal aortic sections and paraformaldehyde-fixed cells were permeabilized with 0.1% Triton X-100, blocked with 5% BSA at room temperature, and then incubated with primary antibodies overnight at 4 °C. After washing with PBS, the sections or cells were incubated with secondary antibodies. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). The antibodies used in this study were as follows: PDK4 (1:50 dilution; 12949-1-AP), ACTA2 (1:100 dilution; 67735-1-Ig), CNN1 (1:50 dilution; 24855-1-AP), SM22α (1:200 dilution; 10493-1-AP), NLRP3 (1:200 dilution; 30109-1-AP), and GSDMD (1:50 dilution; 20770-1-AP) (Proteintech). Immunofluorescence images of cells and tissues were acquired using a confocal fluorescence microscope (LSM 980, Carl Zeiss, Oberkochen, Germany).

### RNA sequencing

Total RNA was extracted from MASMCs using TRIzol reagent (Invitrogen Life Technologies) according to the manufacturer’s instructions. RNA integrity was evaluated using the RNA Nano 6000 Assay Kit on an Agilent Bioanalyzer 2100 system (Agilent Technologies). Library preparation was performed by Novogene (Beijing, China). For RNA sequencing, 1 μg of total RNA was used as input material for library construction using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (New England Biolabs), according to the manufacturer’s instructions. Library quality was assessed using the Agilent Bioanalyzer 2100 system. Libraries were sequenced using 150-bp paired-end reads on an Illumina HiSeq 2500 platform. Differential expression analysis was performed using the DESeq2 R package. Genes with a *P*-value < 0.05 and |fold change| ≥ 2 were considered differentially expressed. Multiple-testing correction was performed using the Benjamini–Hochberg method. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes was performed using the clusterProfiler R package, with statistical significance set at *P* < 0.05.

### Quantitative reverse transcription polymerase chain reaction (RT-qPCR)

Total RNA was extracted from abdominal aortic tissues and VSMCs using TRIzol reagent (Ambion, USA). cDNA was synthesized from total RNA using Evo M-MLV RT Master Mix (Agbio, Hunan, China). Gene expression was analyzed using a LightCycler 480 real-time PCR system (Roche, Indianapolis, IN, USA). qPCR reactions were performed using SYBR Green Premix (Agbio, Hunan, China) according to the manufacturer’s instructions. Relative gene expression was calculated using the 2^−^^ΔΔCt^ method, with β-actin as the internal control. Primer sequences are listed in Supplementary Table 3.

### SNP genotyping for confirmation of genetic background

Genomic DNA was extracted from tail biopsies of *Pdk4*^fl/fl^ and *Pdk4*^SMKO^ mice. To verify that the two genotypes shared a uniform C57BL/6J background, SNP genotyping was performed on mice from multiple independent litters within the same breeding colony. PCR amplification of strain-informative SNP loci was followed by Sanger sequencing. Primers flanking each SNP locus were designed using Primer3, and PCR products were resolved on a 1.5% agarose gel and purified. Sequencing was performed using BigDye® Terminator v3.1 chemistry on an ABI 3730xl sequencer. The obtained sequences were aligned to the C57BL/6J reference genome to confirm allele identity and exclude mixed-background contamination.

### Assessment of mtDNA

Total DNA was extracted from MASMCs using the PureLink™ Genomic DNA Kit (Thermo Fisher Scientific, Carlsbad, CA, USA). mtDNA content was quantified by qPCR using primers specific for the mitochondrial ATP6 gene, with GAPDH used as the nuclear DNA (nDNA) reference. qPCR was performed on a LightCycler 480 real-time PCR system (Roche, Indianapolis, IN, USA) using SYBR Green Premix (Agbio, Hunan, China). Relative mtDNA content was calculated as the ratio of mtDNA to nDNA (mtDNA/nDNA). Primer sequences are listed in Supplementary Table 3.

### JC-1 staining

JC-1 staining was performed using a mitochondrial membrane potential detection kit (C2006, Beyotime Biotechnology). MASMCs and OCT-embedded abdominal aortic sections that were not fixed in 4% paraformaldehyde were permeabilized in PBS containing 0.1% Triton X-100 for 5 min. Samples were then incubated with the JC-1 working solution for 1 h. During this period, 1× JC-1 staining buffer was prepared by diluting 1 mL of JC-1 buffer (5×) with 4 mL of distilled water and kept on ice. After incubation, samples were washed twice with 1× JC-1 buffer and then incubated with DAPI for 5 min. The samples were mounted with anti-fade medium, and images were acquired using a confocal fluorescence microscope (LSM 980, Carl Zeiss, Oberkochen, Germany).

### Protein extraction and Western blot

Proteins were extracted from cells and tissues using RIPA lysis buffer supplemented with protease inhibitors (Merck, Darmstadt, Germany) and quantified using a BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA). Equal amounts of protein were separated on 6–12% SDS–PAGE gels and transferred onto polyvinylidene difluoride (PVDF) membranes (Millipore, Billerica, MA, USA). Membranes were blocked with 5% non-fat milk for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used: PDK4 (12949-1-AP, 1:2000), PDK1 (18262-1-AP, 1:1000), PDK2 (15647-1-AP, 1:500), PDK3 (12215-1-AP, 1:500), ACTA2 (67735-1-Ig, 1:20,000), CNN1 (24855-1-AP, 1:2000), SM22α (10493-1-AP, 1:5000), α-Tubulin (66031-1-Ig, 1:20,000), TXNIP (18243-1-AP, 1:500), and TRX (14999-1-AP, 1:1000) from Proteintech; KLF4 (ab215036, 1:1000), KLF5 (ab137676, 1:500), GAPDH (ab8245, 1:500), NLRP3 (ab263899, 1:100), p-PDHE1α (ab177461, 1:1000), and PDHE1α (ab168379, 1:1000) from Abcam; cleaved caspase1 (#89332, 1:1000), cleaved IL-1β (#63124, 1:1000), GSDMD (#39754, 1:1000), and N-GSDMD (#10137, 1:1000) from Cell Signaling Technology; and cleaved IL-18 (A24057, 1:1000) from Abclonal. After washing with TBST, membranes were incubated with the appropriate secondary antibodies. Signals were detected using an enhanced chemiluminescence (ECL) kit (Thermo Fisher Scientific), and band intensities were quantified using ImageJ software (v1.8.0).

### Immunoprecipitation

Immunoprecipitation assays were performed using cell lysates normalized to 500 μg of total protein. Lysates were incubated overnight at 4 °C with either anti-TXNIP antibody (18243-1-AP; Proteintech) or rabbit IgG isotype control (30000-0-AP; Proteintech), followed by precipitation with Protein A/G PLUS-Agarose (sc-2003; Santa Cruz Biotechnology). After washing the beads with ice-cold PBS, immunoprecipitates were separated on 10% SDS–PAGE gels and transferred onto PVDF membranes (Millipore, Billerica, MA, USA). Membranes were blocked with 5% non-fat milk for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used: TXNIP (18243-1-AP, 1:500) and TRX (14999-1-AP, 1:1000) from Proteintech, and NLRP3 (ab263899, 1:100) from Abcam. After washing with TBST, membranes were incubated with the appropriate secondary antibodies. Signals were detected using an enhanced chemiluminescence (ECL) kit (Thermo Fisher Scientific), and band intensities were quantified using ImageJ software (v1.8.0).

### Blood pressure

Baseline blood pressure was measured using a tail-cuff system. Each mouse underwent at least three consecutive measurements, and the mean value was used for analysis.

### Serum analysis

Following an overnight fast, blood samples were collected from mice anesthetized with intraperitoneal pentobarbital sodium before sacrifice. Total serum cholesterol, triglyceride, low-density lipoprotein, and high-density lipoprotein levels were measured using a fully automated clinical chemistry analyzer (Chemray800, Rayto Life and Analytical Sciences Co., Ltd., Shenzhen, China).

### Enzyme-linked immunosorbent assay (ELISA)

Serum levels of ASC, IL-1β, IL-18, TNF-α, and IL-6 in *Pdk4*^SMKO^ and *Pdk4*^fl/fl^ mice were measured using ELISA kits according to the manufacturer’s instructions. ELISA kits for mouse ASC, IL-1β, IL-18, TNF-α, and IL-6 were purchased from Abcam Biotechnology Co., Ltd. For measurement of serum ASC levels, blood was collected, and serum was separated by centrifugation. Serum samples and ASC standards were added to 96-well plates pre-coated with capture antibody. After incubation, detection was performed using a biotinylated anti-ASC antibody, streptavidin-HRP conjugate, and TMB substrate. Absorbance was measured at 450 nm, and ASC concentrations were calculated based on a standard curve.

### Mitochondrial reactive oxygen species (ROS) detection

Cells were seeded in confocal dishes and cultured to 50–60% confluence. The culture medium was removed, and cells were washed with PBS and then incubated with 5 μM MitoSOX™ Red (M36008, Invitrogen) in serum-free medium for 30 min at 37 °C in the dark. Cells were then thoroughly washed to remove excess MitoSOX™ Red and imaged using a confocal fluorescence microscope (LSM 980, Carl Zeiss, Oberkochen, Germany) with excitation at 396 nm and emission at 610 nm. Fresh frozen abdominal aortic sections without prior 4% formaldehyde fixation were stained with 5 μM MitoSOX™ Red in PBS at room temperature in the dark for 30 min and then imaged using the same confocal fluorescence microscope.

### TUNEL staining

TUNEL staining was performed using a one-step TUNEL apoptosis detection kit (C1089, Beyotime Biotechnology). Fresh frozen abdominal aortic sections were fixed with 4% paraformaldehyde for 30 min, followed by two washes with PBS for 5 min each. The sections were then treated with autofluorescence quenching reagent at room temperature for 5 min, followed by incubation with TUNEL detection solution at 37 °C in the dark for 90 min. DAPI staining was performed for 15 min, and the sections were mounted with anti-fade mounting medium. Images were acquired using a confocal fluorescence microscope (LSM 980, Carl Zeiss, Oberkochen, Germany).

### LDH release assay

To assess cell cytotoxicity, an LDH release assay was performed using an LDH Cytotoxicity Detection Kit (#K313-500, BioVision, USA) according to the manufacturer’s instructions. Briefly, MASMCs were seeded in 96-well plates and treated with Ang II (1 μM) for 48 h. After treatment, 100 μL of culture supernatant from each well was transferred to a new 96-well plate. An equal volume of LDH reaction mixture was added to each well, and the plate was incubated at room temperature for 30 min in the dark. Absorbance was measured at 450 nm using a TECAN Infinite M200 microplate reader.

### Transmission electron microscopy

After euthanasia, abdominal aortic tissues were rapidly dissected into small pieces, with no dimension (length, width, or height) exceeding 1 mm. The tissue samples were immediately immersed in 2.5% glutaraldehyde fixative for preservation. For MASMCs, the culture medium was removed, and the cells were fixed with 2.5% glutaraldehyde for 5 min at room temperature. The cells were then collected by low-speed centrifugation and resuspended in fresh 2.5% glutaraldehyde fixative for storage at 4 °C. Fixed samples were processed and imaged by PINUOFEI Biotech (Wuhan, China).

### Cellular oxygen consumption rate (OCR) detection

Mouse aortic smooth muscle cells (MASMCs) were seeded in Seahorse XFe96 cell culture microplates at a density of 5000 cells per well and cultured overnight to allow adherence. On the day of the assay, the culture medium was replaced with Seahorse XF assay medium (pH 7.4) supplemented with 2 mM glutamine, 1 mM pyruvate, and 10 mM glucose. Cells were then incubated at 37 °C in a non-CO_2_ incubator for 1 h. Mitochondrial respiration was assessed using a Seahorse XFe96 Extracellular Flux Analyzer (Agilent Technologies) according to the manufacturer’s instructions. OCR was measured under basal conditions and after sequential injection of oligomycin (1.5 μM), FCCP (1 μM), and rotenone/antimycin A (0.5 μM each). OCR data were analyzed using Seahorse Wave software (Agilent Technologies), and basal respiration, ATP-linked respiration, maximal respiration, and spare respiratory capacity were calculated. OCR values were normalized to protein content.

### Proton efflux rate (PER) detection

MASMCs were seeded in Seahorse XFe96 cell culture microplates at a density of 5,000 cells per well and incubated overnight to allow adherence. The Seahorse XF sensor cartridge was hydrated overnight in Seahorse XF calibrant at 37 °C in a non-CO₂ incubator. On the day of the assay, the culture medium was replaced with Seahorse XF assay medium supplemented with 1 mM sodium pyruvate, 2 mM glutamine, and 10 mM glucose, and cells were equilibrated at 37 °C in a non-CO₂ incubator for 1 h. The assay was performed using a Seahorse XFe96 Extracellular Flux Analyzer (Agilent Technologies) according to the manufacturer’s instructions. PER was measured under basal conditions and after sequential injection of rotenone/antimycin A (0.5 μM) and 2-deoxyglucose (2-DG) (50 μM) using the Seahorse XF Glycolytic Rate Assay Kit (103344-100, Agilent Technologies, USA). Data were analyzed using Wave software (Agilent Technologies), and basal glycolysis and compensatory glycolysis were calculated. OCR/PER values were normalized to the total protein content of each well.

### Metabolite measurements

MASMCs were cultured in 10-cm dishes until they reached 80% confluence and were then harvested for metabolite measurements. PDH activity was measured using the PDH Activity Colorimetric Assay Kit (ab287837, Abcam) according to the manufacturer’s instructions. Absorbance at 450 nm was measured kinetically for approximately 30 min at 37 °C after addition of the PDH substrate and developer. Acetyl-CoA levels were measured using the PicoProbe Acetyl-CoA Fluorometric Assay Kit (K317-100, BioVision) according to the manufacturer’s protocol. Pyruvate levels were measured using the Pyruvate Assay Kit (ab65342, Abcam) according to the manufacturer’s protocol.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism (version 9.0; GraphPad Software, La Jolla, CA, USA). Quantitative data are presented as mean ± standard deviation (SD). Data normality was assessed using the Shapiro–Wilk test. For data that passed the normality test, comparisons between two groups were performed using a two-tailed unpaired Student’s *t*-test, whereas comparisons among three or more groups were performed using one-way or two-way analysis of variance (ANOVA), followed by Dunnett’s or Tukey’s multiple-comparisons test. For non-normally distributed data, comparisons between two groups were performed using the nonparametric Mann–Whitney *U*-test. Statistical significance was defined as *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Source data

Source data

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE269546 and GSE305105. Previously published datasets analyzed in this study are available in GEO under accession number GSE239620^70^. All data supporting the findings of this study are included in the main text, the Supplementary Information, or the Source Data file. Source data are provided with this paper.

# Supplementary material for: PDK4 drives abdominal aortic aneurysm by promoting smooth muscle cell metabolic reprogramming and NLRP3-mediated pyroptosis
**Source:** Nat Commun. 2026 Apr 11;17:5086. doi: 10.1038/s41467-026-71610-w

## Supplementary Information

### **PDK4 drives abdominal aortic aneurysm by promoting smooth muscle cell metabolic reprogramming and NLRP3-mediated pyroptosis**

Li Zhao (赵力)<sup>1, †</sup>; Xuefeng Lin<sup>1, †</sup>; Zhengqiang Zhu<sup>1, †</sup>; Ranxin Liu<sup>1, †</sup>; Lingna Zhao<sup>1</sup>; Xuekun Wu<sup>2</sup>; Mengru Zheng<sup>1</sup>; Rihua Huang<sup>3</sup>; Pengyu Zhou<sup>1</sup>; Fangze Huang<sup>1</sup>; Deshen Liu<sup>1</sup>; Chuanjie Niu<sup>1</sup>; Xiaoxia He,<sup>1</sup>; Zean Wang<sup>1</sup>; Xin Li<sup>4</sup>; Jiale Li<sup>1</sup>; Shengping He<sup>1</sup>; Jun Lu<sup>1</sup>; Shaoyi Zheng (郑少忆)<sup>1, \*</sup>; Jiaguo Zhou (周家国)<sup>5, \*</sup>; Qinbao Peng (彭勤宝)<sup>1, \*</sup>; Xiu Liu (刘秀)<sup>1, 6 \*</sup>

<sup>†</sup>These authors contributed equally to this work.

Xiu Liu: ; Qinbao Peng: ; Jiaguo Zhou: ; Shaoyi Zheng: .

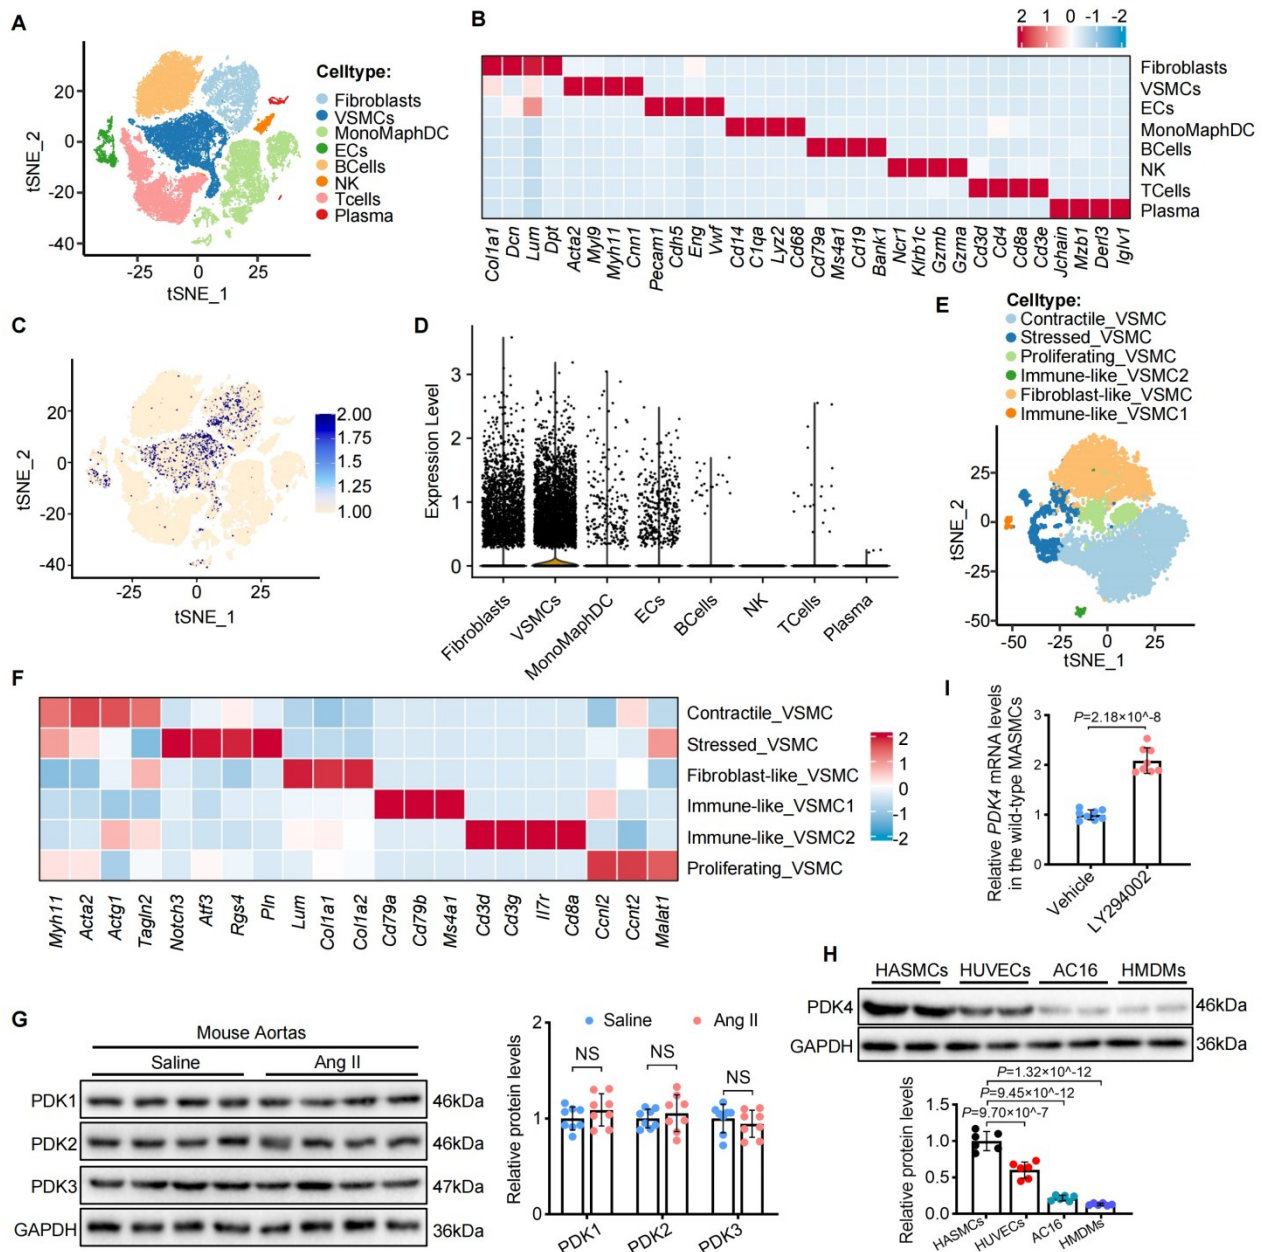

**Fig. S1 | PDK4 is the predominant dysregulated isoform in AAA tissue.** **A** t-distributed stochastic neighbor embedding (*t*-SNE) plot displaying all cells from mouse aortas, colored according to the eight identified cell types (Gene Expression Omnibus accession no. GSE239620). **B** Mean expression of marker genes across major cell types. **C** t-SNE plots showing single-cell gene expression of *PDK4* across cell clusters from the GEO data. **D** Violin plot of *PDK4* expression levels across different cell groups. **E** t-SNE visualization of VSMC subclusters with color-coded classification. **F** Mean expression of marker genes across six VSMC subclusters. **G** Relative PDK1, PDK2, and PDK3 protein

levels were measured by Western blot analysis in the abdominal aortas of mice treated with AAV-*PCSK9<sup>DY</sup>*/Ang II for 28 days or AAV-*PCSK9<sup>DY</sup>*/saline for 28 days (n=8 biological replicates). **H** Relative PDK4 protein levels in different cells, including HASMCs, HUVECs, AC16, and HMDMs (n=6 biological replicates). **I** Relative *PDK4* mRNA levels in MASHCs isolated from wild-type mice treated with vehicle or LY294002 (50  $\mu$ M, 48 h) (n=8 biological replicates). Data are presented as mean  $\pm$  SD. (G, I) Two-sided Unpaired Student's *t*-test; (H) one-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided as a Source Data file.

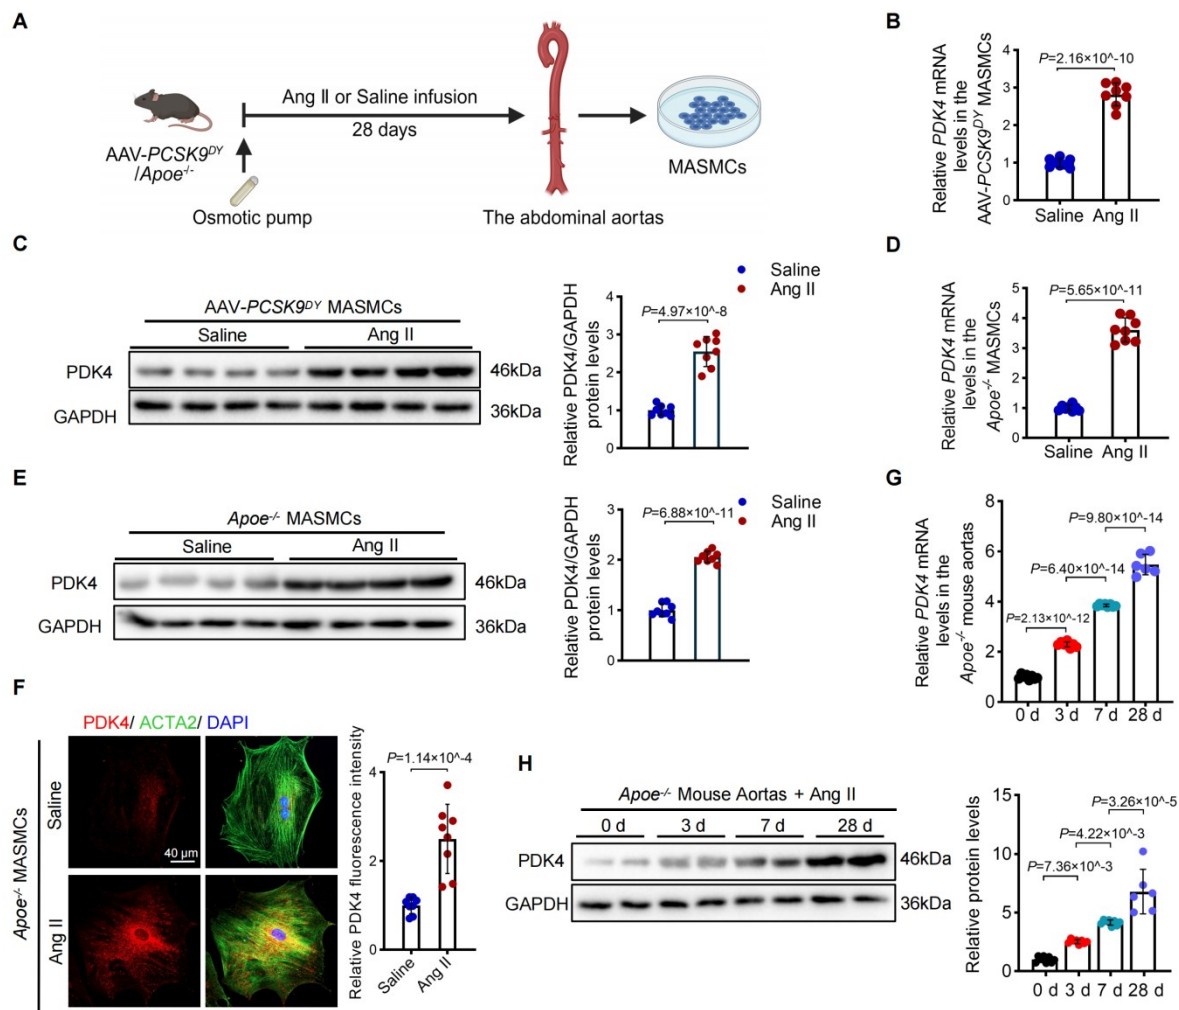

**Fig. S2 | PDK4 is upregulated in MAMCs with Ang II.** A Schematic diagram of the extraction method and treatment for MAMCs from AAV-PCSK9<sup>DY</sup> or Apoe<sup>-/-</sup> mice. Created with BioRender. Liu, X. (2026) <https://BioRender.com/po5y0ge>. B-C Relative PDK4 mRNA and protein levels in MAMCs isolated from AAV-PCSK9<sup>DY</sup> mice treated with Ang II or saline for 28 days (n=8 biological replicates). D-E Relative PDK4 mRNA and protein levels in MAMCs isolated from Apoe<sup>-/-</sup> mice treated with Ang II or saline for 28 days (n=8 biological replicates). F PDK4 and ACTA2 immunofluorescence in MAMCs isolated from Apoe<sup>-/-</sup> mice treated with Ang II or saline for 28 days (n=8 biological replicates). G-H Relative PDK4 mRNA and protein levels were measured by RT-qPCR and Western blot analysis in the abdominal aortas of Apoe<sup>-/-</sup> mice at different time points (0, 3,

7 and 28 days) after Ang II treatment (n=8 biological replicates for 0, 3, 7 days; n=6 biological replicates for 28 days). Data are presented as mean  $\pm$  SD. (B-F) Two-sided Unpaired Student's *t*-test; (G, H) one-way ANOVA followed by Tukey's multiple-comparisons test. Source data are provided as a Source Data file.

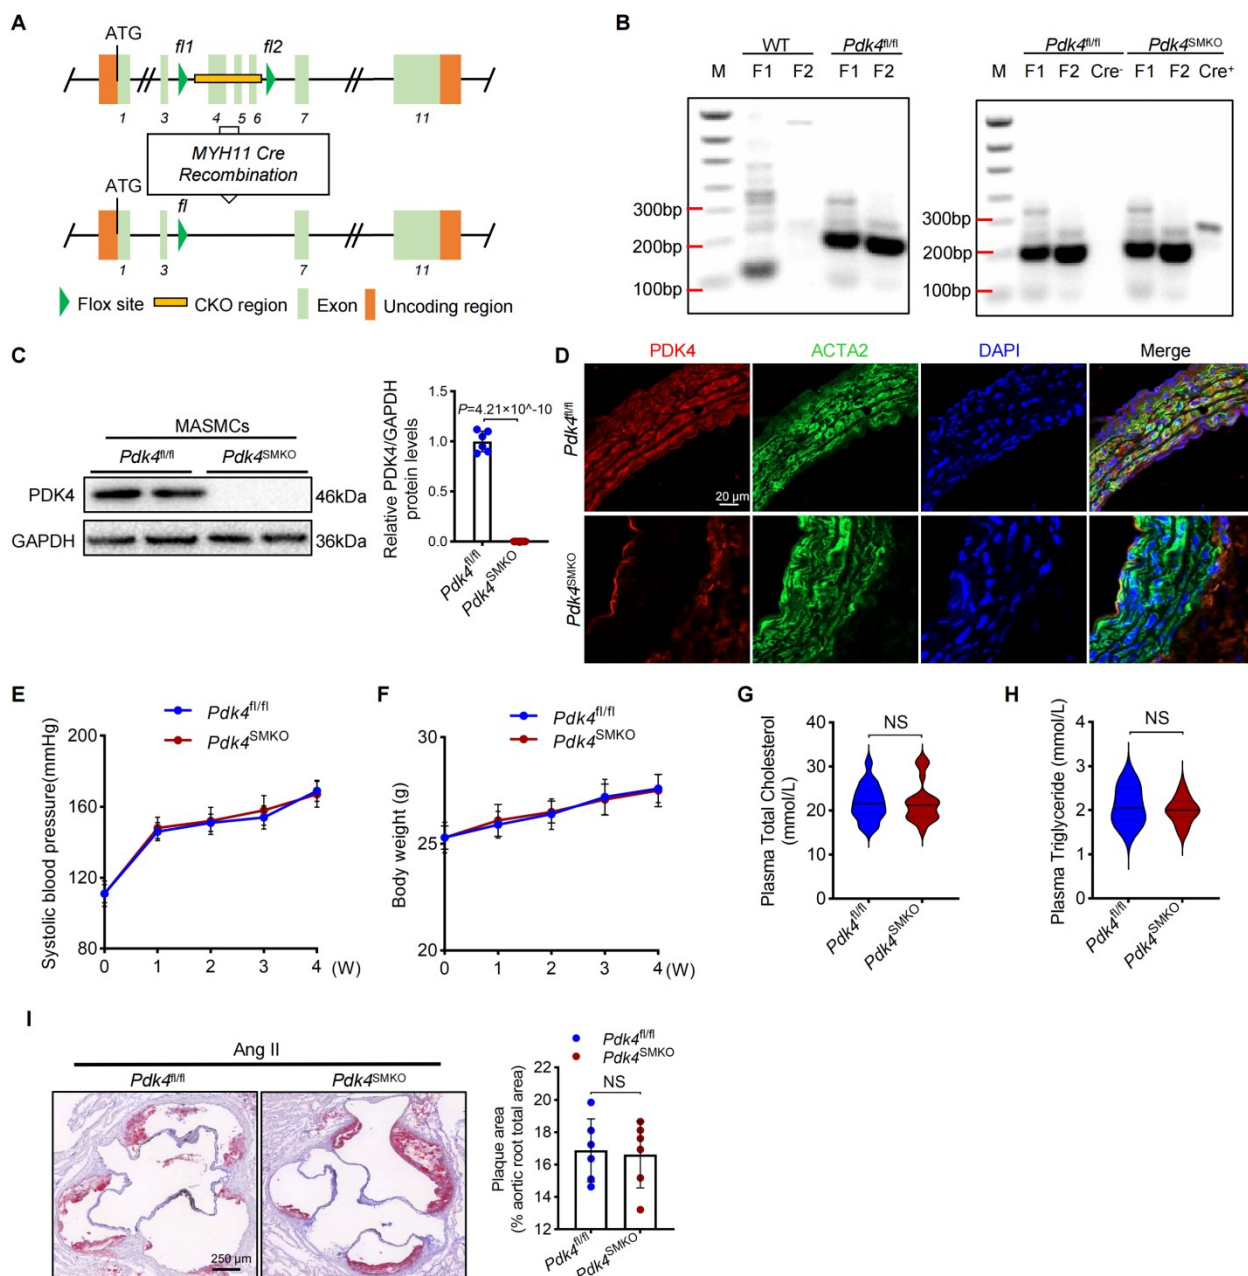

**Fig. S3 | Construction and validation of the VSMC-specific PDK4 knockout mouse model.** **A** Strategy for generation of *Pdk4*<sup>SMKO</sup> mice. **B** Mice were PCR-genotyped using specific primers for fl1 (F1), fl2 (F2), or *Myh11*-Cre. Mice harboring fl1, fl2, and *Myh11*-Cre were considered *Pdk4*<sup>SMKO</sup>; those harboring fl1 and fl2, but not *Myh11*-Cre, were considered *Pdk4*<sup>fl/fl</sup>. **C** Western blot analysis showing the PDK4 protein levels in VSMCs isolated from *Pdk4*<sup>fl/fl</sup> and *Pdk4*<sup>SMKO</sup> mice (n=6 biological replicates). **D** Representative images of PDK4 and ACTA2 expression using immunofluorescence

staining in suprarenal abdominal aortas from mice of *Pdk4*<sup>fl/fl</sup> and *Pdk4*<sup>SMKO</sup> (n=6 biological replicates).

**E-H** Systolic blood pressure, body weight, and serum TC and TG levels in *Pdk4*<sup>fl/fl</sup> and *Pdk4*<sup>SMKO</sup> mice treated with AAV-*PCSK9*<sup>DY</sup>/Ang II (n=18 for *Pdk4*<sup>fl/fl</sup> and n=22 for *Pdk4*<sup>SMKO</sup>, mice that died of aortic rupture were not included in the measurements). **I** Representative Oil Red O-stained aortic root sections and quantification in *Pdk4*<sup>fl/fl</sup> and *Pdk4*<sup>SMKO</sup> mice (n=6 biological replicates). Data are presented as mean ± SD. (G) Two-sided Mann–Whitney *U* test (exact method); (C, E-F, H-I) Two-sided Unpaired Student's *t*-test. NS, nonsignificant. Source data are provided as a Source Data file.

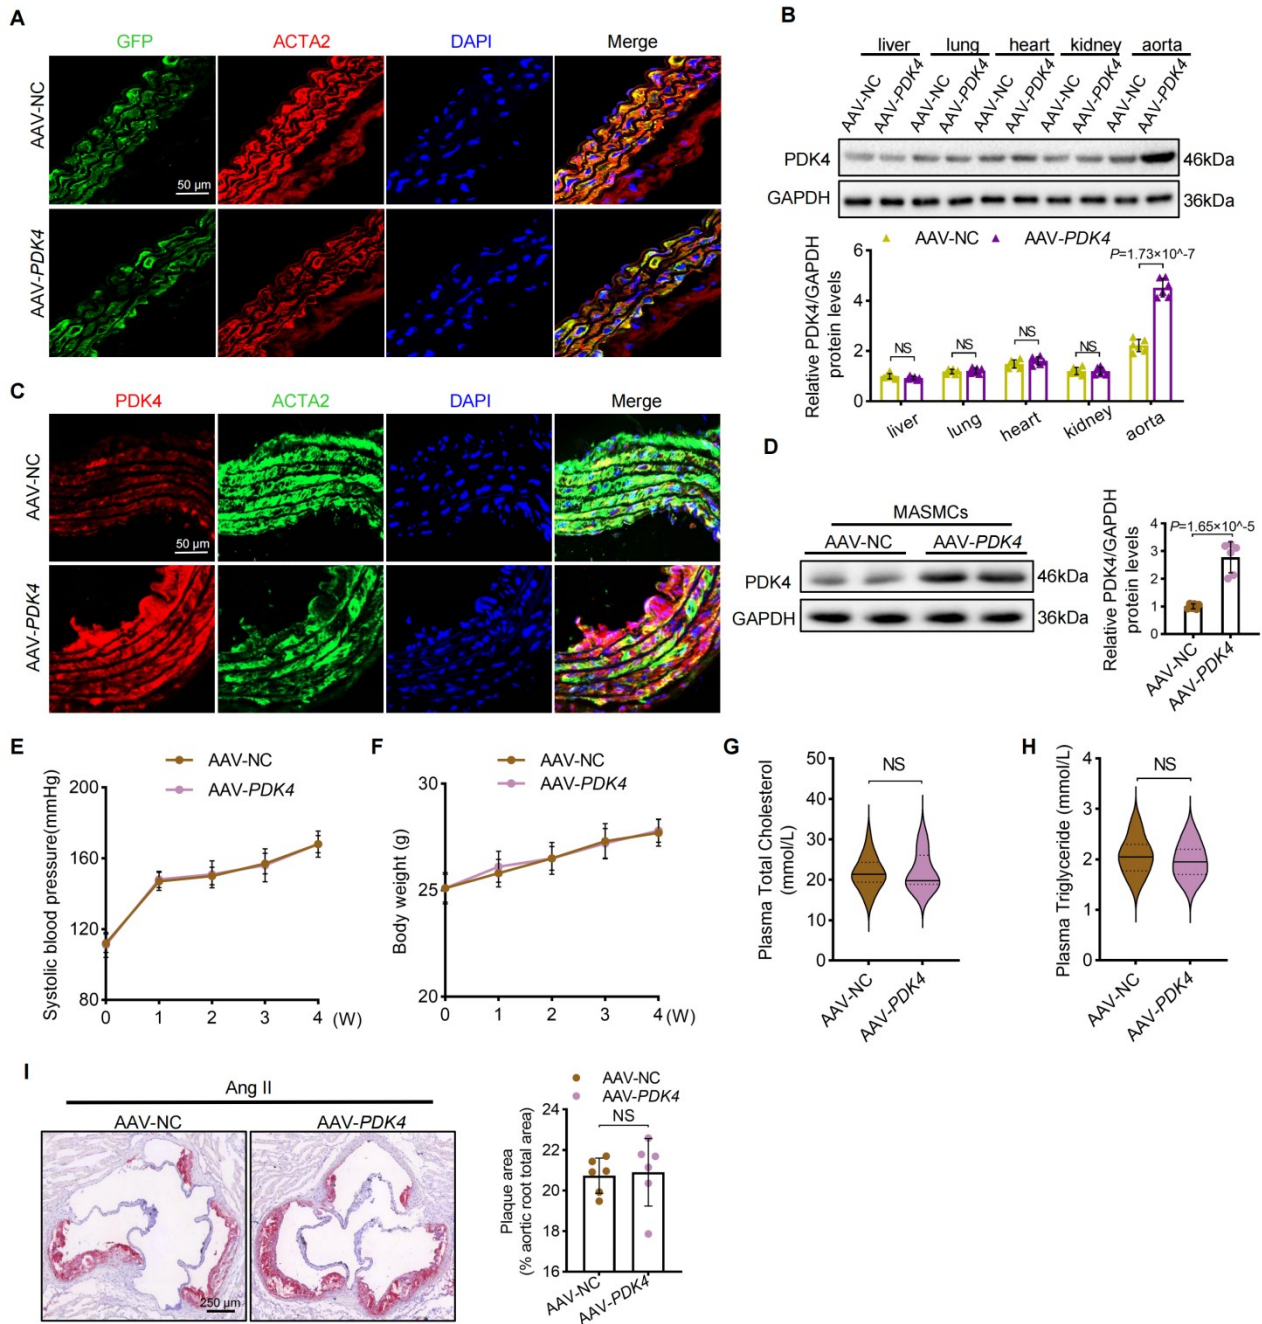

**Fig. S4 | Validation of the VSMC-specific PDK4 overexpression mouse model.** **A** Representative immunofluorescence images showing green fluorescent protein (GFP) and ACTA2 expression in suprenal abdominal aortas from mice injected with AAV-NC or AAV-PDK4 (n=6 biological replicates). **B** PDK4 protein levels in the liver, lung, heart, kidney, and aorta of AAV-NC and AAV-PDK4 mice (n=6 biological replicates). **C** Representative immunofluorescence staining of PDK4 and ACTA in suprenal abdominal aortas from mice injected with AAV-NC and AAV-PDK4 (n=6 biological replicates). **D** PDK4 protein levels in MASCs of AAV-NC and AAV-PDK4 mice (n=6 biological replicates). **E** Systolic blood pressure (mmHg) over 4 weeks (W) for AAV-NC and AAV-PDK4 mice (n=6 biological replicates). **F** Body weight (g) over 4 weeks (W) for AAV-NC and AAV-PDK4 mice (n=6 biological replicates). **G** Plasma total cholesterol (mmol/L) for AAV-NC and AAV-PDK4 mice (n=6 biological replicates). **H** Plasma triglyceride (mmol/L) for AAV-NC and AAV-PDK4 mice (n=6 biological replicates). **I** Plaque area (% aortic root total area) for AAV-NC and AAV-PDK4 mice (n=6 biological replicates) after Ang II treatment.

biological replicates). **D** PDK4 protein levels in VSMCs isolated from AAV-NC and AAV-*PDK4* mice (n=6 biological replicates). **E-H** Systolic blood pressure, body weight, and serum TC and TG levels in AAV-NC and AAV-*PDK4* mice (n=18 for AAV-NC and n=12 for AAV-*PDK4*, mice that died from aortic rupture were excluded from these measurements). **I** Representative Oil Red O-stained aortic root sections and quantification in AAV-NC and AAV-*PDK4* mice (n=6 biological replicates). Data are presented as mean  $\pm$  SD. (B, D-F, H-I) Two-sided Unpaired Student's *t*-test; (G) Two-sided Mann–Whitney *U* test (exact method). NS, nonsignificant. Source data are provided as a Source Data file.

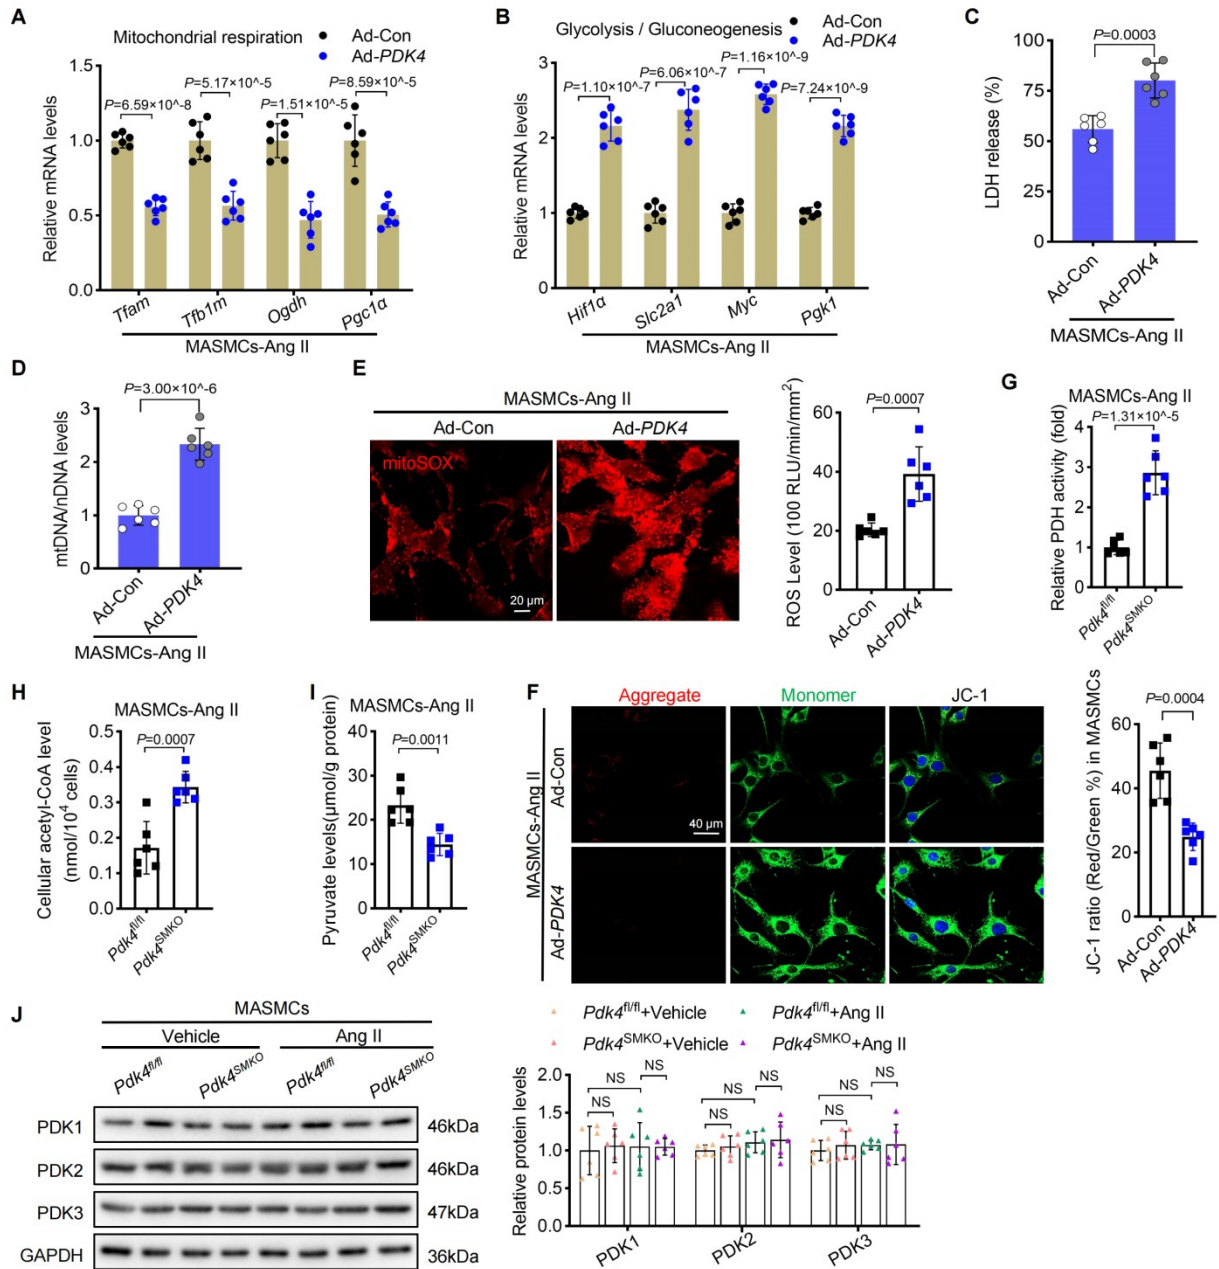

**Fig. S5 | PDK4 overexpression alters mitochondrial respiration and ROS production. A-F** MAMCs transfected with Ad-NC or Ad-PDK4, followed by treatment with Ang II (1 μM, 48 h). **A** Relative mRNA levels of genes related to mitochondrial respiration were measured by RT-qPCR analysis in the MAMCs (n=6 biological replicates). **B** Relative mRNA levels of genes related to glycolysis/gluconeogenesis were measured by RT-qPCR analysis in the MAMCs (n=6 biological replicates). **C** LDH levels in the MAMCs (n=6 biological replicates). **D** mtDNA/nDNA levels in the MAMCs (n=6 biological replicates). **E** Representative mitochondria-derived ROS fluorescence

probe (MitoSOX) staining in MASMCs (n=6 biological replicates). **F** Representative JC-1 staining and quantification in MASMCs (n=6 biological replicates). **G-I** Levels of PDH activity, acetyl-CoA and pyruvate in MASMCs isolated from *Pdk4<sup>fl/fl</sup>* and *Pdk4<sup>SMKO</sup>* mice, followed by treatment with Ang II (1  $\mu$ M, 48 h) (n=6 biological replicates). **J** Relative PDK1, PDK2, and PDK3 protein levels were measured by Western blot analysis in MASMCs isolated from *Pdk4<sup>fl/fl</sup>* and *Pdk4<sup>SMKO</sup>* mice, followed by treatment with vehicle or Ang II (1  $\mu$ M, 48 h) (n=6 biological replicates). Data are presented as mean  $\pm$  SD. (A-I) Two-sided Unpaired Student's *t*-test. (J) two-way ANOVA followed by Tukey's multiple-comparisons test. NS, nonsignificant. Source data are provided as a Source Data file.

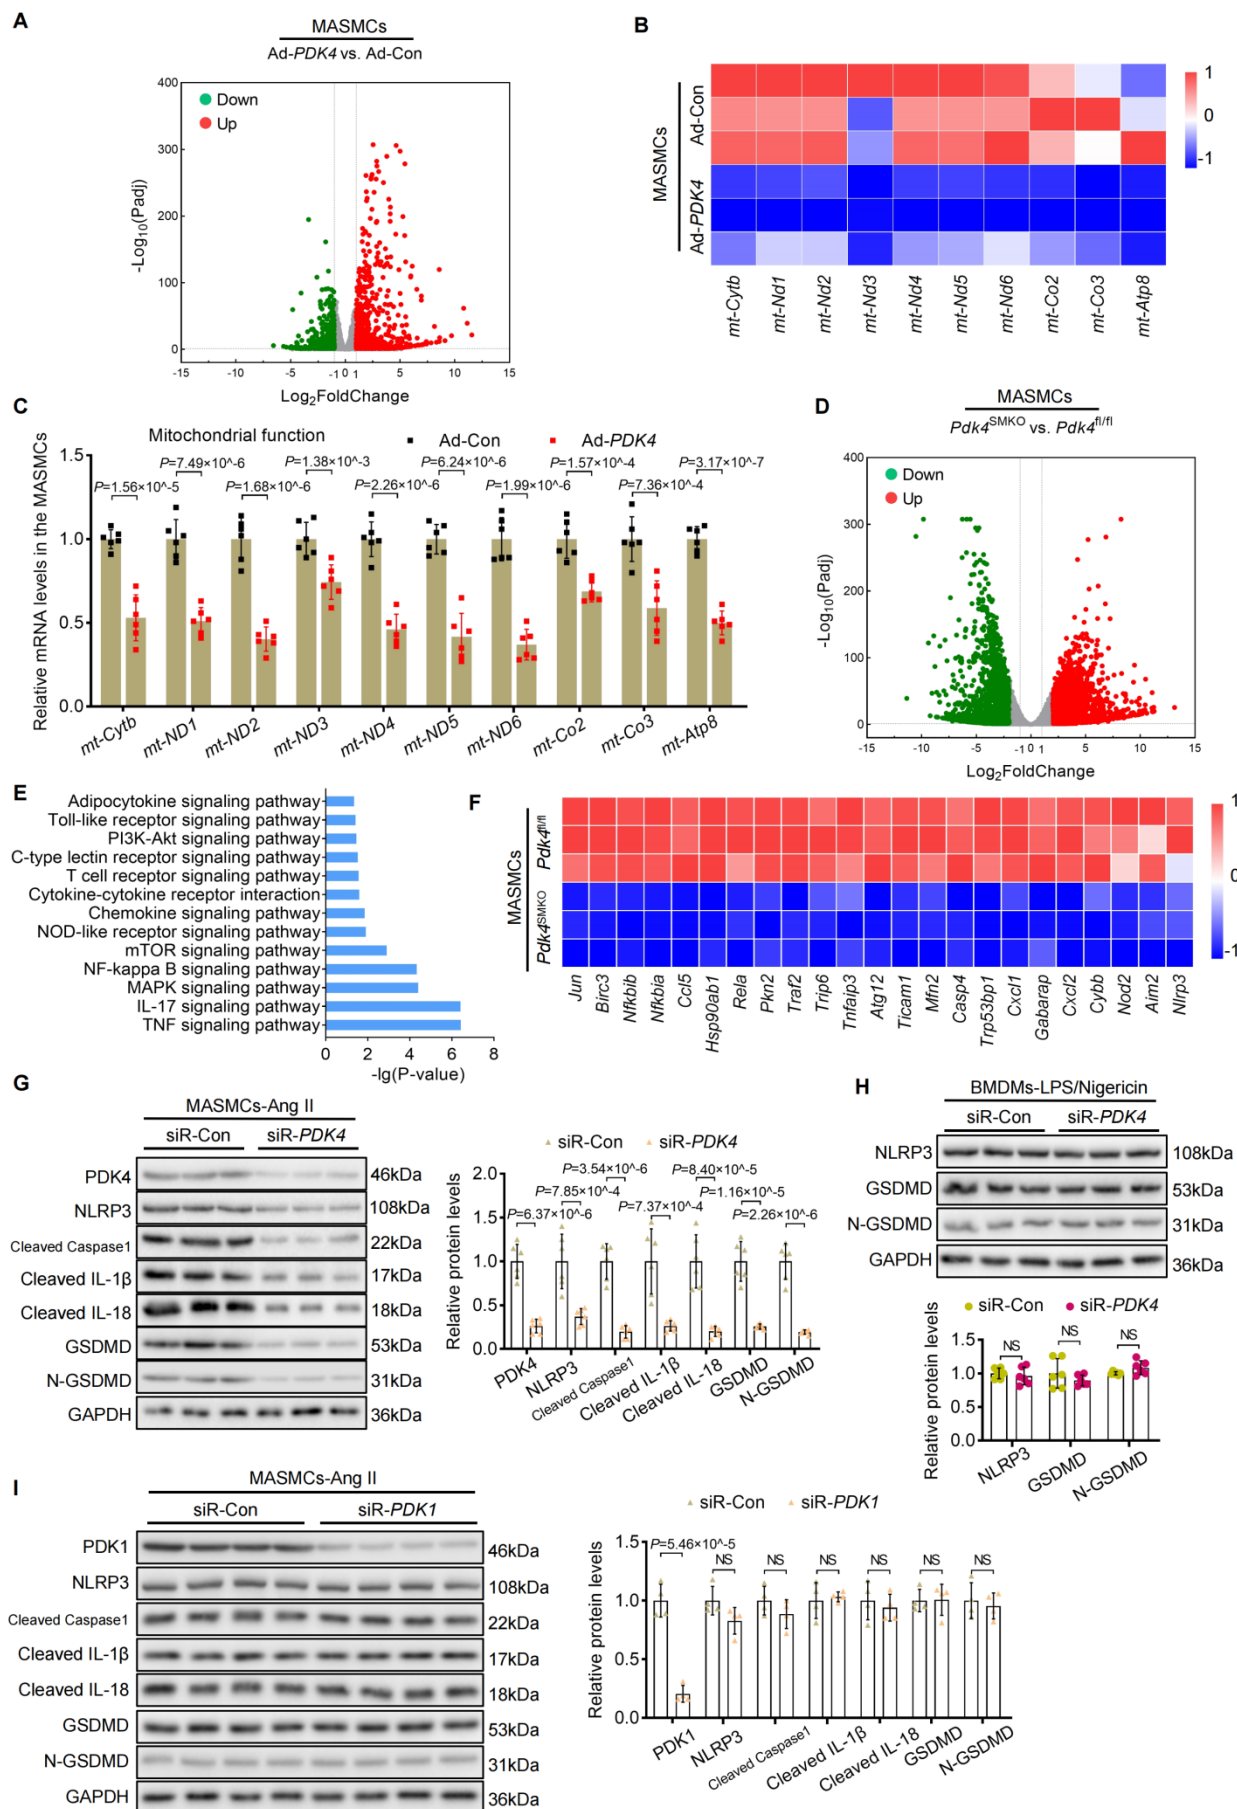

**Fig. S6 | Transcriptomic profiling and validation of PDK4-regulated pathways in MASMCs. A** Volcano plots of the differentially expressed genes in MASMCs transfected with Ad-Con or Ad-*PDK4*, followed by treatment with Ang II (1  $\mu$ M, 48 h) (n=3 biological replicates). **B** Heatmap comparing the gene expression profiles of MASMCs transfected with Ad-Con or Ad-*PDK4*, followed by treatment with Ang II (1  $\mu$ M, 48 h) (blue indicates downregulation; red indicates upregulation). **C** Relative mRNA levels of mtDNA genes were measured by RT-qPCR analysis in MASMCs transfected with Ad-Con or Ad-*PDK4*, followed by treatment with Ang II (1  $\mu$ M, 48 h) (n=6 biological replicates). **D** Volcano plots of the differentially expressed genes in MASMCs isolated from *Pdk4*<sup>SMKO</sup> and *Pdk4*<sup>fl/fl</sup> mice and treated with Ang II (1  $\mu$ M, 48 h) (n=3 biological replicates). **E** KEGG analysis of downregulated pathways identified by RNA-seq in MASMCs isolated from *Pdk4*<sup>SMKO</sup> and *Pdk4*<sup>fl/fl</sup> mice after Ang II treatment (1  $\mu$ M, 48 h) (n=3 biological replicates). **F** Heat map of RNA-seq data from MASMCs isolated from *Pdk4*<sup>SMKO</sup> and *Pdk4*<sup>fl/fl</sup> mice and treated with Ang II (1  $\mu$ M, 48 h) (n=3 biological replicates) (blue indicates downregulation; red indicates upregulation). **G** Representative Western blot and quantification of PDK4, NLRP3, Cleaved Caspase1, Cleaved IL-1 $\beta$ , Cleaved IL-18, GSDMD and N-GSDMD protein levels in MASMCs transfected with siR-Con or siR-*PDK4*, followed by treatment with Ang II (1  $\mu$ M, 48 h) (n=6 biological replicates). **H** Representative Western blot and quantification of NLRP3, GSDMD and N-GSDMD protein levels in BMDMs transfected with siR-Con or siR-*PDK4*, followed by treatment with LPS (100 ng/mL, 4 h) and nigericin (10  $\mu$ M, 30 min) (n=6 biological replicates). **I** Representative Western blot and quantification of PDK1, NLRP3, Cleaved Caspase-1, Cleaved IL-1 $\beta$ , Cleaved IL-18, GSDMD, and N-GSDMD protein levels in MASMCs transfected with siR-Con or siR-*PDK1*, followed by Ang II treatment (1  $\mu$ M, 48 h) (n=6 biological replicates). Data are presented as mean  $\pm$  SD. (C, G, H) Two-sided Unpaired Student's *t*-

test. (I) Two-sided Unpaired Student's  $t$ -test or Mann–Whitney  $U$  test (exact method). NS, nonsignificant. Source data are provided as a Source Data file.

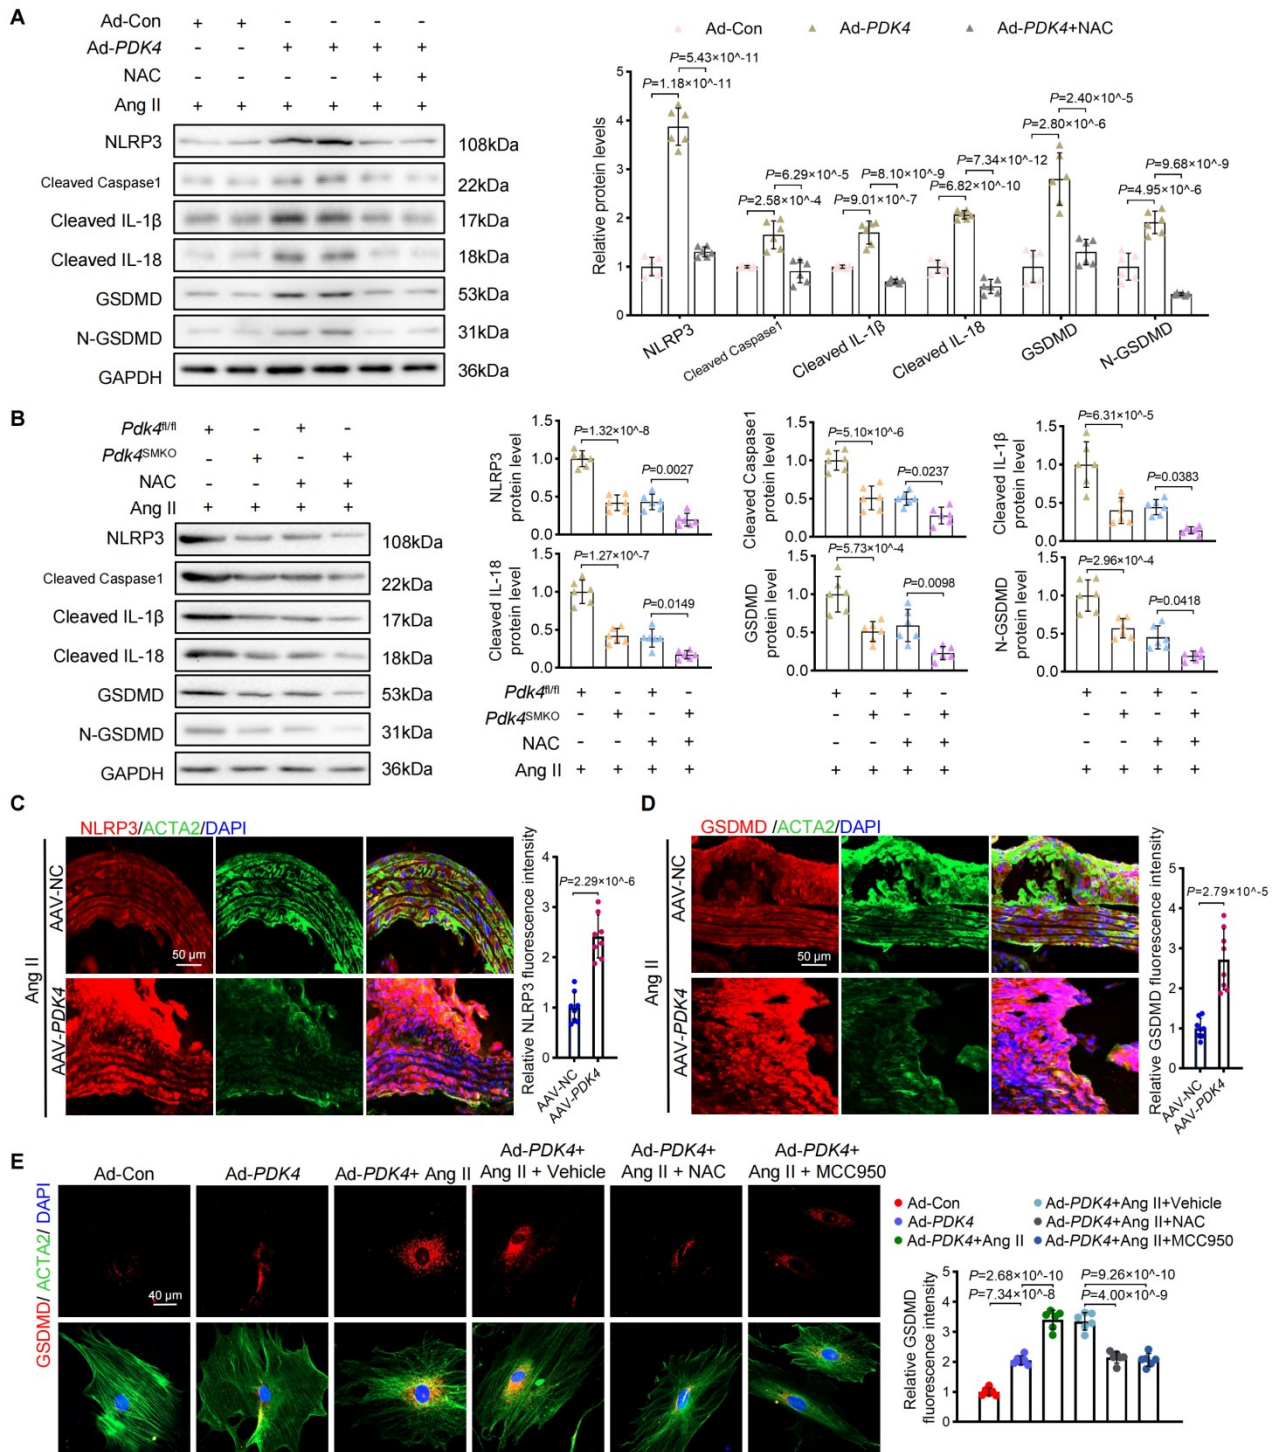

**Fig. S7 | *PDK4* overexpression promotes pyroptosis in VSMCs.** A MASCs were serum-starved and simultaneously transfected with Ad-*PDK4* or Ad-Con for 48 h, followed by treatment with NAC (10 mM, 1 h) and then Ang II (1  $\mu$ M, 48 h). Representative Western blot and quantification of NLRP3, Cleaved Caspase1, Cleaved IL-1 $\beta$ , Cleaved IL-18, GSDMD, and N-GSDMD protein levels (n=6

biological replicates). **B** Representative Western blot and quantification of NLRP3, Cleaved Caspase1, Cleaved IL-1 $\beta$ , Cleaved IL-18, GSDMD and N-GSDMD in MASMCs isolated from *Pdk4*<sup>SMKO</sup> and *Pdk4*<sup>fl/fl</sup> mice and treated with NAC (10 mM, 1 h) followed by Ang II (1  $\mu$ M, 48 h) (n=6 biological replicates). **C-D** Immunofluorescence staining of GSDMD, NLRP3, and ACTA2 was performed in suprarenal abdominal aortas from AAV-NC and AAV-*PDK4* mice treated with AAV-*PCSK9*<sup>DY</sup>/Ang II for 28 days (n=8 biological replicates, representative images from eight biologically independent samples are shown). **E** Immunofluorescence staining for GSDMD and ACTA2 was performed in MASMCs transfected with Ad-Con or Ad-*PDK4* for 48 h, pre-treated with either NAC (10 mM) or MCC950 (10  $\mu$ M) for 1 h, and subsequently stimulated with Ang II (1  $\mu$ M) for 48 h (n=6 biological replicates). Data are presented as mean  $\pm$  SD. (A-B, E) one-way ANOVA followed by Tukey's multiple-comparisons test. (C-D) Two-sided Unpaired Student's *t*-test. NS, nonsignificant. Source data are provided as a Source Data file.

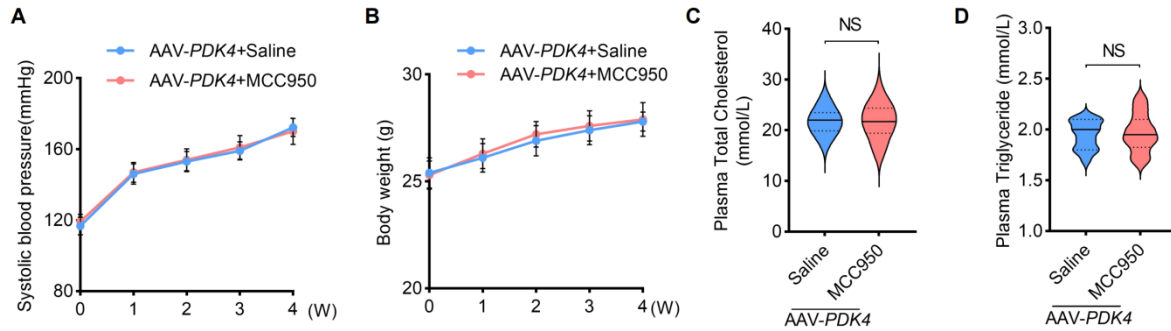

**Fig. S8 | MCC950 has limited effects on body weight, systolic blood pressure, and serum lipids.**

**A-D** Eight-week-old male C57BL/6J mice were injected with AAV-*PCSK9*<sup>DY</sup> and fed a Western diet. Two weeks later, mice were treated with AAV-*PDK4* and MCC950 or saline. Two weeks later, mice were infused with Ang II (1,500 ng/kg/min) for an additional 4 weeks. **A-D** Systolic blood pressure, body weight, serum TC, and serum TG levels in mice injected with or treated with AAV-*PDK4* + saline or AAV-*PDK4* + MCC950 (n=13 for AAV-*PDK4* + saline and n=20 for AAV-*PDK4* + MCC950, mice that died from aortic rupture were excluded from these measurements). Data are presented as mean  $\pm$  SD. (A-D) Two-sided Unpaired Student's *t*-test. NS, nonsignificant. Source data are provided as a Source Data file.

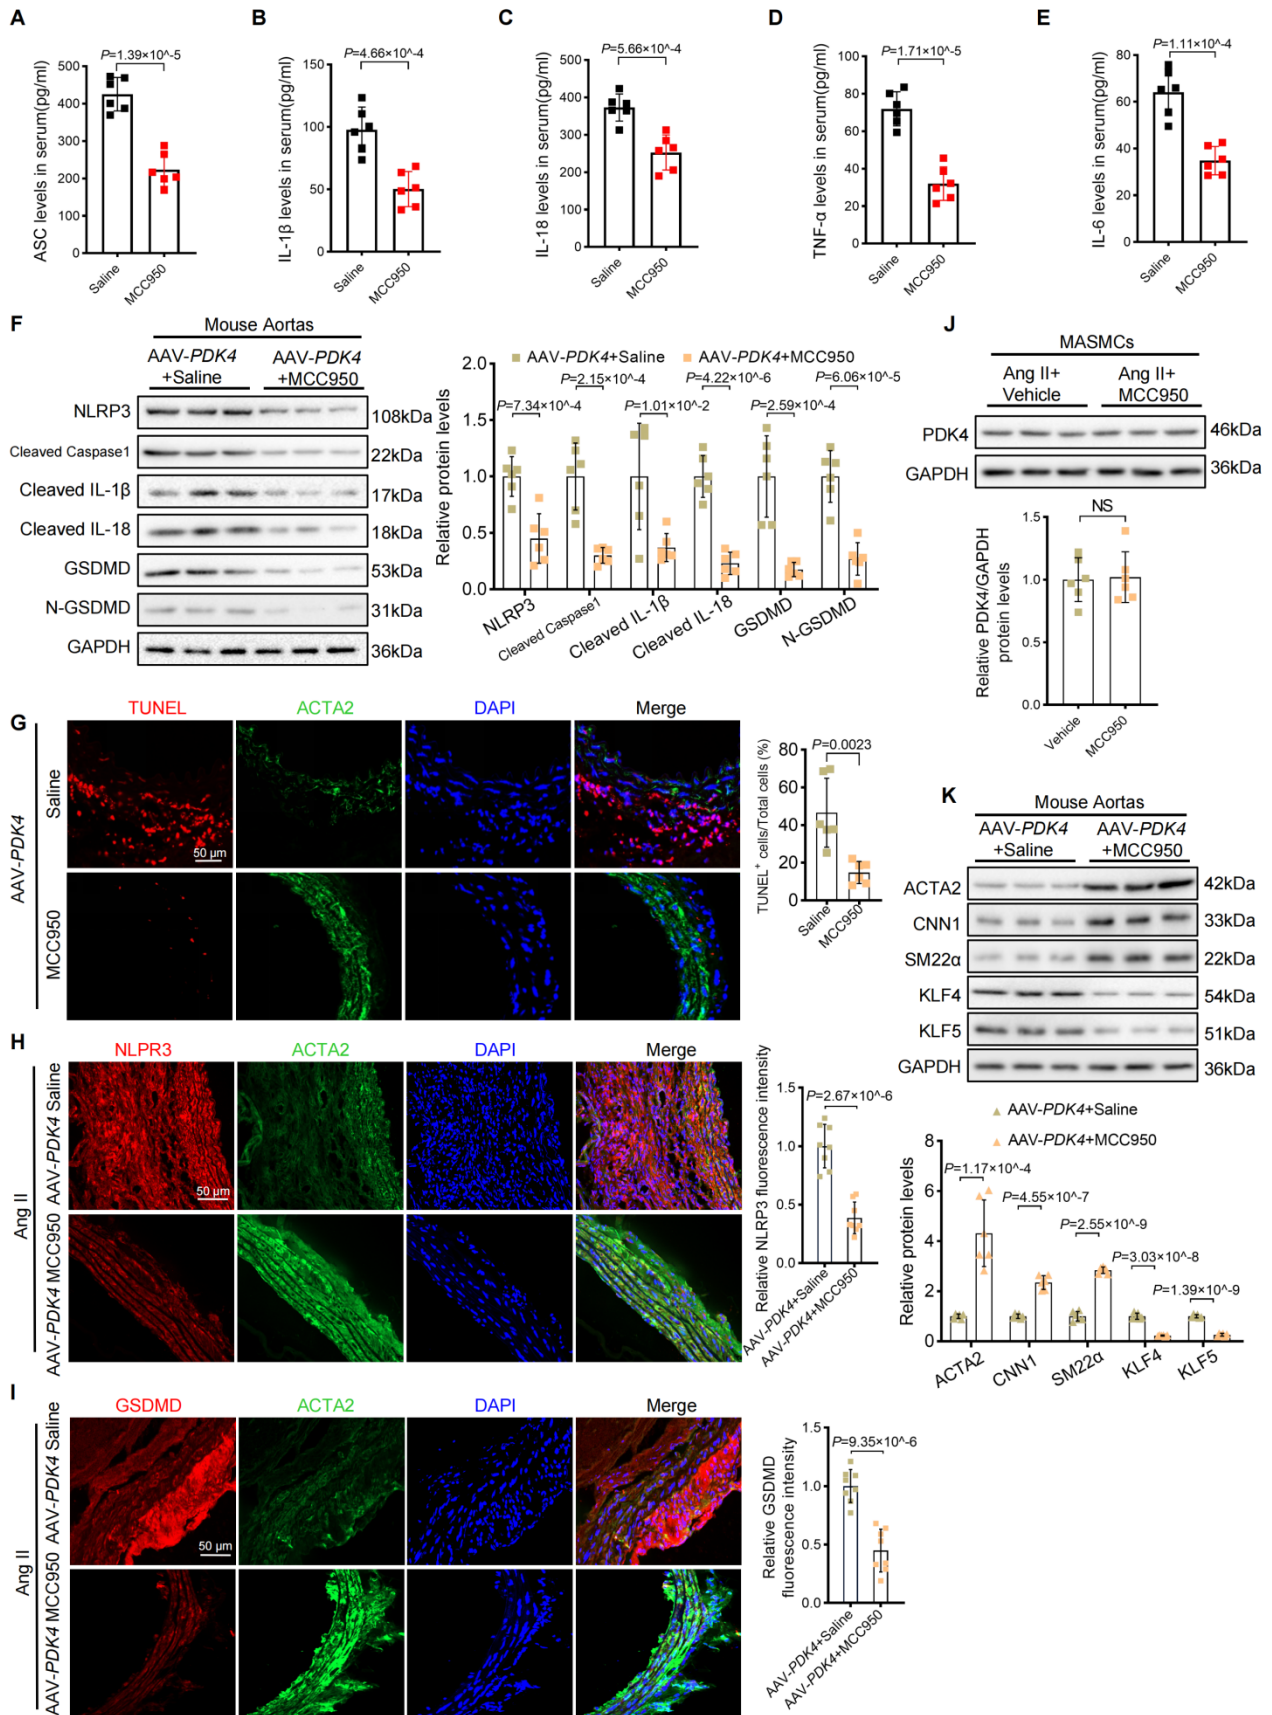

**Fig. S9 | MCC950 alleviates AAA formation by attenuating PDK4-induced NLRP3 inflammasome activation and pyroptotic cell death.** **A-I** Eight-week-old male C57BL/6J mice were injected with AAV-*PCSK9<sup>DY</sup>* and fed a Western diet. Two weeks later, mice were treated with AAV-PDK4 and MCC950 or saline. After an additional 2 weeks, mice were infused with Ang II (1,500 ng/kg/min) for 4 weeks (n = 22 for MCC950 and n = 22 for saline). **A-E** Enzyme-linked immunosorbent assay (ELISA) was utilized to measure the serum levels of ASC, IL-1 $\beta$ , IL-18, TNF- $\alpha$  and IL-6 in AAV-*PDK4* + saline and AAV-*PDK4* + MCC950 mice treated with AAV-*PCSK9<sup>DY</sup>*/Ang II (n=6 biological replicates). **F** Representative Western blot and quantification of NLRP3, Cleaved Caspase1, Cleaved IL-1 $\beta$ , Cleaved IL-18, GSDMD and N-GSDMD protein levels in the abdominal aortas from AAV-*PDK4* + saline and AAV-*PDK4* + MCC950 mice treated with AAV-*PCSK9<sup>DY</sup>*/Ang II (n=6 biological replicates). **G** Representative images of TUNEL staining in suprarenal abdominal aortas from AAV-*PDK4* + saline and AAV-*PDK4* + MCC950 mice treated with AAV-*PCSK9<sup>DY</sup>*/Ang II (n=6 biological replicates). **H-I** Immunofluorescence staining of GSDMD, NLRP3, and ACTA2 in suprarenal abdominal aortas from AAV-*PDK4* + saline and AAV-*PDK4* + MCC950 mice treated with AAV-*PCSK9<sup>DY</sup>*/Ang II (n=8 biological replicates). **J** Representative Western blot and quantification of PDK4 protein levels in MASMCS pre-treated with MCC950 (10  $\mu$ M) for 1 h, followed by stimulation with Ang II (1  $\mu$ M) for 48 h (n=6 biological replicates). **K** Representative Western blot and quantification of ACTA2, CNN1, SM22 $\alpha$ , KLF4, and KLF5 protein levels in abdominal aortas from AAV-*PDK4* + saline- and AAV-*PDK4* + MCC950-treated mice after AAV-*PCSK9<sup>DY</sup>*/Ang II treatment (n=6 biological replicates). Data are presented as mean  $\pm$  SD. (A-K) Two-sided Unpaired Student's *t*-test. NS, nonsignificant. Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1. SNP genotyping analysis used in this study.**

| dbSNP ID    | C57BL/6J Alleles | <i>Pdk4</i> <sup>SMKO</sup> (n=5 biological replicates) | <i>Pdk4</i> <sup>fl/fl</sup> (n=5 biological replicates) | Genetic Background |
|-------------|------------------|---------------------------------------------------------|----------------------------------------------------------|--------------------|
| rs13475886  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13476337  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs13476359  | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs33142586  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs13476956  | C/C              | C/C                                                     | C/C                                                      | C57BL/6J           |
| rs13477019  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13477132  | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs13477622  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13477746  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13478320  | C/C              | C/C                                                     | C/C                                                      | C57BL/6J           |
| rs3662161   | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs33208334  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs30764547  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13478783  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs6157367   | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13479522  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs13479540  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs3709624   | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13480100  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13480109  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs13480122  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13480575  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13480619  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs29359333  | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs13480628  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13459122  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13480759  | C/C              | C/C                                                     | C/C                                                      | C57BL/6J           |
| rs3659787   | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs13481014  | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13481117  | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs13481403  | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs13481439  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs223935946 | T/T              | T/T                                                     | T/T                                                      | C57BL/6J           |
| rs13481569  | G/G              | G/G                                                     | G/G                                                      | C57BL/6J           |
| rs13481634  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |
| rs13481676  | A/A              | A/A                                                     | A/A                                                      | C57BL/6J           |

dbSNP, Database of Single Nucleotide Polymorphisms.

**Supplementary Table 2. Characteristics of patients included in this study.**

| Characteristics                      | AAA (n = 8)   |
|--------------------------------------|---------------|
| Age (years)                          | 63.5 ± 4.504  |
| Male (n, %)                          | 7 (87.5)      |
| Body mass index (kg/m <sup>2</sup> ) | 25.03 ± 1.061 |
| History of smoking (n, %)            | 3 (37.5)      |
| Hypertension (n, %)                  | 6 (75.0)      |
| Diabetes mellitus (n, %)             | 1 (12.5)      |
| Hyperlipidemia (n, %)                | 3 (37.5)      |
| Maximum aortic diameter (cm)         | 6.3 ± 1.697   |

Data are presented as number (percentage) or mean ± standard deviation. AAA, abdominal aortic aneurysm.

**Supplementary Table 3. Primers used in this study.**

| Gene                           | Forward primers (5' – 3' )   | Reverse primers (5' – 3' )   |
|--------------------------------|------------------------------|------------------------------|
| Primers used for genotyping    |                              |                              |
| <i>Pdk4<sup>fl/fl</sup></i> F1 | CTCCTGGGTCATTAGTGAT<br>TGCAT | AAAGATGATTCTAGCAAGC<br>CACTG |
| <i>Pdk4<sup>fl/fl</sup></i> F2 | AGATGGAGCAGCTCAAGTT<br>CTTC  | GTGGATTTCGGACCAGTCTG<br>A    |
| <i>Myh11-cre</i>               | TGACCCCATCTCTTCACTC<br>C     | AGTCCCTCACATCCTCAGG<br>TT    |
| Primers used for RT-PCR        |                              |                              |
| <i>PDK4</i> (mouse)            | AGGGAGGTCGAGCTGTTCT<br>C     | GGAGTGTTCACTAAGCGGT<br>CA    |
| <i>PDK4</i> (human)            | TTTCCAGACCAACCAATTC<br>ACA   | TGCCCCGATTGCATTCTTA          |
| <i>ACTA2</i><br>(mouse)        | GGCATCCACGAAACCACT<br>A      | TTCCTGACCACTAGAGGGG<br>G     |
| <i>CNN1</i> (mouse)            | GGCAGATCTTTGAGCCAGG<br>T     | GGCCCCAAGACTCCAATGA<br>T     |
| <i>SM22α</i><br>(mouse)        | TCCCCAAATATGGAGCCTG<br>T     | CACAGCCAAACTGCCCAAA<br>G     |
| <i>KLF4</i> (mouse)            | GTGCCCCGACTAACCGTTG          | GAGAGGGGACTTGTGACTG<br>C     |
| <i>KLF5</i> (mouse)            | CAGGTACGCGCTCTCTTAG<br>G     | GGGCATGTCTAGATCCGGT<br>G     |
| <i>Tfam</i> (mouse)            | CCGTATTGCGTGAGACGAA<br>C     | TCGTTTCACACTTCGACGG<br>A     |
| <i>Tfblm</i> (mouse)           | CCCACCATTCGGGAGATCA<br>T     | TAGAACCCGCAGCTTTCTG<br>G     |
| <i>Ogdh</i> (mouse)            | TGAGAGTTTGGAGCCCGGA          | GCAAGATCAAGTTTGTCTG<br>TGGA  |

|                                            |                              |                             |
|--------------------------------------------|------------------------------|-----------------------------|
| <i>Pgcl<math>\alpha</math></i> (mouse)     | ATTTCAGCTGCCTTATTGG<br>TTTCG | AGCAGCACACTGGTTGGAA<br>G    |
| <i>Hif1<math>\alpha</math></i> (mouse)     | CTTGACAAGCTAGCCGGAG<br>G     | AATATGGCCCGTGCAGTGA<br>A    |
| <i>Slc2a1</i> (mouse)                      | AGGGCCTAAGGTCACATG<br>AAG    | AAACAGCGACACCACAGTG<br>A    |
| <i>Myc</i> (mouse)                         | GCTTGGCGGGAAAAAGAA<br>GG     | CGACCGCAACATAGGATGG<br>A    |
| <i>Pgk1</i> (mouse)                        | GATGCTTTCCGAGCCTCAC<br>T     | TTGGCCAGTCTTGGCATTCT        |
| <i>IL-1<math>\beta</math></i> (mouse)      | TGCCACCTTTTGACAGTGA<br>TG    | TTCTTGTGACCCTGAGCGA<br>C    |
| <i>IL-18</i> (mouse)                       | CCTTTGAGGCATCCAGGAC<br>A     | GTCTGGTCTGGGGTTCACT<br>G    |
| <i>TNF-<math>\alpha</math></i> (mouse)     | ACCCTCACACTCACAAACC<br>A     | ACCCTGAGCCATAATCCCC<br>T    |
| <i>IL-6</i> (mouse)                        | GCCTTCTTGGGACTGATGC<br>T     | TGTGACTCCAGCTTATCTCT<br>TGG |
| <i><math>\beta</math>-actin</i><br>(mouse) | GTTGGAGCAAACATCCCC<br>A      | CGCGACCATCCTCCTCTTA<br>G    |
| <i>mtDNA ATP-6</i>                         | ACCAATAGCCCTGGCCGTA<br>C     | GGTGGCGCTTCCAATTAGG<br>T    |
| <i>nDNA GAPDH</i>                          | CGGGGCTCTCCAGAACATC          | ATGACCTTGCCCACAGCCT         |

**Supplementary Table 4. Design of the animal experiments.**

| Mouse group                                                                                       | substrain | Sex  | Age (week) | Number (prior to experiment) | Number (after termination) | Littermates (Yes/No) |
|---------------------------------------------------------------------------------------------------|-----------|------|------------|------------------------------|----------------------------|----------------------|
| wild-type + saline                                                                                | C57BL/6J  | male | 8          | 6                            | 6                          | No                   |
| wild-type + <i>PCSK9</i> <sup>DY</sup> /Ang II                                                    | C57BL/6J  | male | 8          | 6                            | 5                          | No                   |
| PDK4 Wild-type ( <i>Pdk4</i> <sup>fl/fl</sup> ) + <i>PCSK9</i> <sup>DY</sup> /Ang II              | C57BL/6J  | male | 8          | 22                           | 18                         | No                   |
| PDK4 VSMC-knockout ( <i>Pdk4</i> <sup>SMKO</sup> ) + <i>PCSK9</i> <sup>DY</sup> /Ang II           | C57BL/6J  | male | 8          | 22                           | 22                         | No                   |
| wild-type + AAV-NC+ <i>PCSK9</i> <sup>DY</sup> /Ang II                                            | C57BL/6J  | male | 8          | 21                           | 18                         | No                   |
| wild-type + AAV- <i>PDK4</i> + <i>PCSK9</i> <sup>DY</sup> /Ang II                                 | C57BL/6J  | male | 8          | 21                           | 12                         | No                   |
| <i>PDK4</i> Wild-type ( <i>Pdk4</i> <sup>fl/fl</sup> ) + <i>PCSK9</i> <sup>DY</sup> /Ang II 3d    | C57BL/6J  | male | 8          | 16                           | 16                         | No                   |
| <i>PDK4</i> VSMC-knockout ( <i>Pdk4</i> <sup>SMKO</sup> ) + <i>PCSK9</i> <sup>DY</sup> /Ang II 3d | C57BL/6J  | male | 8          | 16                           | 16                         | No                   |
| wild-type + AAV- <i>PCSK9</i> <sup>DY</sup> /Ang II + saline                                      | C57BL/6J  | male | 8          | 22                           | 16                         | No                   |
| wild-type + AAV-+ <i>PCSK9</i> <sup>DY</sup> /Ang II +DCA                                         | C57BL/6J  | male | 8          | 22                           | 21                         | No                   |
| wild-type + AAV- <i>PDK4</i> + <i>PCSK9</i> <sup>DY</sup> /Ang II + saline                        | C57BL/6J  | male | 8          | 22                           | 13                         | No                   |
| wild-type + AAV- <i>PDK4</i> + <i>PCSK9</i> <sup>DY</sup> /Ang II + MCC950                        | C57BL/6J  | male | 8          | 22                           | 20                         | No                   |

**Supplementary Table 5. Gene sets used in this study.**

| Pathway-related gene sets |                |                |                |                |               |
|---------------------------|----------------|----------------|----------------|----------------|---------------|
| Pyroptosis                |                |                |                |                |               |
| <i>Gsdmd</i>              | <i>Adora2a</i> | <i>Adora3</i>  | <i>Smim1</i>   | <i>Cd274</i>   | <i>Icam1</i>  |
| <i>Casp1</i>              | <i>Prkaca</i>  | <i>Osm</i>     | <i>Tet2</i>    | <i>Setd7</i>   | <i>Stk4</i>   |
| <i>Casp4</i>              | <i>Tirap</i>   | <i>Pecam1</i>  | <i>Ctsl</i>    | <i>Fgf21</i>   | <i>Gsk3b</i>  |
| <i>Gsdmc4</i>             | <i>Trim24</i>  | <i>Mettl14</i> | <i>Mlkl</i>    | <i>Ikzf1</i>   | <i>Ptgs2</i>  |
| <i>Nlrp1b</i>             | <i>Naip2</i>   | <i>Bak1</i>    | <i>Ptpn11</i>  | <i>Bsg</i>     | <i>Mst1</i>   |
| <i>Il1b</i>               | <i>Mefv</i>    | <i>Bax</i>     | <i>Mapk14</i>  | <i>Cebpb</i>   | <i>Prfl</i>   |
| <i>Gsdma</i>              | <i>Dhx9</i>    | <i>Scaf11</i>  | <i>Apoe</i>    | <i>Tfam</i>    | <i>Prmt5</i>  |
| <i>Aim2</i>               | <i>Stat3</i>   | <i>Gja1</i>    | <i>Anxa1</i>   | <i>Trim21</i>  | <i>Elavl1</i> |
| <i>Casp8</i>              | <i>Sirt1</i>   | <i>Snip1</i>   | <i>Sdhb</i>    | <i>Nlrx1</i>   | <i>Mpeg1</i>  |
| <i>Gzma</i>               | <i>Ctsg</i>    | <i>Prdm1</i>   | <i>Chmp2a</i>  | <i>Usf2</i>    | <i>Abl1</i>   |
| <i>Pycard</i>             | <i>Nek7</i>    | <i>Vdr</i>     | <i>Chmp2b</i>  | <i>Slc30a7</i> | <i>Epha2</i>  |
| <i>Il18</i>               | <i>Trem2</i>   | <i>Ager</i>    | <i>Chmp3</i>   | <i>Malt1</i>   | <i>Hdac6</i>  |
| <i>Zbp1</i>               | <i>Foxo3</i>   | <i>Ikbke</i>   | <i>Chmp4b</i>  | <i>Tlr2</i>    | <i>Tlr3</i>   |
| <i>Casp3</i>              | <i>Trp53</i>   | <i>Pkm</i>     | <i>Chmp4c</i>  | <i>Cycs</i>    | <i>Sqstm1</i> |
| <i>Nlrc4</i>              | <i>Nfe2l2</i>  | <i>Ifi204</i>  | <i>Chmp7</i>   | <i>Il1a</i>    | <i>Cdk9</i>   |
| <i>Casp6</i>              | <i>Txnip</i>   | <i>Ifi203</i>  | <i>Eef2k</i>   | <i>Irf1</i>    | <i>Irf3</i>   |
| <i>Zdhc1</i>              | <i>Ddx3x</i>   | <i>Mndal</i>   | <i>Fpr2</i>    | <i>Irf2</i>    | <i>Ucp1</i>   |
| <i>Pten</i>               | <i>Sesn2</i>   | <i>Ifi205</i>  | <i>Htra1</i>   | <i>Trp63</i>   | <i>Trem1</i>  |
| <i>Adora1</i>             | <i>Elane</i>   | <i>Crtac1</i>  | <i>Pak2</i>    | <i>Casp9</i>   | <i>Tslp</i>   |
| <i>Adora2b</i>            | <i>Ubr2</i>    | <i>Sez6l2</i>  | <i>Ndufa13</i> | <i>Gpx4</i>    | <i>Il6</i>    |
| <i>Nod2</i>               | <i>Plcgl</i>   |                |                |                |               |

| OXPHOS         |                |                 |                |                 |                 |
|----------------|----------------|-----------------|----------------|-----------------|-----------------|
| <i>Cox17</i>   | <i>Cox5b</i>   | <i>Cox6b1</i>   | <i>Cox7a2l</i> | <i>Cox7b</i>    | <i>mt-Atp6</i>  |
| <i>mt-Nd2</i>  | <i>mt-Nd4</i>  | <i>Ndufa4l2</i> | <i>Ndufb3</i>  | <i>Ndufb6</i>   | <i>Ndufc1</i>   |
| <i>Ndufc2</i>  |                |                 |                |                 |                 |
| ATP.synthesis  |                |                 |                |                 |                 |
| <i>Lrpprc</i>  | <i>Etfdh</i>   | <i>mt-Nd6</i>   | <i>Ndufb10</i> | <i>Atp5f1d</i>  | <i>Surf1</i>    |
| <i>Trap1</i>   | <i>Tmem186</i> | <i>Ndufa1</i>   | <i>Ndufc1</i>  | <i>Timmdc1</i>  | <i>Ucp1</i>     |
| <i>Atp5pd</i>  | <i>Ndufaf3</i> | <i>Ndufa2</i>   | <i>Ndufc2</i>  | <i>Atp5f1e</i>  | <i>Ucp2</i>     |
| <i>Atp5mg</i>  | <i>Uqcrq</i>   | <i>Ndufa3</i>   | <i>Ndufs1</i>  | <i>Atp5pb</i>   | <i>Ucp3</i>     |
| <i>Uqcr11</i>  | <i>Dmac2l</i>  | <i>Ndufa4</i>   | <i>Ndufs2</i>  | <i>Atp5mc1</i>  | <i>Uqcrb</i>    |
| <i>Cox20</i>   | <i>Cox18</i>   | <i>Ndufa5</i>   | <i>Ndufs3</i>  | <i>Atp5mc2</i>  | <i>Uqcrc1</i>   |
| <i>Ndufa11</i> | <i>Acad9</i>   | <i>Ndufa6</i>   | <i>Ndufv1</i>  | <i>Atp5mc3</i>  | <i>Uqcrc2</i>   |
| <i>Cox4i1</i>  | <i>Ndufaf4</i> | <i>Ndufa7</i>   | <i>Ndufs4</i>  | <i>Atp5me</i>   | <i>Uqcrfs1</i>  |
| <i>Cox5b</i>   | <i>Uqcr10</i>  | <i>Ndufa8</i>   | <i>Ndufs5</i>  | <i>Atp5pf</i>   | <i>Uqcrh</i>    |
| <i>Cox6a1</i>  | <i>Ndufs7</i>  | <i>Ndufa9</i>   | <i>Ndufs6</i>  | <i>Atp5po</i>   | <i>Ndufaf5</i>  |
| <i>Cox6b1</i>  | <i>mt-Atp6</i> | <i>Ndufa10</i>  | <i>Ndufs8</i>  | <i>Cycs</i>     | <i>Coq10b</i>   |
| <i>Cox6c</i>   | <i>mt-Atp8</i> | <i>Ndufab1</i>  | <i>Ndufv2</i>  | <i>Ndufb11</i>  | <i>Nubpl</i>    |
| <i>Cox7b</i>   | <i>mt-Co1</i>  | <i>Ndufb1</i>   | <i>Ndufv3</i>  | <i>Ndufaf7</i>  | <i>Cox14</i>    |
| <i>Cox7c</i>   | <i>mt-Co2</i>  | <i>Ndufb2</i>   | <i>Atp5f1a</i> | <i>Coal</i>     | <i>Slc25a14</i> |
| <i>Cox8a</i>   | <i>mt-Co3</i>  | <i>Ndufb3</i>   | <i>Atp5f1b</i> | <i>Tmem126b</i> | <i>Cox19</i>    |
| <i>Cox11</i>   | <i>mt-Cyb</i>  | <i>Ndufb4</i>   | <i>Atp5f1c</i> | <i>Ndufa12</i>  | <i>Cox7a2l</i>  |
| <i>Ndufaf6</i> | <i>mt-Nd1</i>  | <i>Ndufb5</i>   | <i>Ndufa13</i> | <i>Sco1</i>     | <i>Ndufaf2</i>  |
| <i>Pm20d1</i>  | <i>mt-Nd2</i>  | <i>Ndufb6</i>   | <i>Ndufaf1</i> | <i>Sdha</i>     | <i>Coq10a</i>   |
| <i>Cyc1</i>    | <i>mt-Nd3</i>  | <i>Ndufb7</i>   | <i>Taco1</i>   | <i>Sdhb</i>     | <i>Cox5a</i>    |

|                |                |                |                |                |                 |
|----------------|----------------|----------------|----------------|----------------|-----------------|
| <i>Etfa</i>    | <i>mt-Nd4</i>  | <i>Ndufb8</i>  | <i>Cox16</i>   | <i>Sdhc</i>    | <i>Slc25a27</i> |
| <i>Etfb</i>    | <i>mt-Nd5</i>  | <i>Ndufb9</i>  | <i>Ecsit</i>   | <i>Sdhb</i>    | <i>Atp5mf</i>   |
| <i>Sco2</i>    |                |                |                |                |                 |
| Complex.I      |                |                |                |                |                 |
| <i>Ndufaf6</i> | <i>mt-Nd5</i>  | <i>Ndufa10</i> | <i>Ndufb8</i>  | <i>Ndufs4</i>  | <i>Ndufb11</i>  |
| <i>Tmem186</i> | <i>mt-Nd6</i>  | <i>Ndufab1</i> | <i>Ndufb9</i>  | <i>Ndufs5</i>  | <i>Tmem70</i>   |
| <i>Ndufaf3</i> | <i>Ndufa1</i>  | <i>Ndufb1</i>  | <i>Ndufb10</i> | <i>Ndufs6</i>  | <i>Dmac2</i>    |
| <i>Acad9</i>   | <i>Ndufa2</i>  | <i>Ndufb2</i>  | <i>Ndufc1</i>  | <i>Ndufv2</i>  | <i>Ndufaf7</i>  |
| <i>Ndufaf4</i> | <i>Ndufa3</i>  | <i>Ndufb3</i>  | <i>Ndufc2</i>  | <i>Ndufv3</i>  | <i>Foxred1</i>  |
| <i>mt-Nd1</i>  | <i>Ndufa5</i>  | <i>Ndufb4</i>  | <i>Ndufs1</i>  | <i>Ndufa13</i> | <i>Coa1</i>     |
| <i>mt-Nd2</i>  | <i>Ndufa6</i>  | <i>Ndufb5</i>  | <i>Ndufs2</i>  | <i>Ndufaf1</i> | <i>Tmem126b</i> |
| <i>mt-Nd4</i>  | <i>Ndufa7</i>  | <i>Ndufb6</i>  | <i>Ndufs3</i>  | <i>Ecsit</i>   | <i>Ndufa12</i>  |
| <i>mt-Nd4l</i> | <i>Ndufa8</i>  | <i>Ndufb7</i>  | <i>Ndufv1</i>  | <i>Timmdc1</i> | <i>Nubpl</i>    |
| <i>Dmac1</i>   | <i>Ndufaf2</i> |                |                |                |                 |
| Complex.II     |                |                |                |                |                 |
| <i>Sdhaf4</i>  | <i>Sdhaf2</i>  | <i>Sdhaf3</i>  | <i>Sdha</i>    | <i>Sdhb</i>    | <i>Sdhc</i>     |
| <i>Sdhb</i>    | <i>Sdhaf1</i>  |                |                |                |                 |
| Complex.III    |                |                |                |                |                 |
| <i>Uqcr11</i>  | <i>Cyc1</i>    | <i>Uqcrq</i>   | <i>Uqcr10</i>  | <i>mt-Cyb</i>  | <i>Ttc19</i>    |
| <i>Uqcc1</i>   | <i>Bcs1l</i>   | <i>Uqcrb</i>   | <i>Uqcrc1</i>  | <i>Uqcrc2</i>  | <i>Uqcrfs1</i>  |
| <i>Uqcrh</i>   | <i>Uqcc3</i>   | <i>Uqcc2</i>   | <i>Lym7</i>    |                |                 |
| Complex.IV     |                |                |                |                |                 |
| <i>Pet100</i>  | <i>Cox6a1</i>  | <i>Cox8a</i>   | <i>Higd1a</i>  | <i>mt-Co2</i>  | <i>Tmem177</i>  |
| <i>Pet117</i>  | <i>Cox6b1</i>  | <i>Cox10</i>   | <i>Cox18</i>   | <i>mt-Co3</i>  | <i>Cox14</i>    |

|                |                |                |               |                |               |
|----------------|----------------|----------------|---------------|----------------|---------------|
| <i>Cox17</i>   | <i>Cox6c</i>   | <i>Cox11</i>   | <i>Coa3</i>   | <i>Ndufa4</i>  | <i>Cox19</i>  |
| <i>Cox20</i>   | <i>Cox7a2</i>  | <i>Cox15</i>   | <i>Coa6</i>   | <i>Taco1</i>   | <i>Cox5a</i>  |
| <i>Cox4i1</i>  | <i>Cox7b</i>   | <i>Cmc1</i>    | <i>Smim20</i> | <i>Cox16</i>   | <i>Sco2</i>   |
| <i>Cox5b</i>   | <i>Cox7c</i>   | <i>Pnkd</i>    | <i>mt-Co1</i> | <i>Surf1</i>   |               |
| Glycolysis     |                |                |               |                |               |
| <i>Abcb6</i>   | <i>Cyb5a</i>   | <i>Hs2st1</i>  | <i>Pkm</i>    | <i>Acss1</i>   | <i>Nup160</i> |
| <i>Adora2b</i> | <i>Dcn</i>     | <i>Hs6st2</i>  | <i>Pkp2</i>   | <i>Acss2</i>   | <i>Nup188</i> |
| <i>Agl</i>     | <i>Ddit4</i>   | <i>Hspa5</i>   | <i>Plod1</i>  | <i>Adh1</i>    | <i>Nup205</i> |
| <i>Agrn</i>    | <i>Depdc1a</i> | <i>Idh1</i>    | <i>Plod2</i>  | <i>Adh4</i>    | <i>Nup210</i> |
| <i>Ak3</i>     | <i>Dld</i>     | <i>Idua</i>    | <i>Pmm2</i>   | <i>Adh5</i>    | <i>Nup214</i> |
| <i>Ak4</i>     | <i>Dpysl4</i>  | <i>Ier3</i>    | <i>Polr3k</i> | <i>Adh7</i>    | <i>Nup35</i>  |
| <i>Akr1a1</i>  | <i>Dsc2</i>    | <i>Igfbp3</i>  | <i>Ppfia4</i> | <i>Aldh1a3</i> | <i>Nup37</i>  |
| <i>Aldh7a1</i> | <i>Ecd</i>     | <i>Il13ra1</i> | <i>Ppia</i>   | <i>Aldh1b1</i> | <i>Nupl2</i>  |
| <i>Aldh9a1</i> | <i>Efna3</i>   | <i>Irs2</i>    | <i>Ppp2cb</i> | <i>Aldh2</i>   | <i>Nup43</i>  |
| <i>Aldoa</i>   | <i>Egfr</i>    | <i>Isg20</i>   | <i>Prps1</i>  | <i>Aldh3a1</i> | <i>Nup50</i>  |
| <i>Aldob</i>   | <i>Egln3</i>   | <i>Kdelr3</i>  | <i>Psmc4</i>  | <i>Aldh3a2</i> | <i>Nup54</i>  |
| <i>Alg1</i>    | <i>Elf3</i>    | <i>Kif20a</i>  | <i>Pygb</i>   | <i>Aldh3b1</i> | <i>Nupl1</i>  |
| <i>Ang</i>     | <i>Eno1</i>    | <i>Kif2a</i>   | <i>Pygl</i>   | <i>Aldh3b3</i> | <i>Nup62</i>  |
| <i>Angptl4</i> | <i>Eno2</i>    | <i>Lct</i>     | <i>Qsox1</i>  | <i>Aldoc</i>   | <i>Nup85</i>  |
| <i>Ankzf1</i>  | <i>Erola</i>   | <i>Ldha</i>    | <i>Rars</i>   | <i>Bpgm</i>    | <i>Nup88</i>  |
| <i>Arpp19</i>  | <i>Ext1</i>    | <i>Ldhc</i>    | <i>Rbck1</i>  | <i>Dlat</i>    | <i>Nup93</i>  |
| <i>Artn</i>    | <i>Ext2</i>    | <i>Lhpp</i>    | <i>Rpe</i>    | <i>Eno3</i>    | <i>Nup98</i>  |
| <i>Aurka</i>   | <i>Fam162a</i> | <i>Lhx9</i>    | <i>Rragd</i>  | <i>Fbp1</i>    | <i>Pfkfb3</i> |
| <i>B3galt6</i> | <i>Fbp2</i>    | <i>Mdh1</i>    | <i>Sap30</i>  | <i>G6pc</i>    | <i>Pfkfb4</i> |

|                |                |               |                 |                |                |
|----------------|----------------|---------------|-----------------|----------------|----------------|
| <i>B3gat1</i>  | <i>Fkbp4</i>   | <i>Mdh2</i>   | <i>Sdc1</i>     | <i>G6pc2</i>   | <i>Pgm2l1</i>  |
| <i>B3gat3</i>  | <i>Fut8</i>    | <i>Me1</i>    | <i>Sdc2</i>     | <i>Galm</i>    | <i>Pgp</i>     |
| <i>B3gnt3</i>  | <i>G6pdx</i>   | <i>Me2</i>    | <i>Sdc3</i>     | <i>Gapdh</i>   | <i>Pom121</i>  |
| <i>B4galt1</i> | <i>Gal3st1</i> | <i>Med24</i>  | <i>Sdhc</i>     | <i>Gck</i>     | <i>Ppp2ca</i>  |
| <i>B4galt2</i> | <i>Gale</i>    | <i>Mertk</i>  | <i>Slc16a3</i>  | <i>Gpi1</i>    | <i>Ppp2r1a</i> |
| <i>B4galt4</i> | <i>Galk1</i>   | <i>Met</i>    | <i>Slc25a10</i> | <i>Hk1</i>     | <i>Ppp2r1b</i> |
| <i>B4galt7</i> | <i>Galk2</i>   | <i>Mif</i>    | <i>Slc25a13</i> | <i>Hk3</i>     | <i>Ppp2r5d</i> |
| <i>Bik</i>     | <i>Gapdhs</i>  | <i>Miox</i>   | <i>Slc35a3</i>  | <i>Ldhal6b</i> | <i>Prkaca</i>  |
| <i>Bpnt1</i>   | <i>Gclc</i>    | <i>Mpi</i>    | <i>Slc37a4</i>  | <i>Ldhb</i>    | <i>Prkacb</i>  |
| <i>Cacna1h</i> | <i>Gfpt1</i>   | <i>Mxi1</i>   | <i>Sod1</i>     | <i>Pck1</i>    | <i>Rae1</i>    |
| <i>Capn5</i>   | <i>Gfus</i>    | <i>Nanp</i>   | <i>Sox9</i>     | <i>Pck2</i>    | <i>Ranbp2</i>  |
| <i>Casp6</i>   | <i>Glce</i>    | <i>Nasp</i>   | <i>Spag4</i>    | <i>Pdha1</i>   | <i>Sec13</i>   |
| <i>Cd44</i>    | <i>GlrX</i>    | <i>Ndst3</i>  | <i>Srd5a3</i>   | <i>Pdha2</i>   | <i>Seh1l</i>   |
| <i>Cdk1</i>    | <i>Gmppa</i>   | <i>Ndufv3</i> | <i>Stc1</i>     | <i>Pdhb</i>    | <i>Tpr</i>     |
| <i>Cenpa</i>   | <i>Gmppb</i>   | <i>Nol3</i>   | <i>Stc2</i>     | <i>Pfkl</i>    | <i>Slc2a1</i>  |
| <i>Chpf</i>    | <i>Gne</i>     | <i>Nsdhl</i>  | <i>Stmn1</i>    | <i>Pfkm</i>    | <i>Mpc1</i>    |
| <i>Chpf2</i>   | <i>Gnpda1</i>  | <i>Nt5e</i>   | <i>Taldo1</i>   | <i>Pgk2</i>    | <i>Mpc2</i>    |
| <i>Chst1</i>   | <i>Got1</i>    | <i>P4ha1</i>  | <i>Tff3</i>     | <i>Pgm1</i>    | <i>Slc2a2</i>  |
| <i>Chst12</i>  | <i>Got2</i>    | <i>P4ha2</i>  | <i>Tgfa</i>     | <i>Pklr</i>    | <i>Slc2a3</i>  |
| <i>Chst2</i>   | <i>Gpc1</i>    | <i>Pam</i>    | <i>Tgfbi</i>    | <i>Bid</i>     | <i>Slc2a4</i>  |
| <i>Chst4</i>   | <i>Gpc3</i>    | <i>Paxip1</i> | <i>Tktl1</i>    | <i>Cd4</i>     | <i>Slc2a5</i>  |
| <i>Chst5</i>   | <i>Gpc4</i>    | <i>Pcx</i>    | <i>Tpbg</i>     | <i>Pfkfb2</i>  | <i>Prkaa1</i>  |
| <i>Cldn3</i>   | <i>Gusb</i>    | <i>Pfkfb1</i> | <i>Tpst1</i>    | <i>Adpgk</i>   | <i>Trp53</i>   |

|               |               |              |               |               |              |
|---------------|---------------|--------------|---------------|---------------|--------------|
| <i>Cldn9</i>  | <i>Gys1</i>   | <i>Pfkip</i> | <i>Txn1</i>   | <i>Gckr</i>   | <i>Gpat3</i> |
| <i>Cln6</i>   | <i>Gys2</i>   | <i>Pgam1</i> | <i>Ugp2</i>   | <i>Gnpda2</i> | <i>Gpd1</i>  |
| <i>Cog2</i>   | <i>Hax1</i>   | <i>Pgam2</i> | <i>Vcan</i>   | <i>Ndc1</i>   | <i>Hif1a</i> |
| <i>Col5a1</i> | <i>Hdlbp</i>  | <i>Pgk1</i>  | <i>Vegfa</i>  | <i>Nup107</i> | <i>Pparg</i> |
| <i>Copb2</i>  | <i>Hk2</i>    | <i>Pgls</i>  | <i>Vldlr</i>  | <i>Nup133</i> |              |
| <i>Cth</i>    | <i>Hmmr</i>   | <i>Pgm2</i>  | <i>Xylt2</i>  | <i>Nup153</i> |              |
| <i>Cxcr4</i>  | <i>Homer1</i> | <i>Phka2</i> | <i>Zfp292</i> | <i>Nup155</i> |              |

## Uncropped Western blot images

### Supplementary Figure 1G

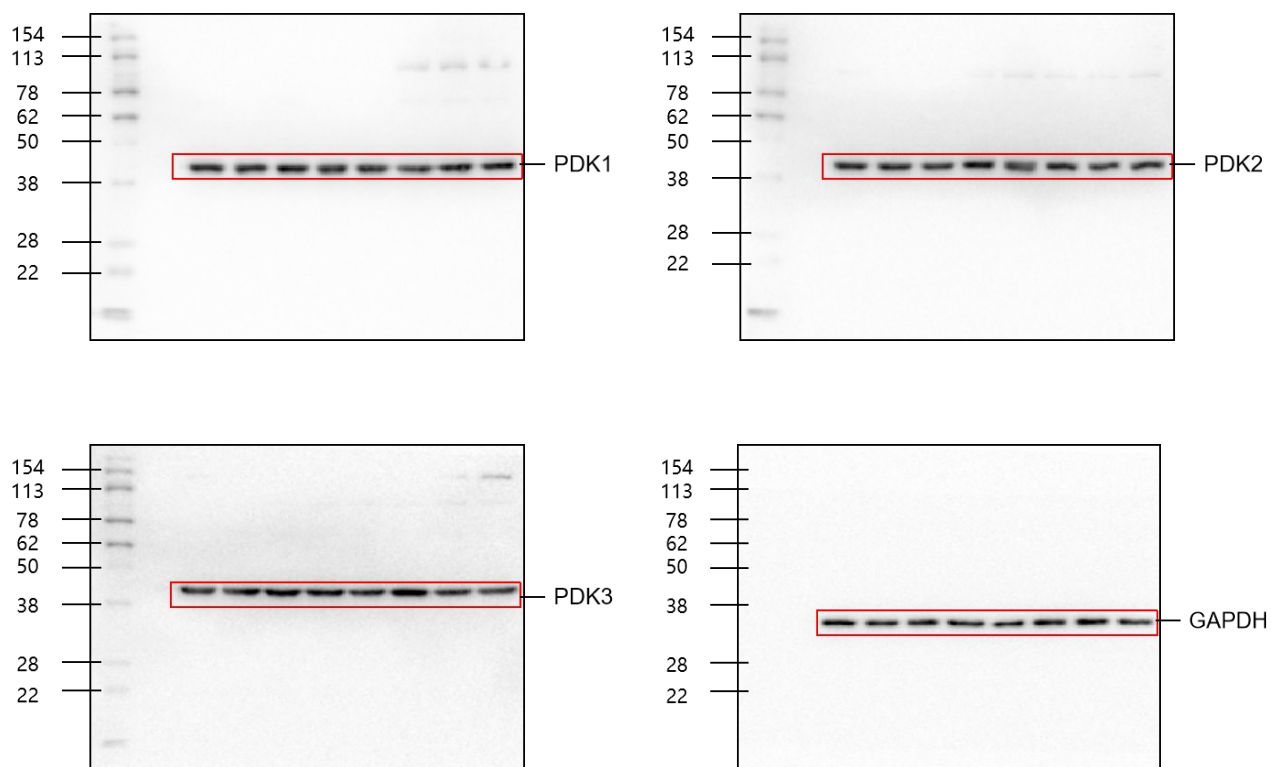

### Supplementary Figure 1H

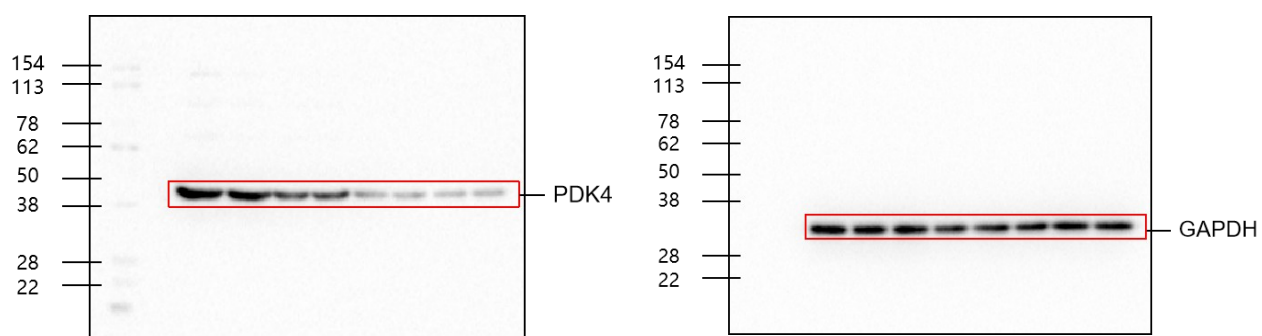

### Supplementary Figure 2C

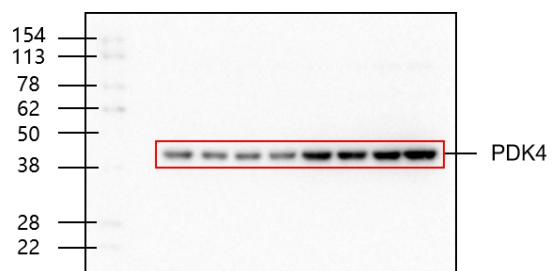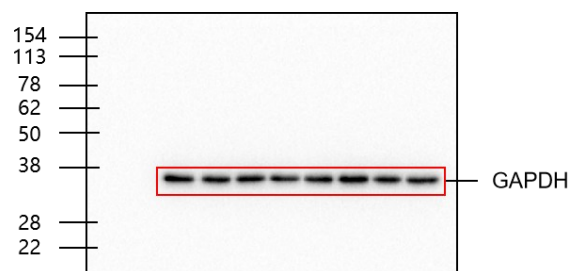

**Supplementary Figure 2E**

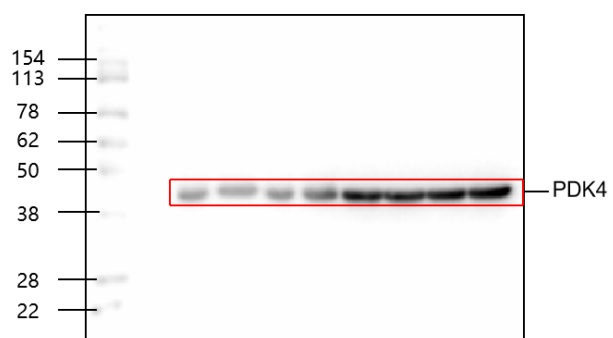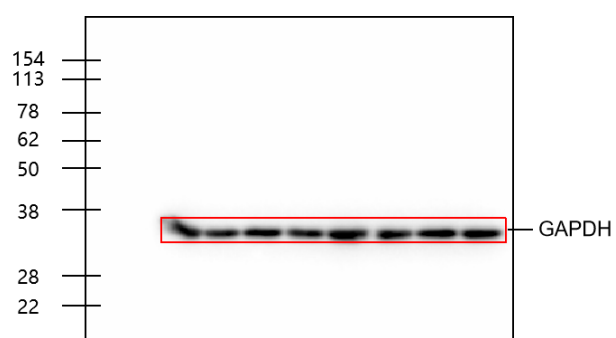

**Supplementary Figure 2H**

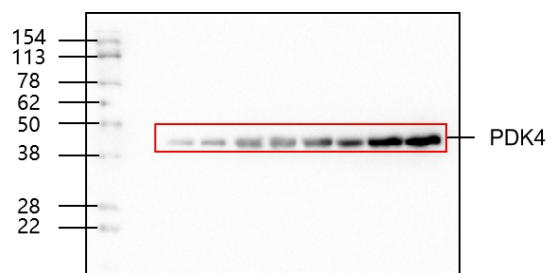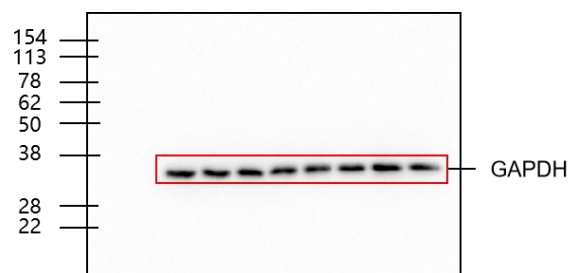

**Supplementary Figure 3C**

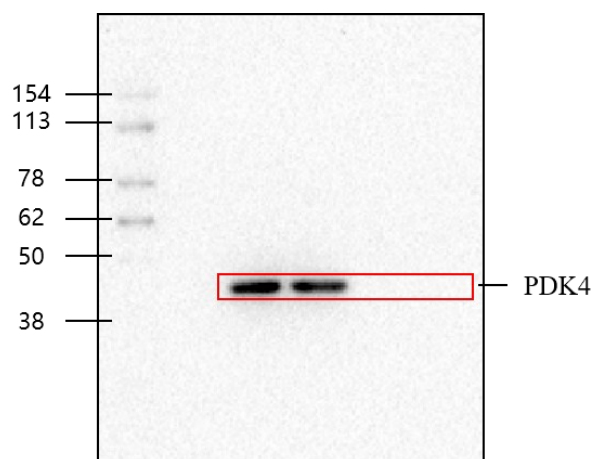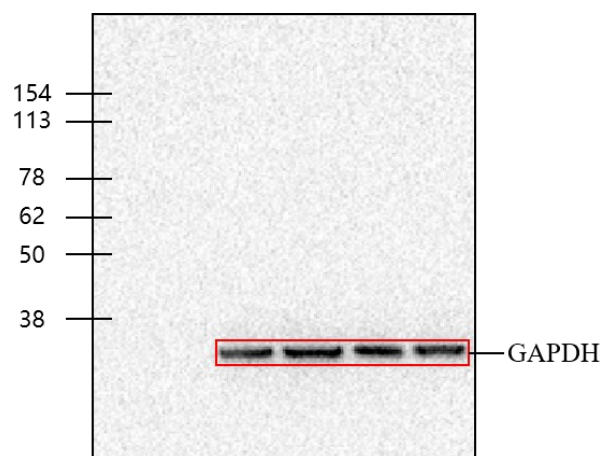

**Supplementary Figure 4B**

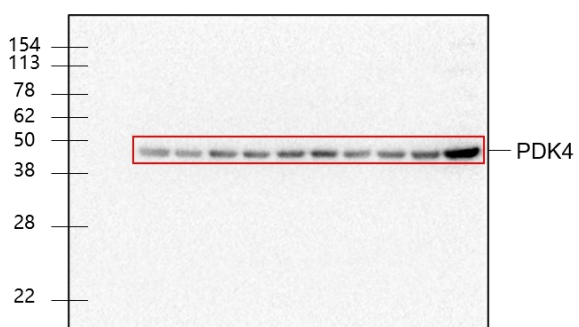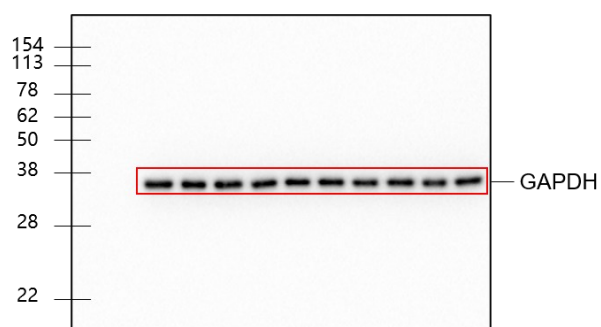

**Supplementary Figure 4D**

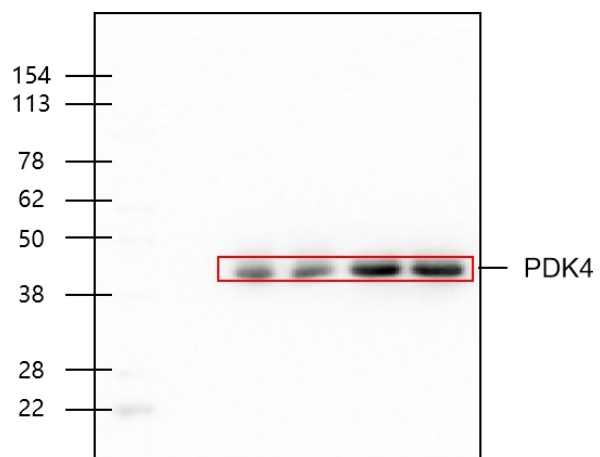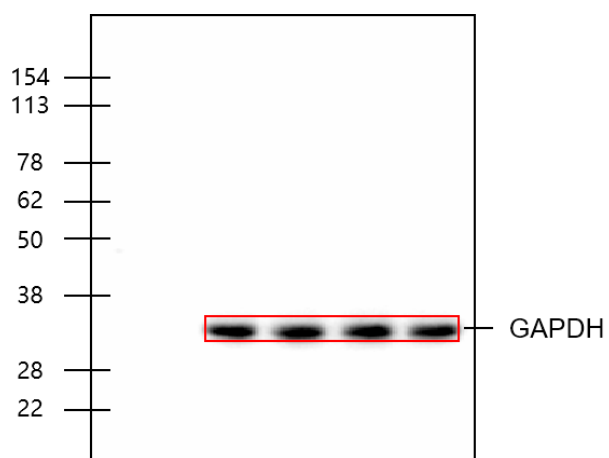

**Supplementary Figure 5J**

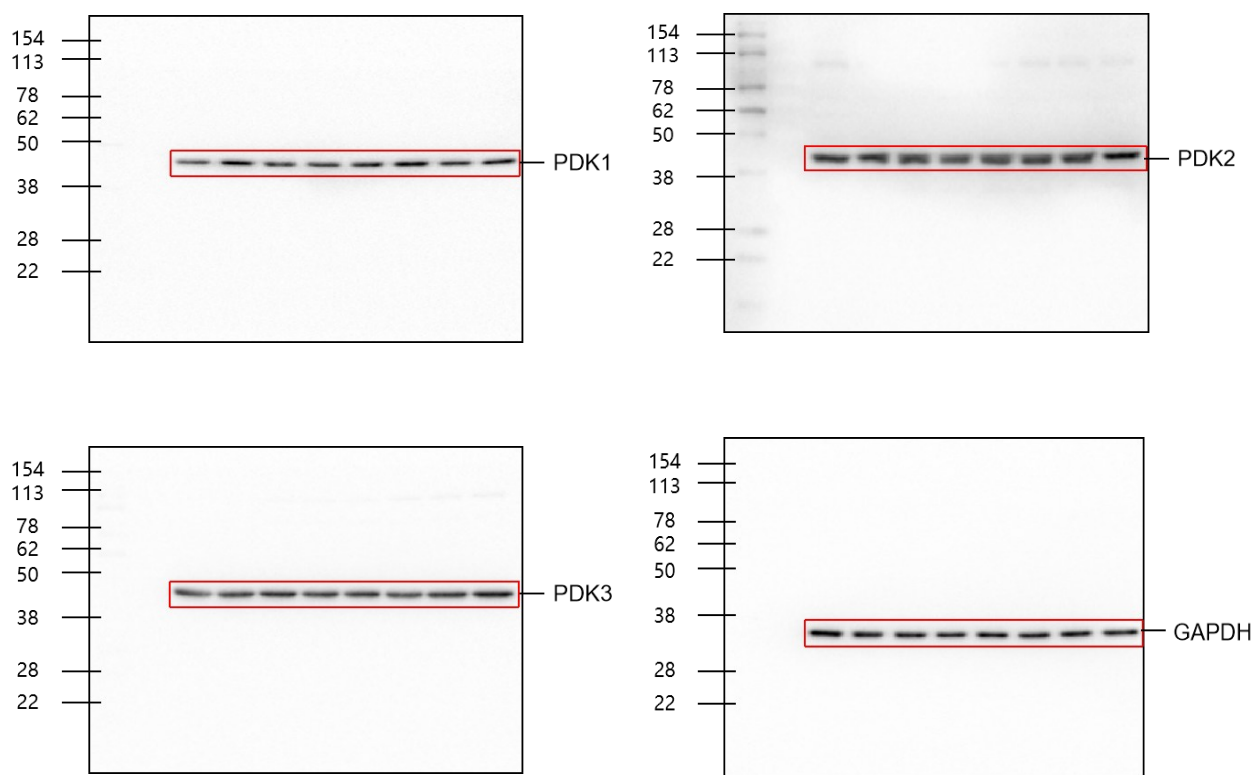

**Supplementary Figure 6G**

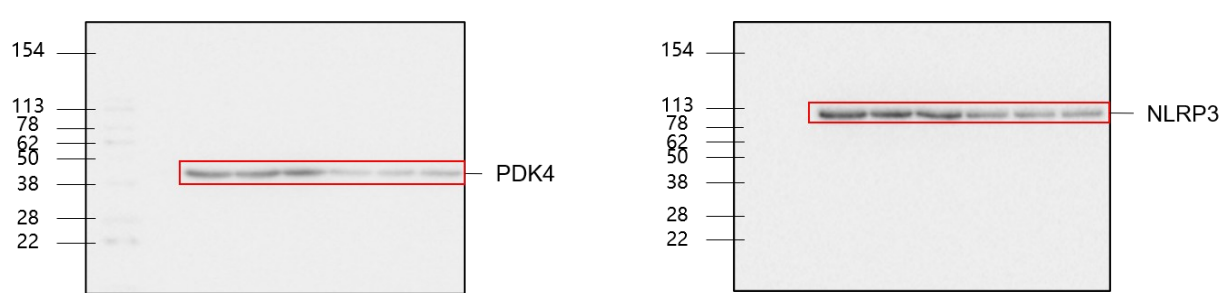

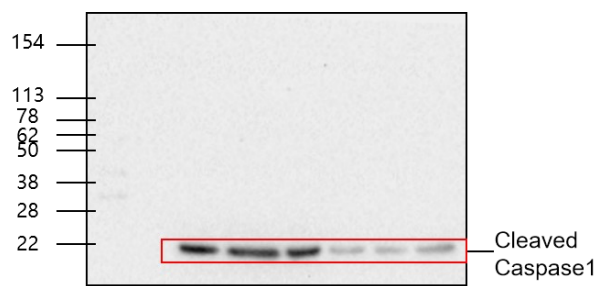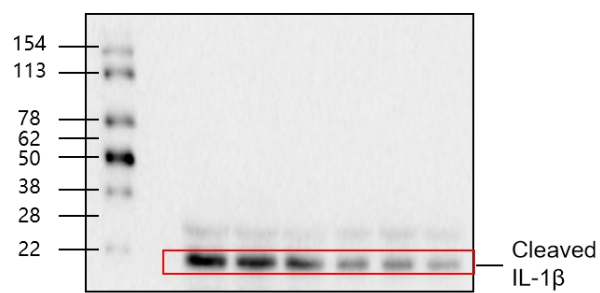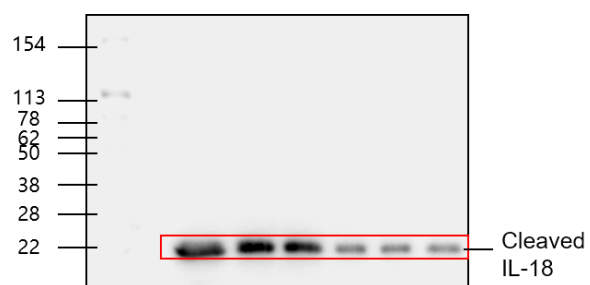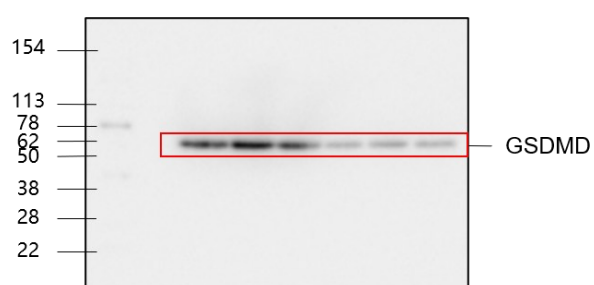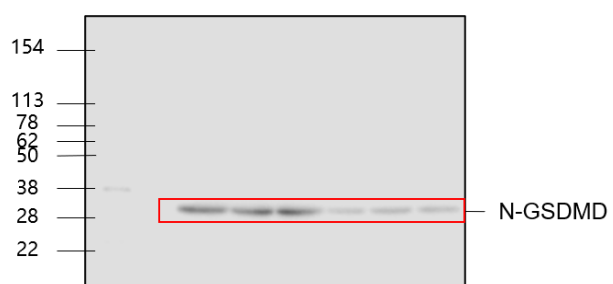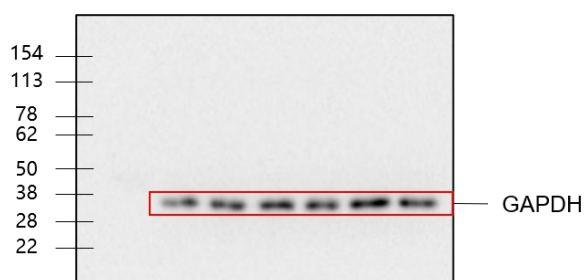

**Supplementary Figure 6H**

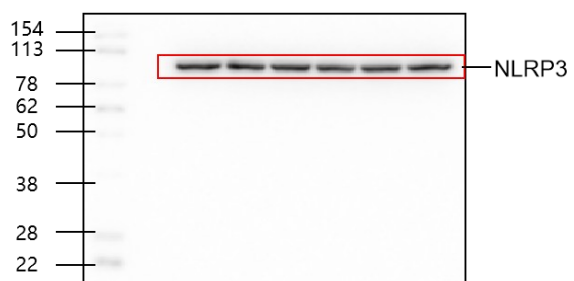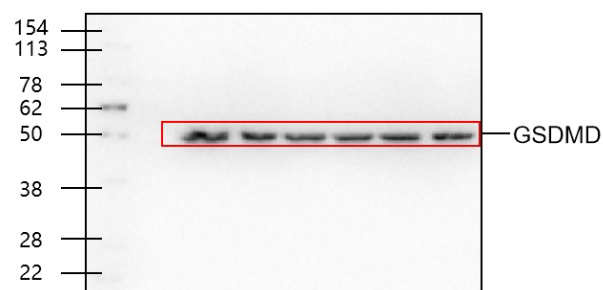

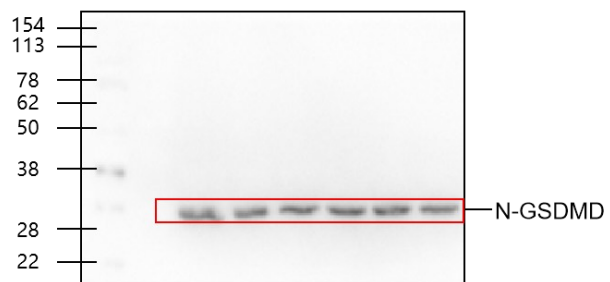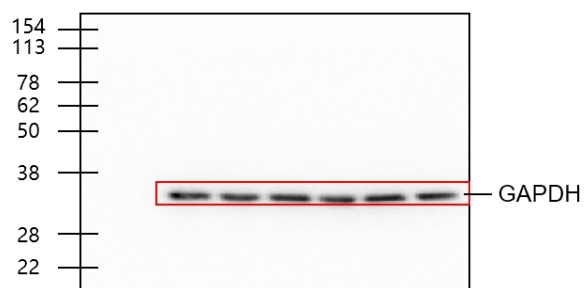

**Supplementary Figure 6I**

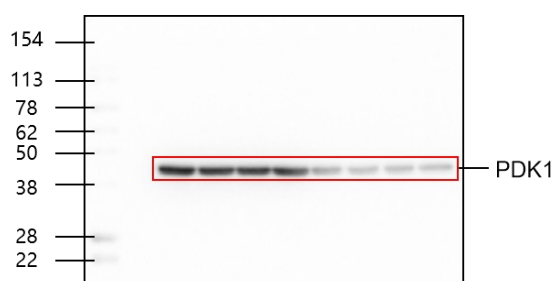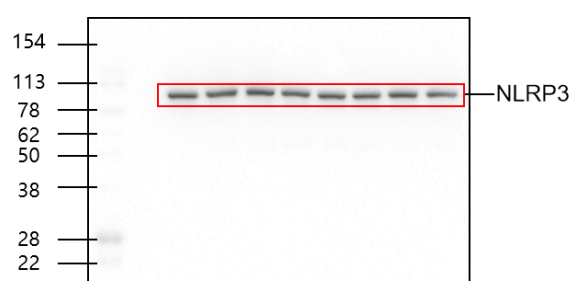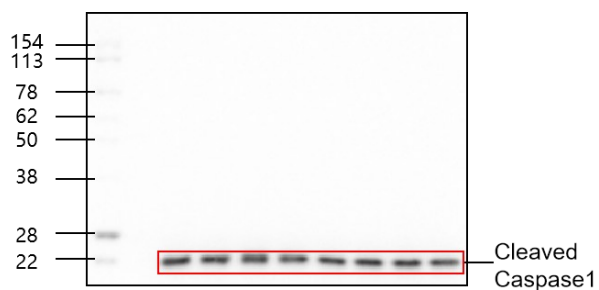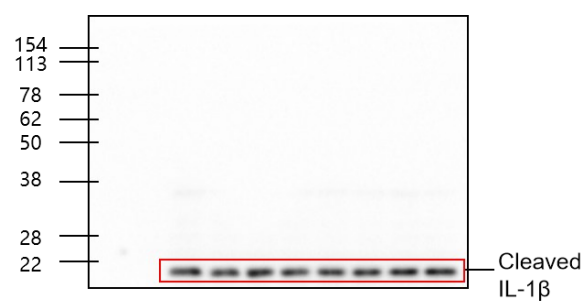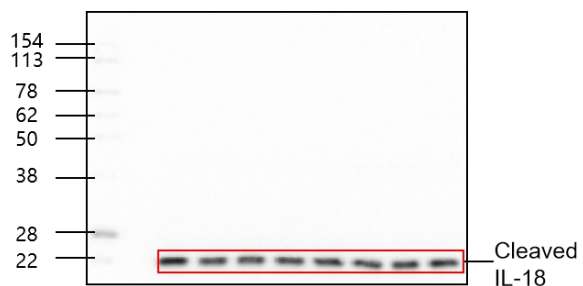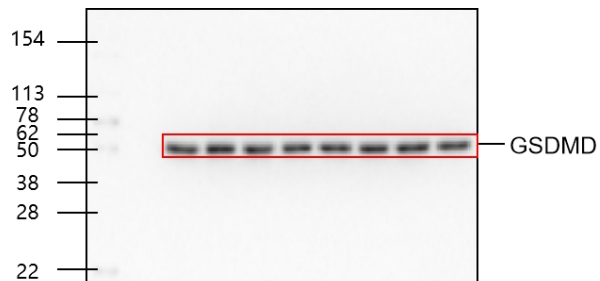

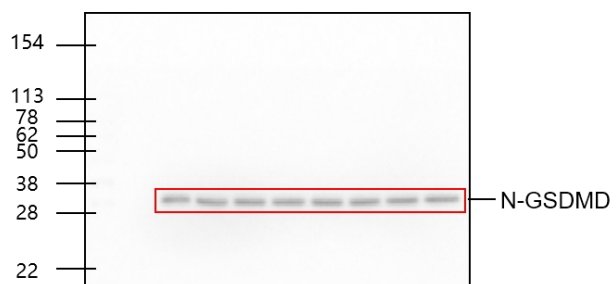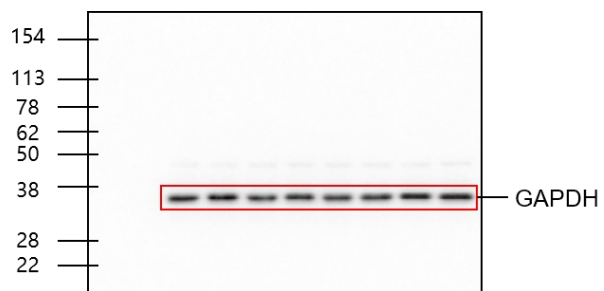

**Supplementary Figure 7A**

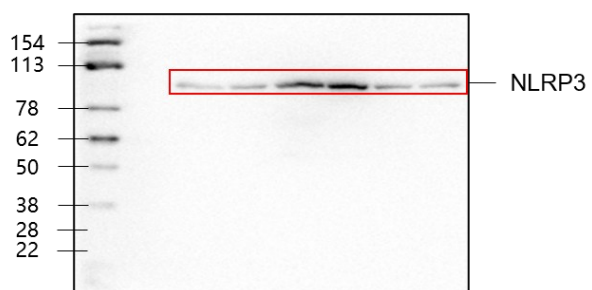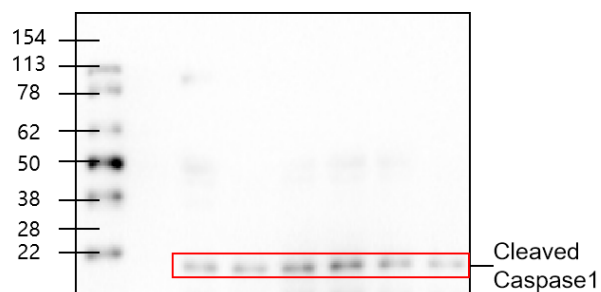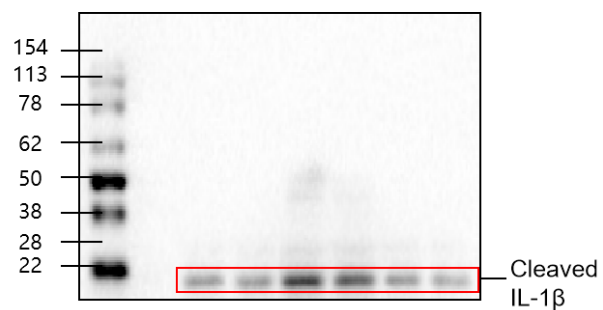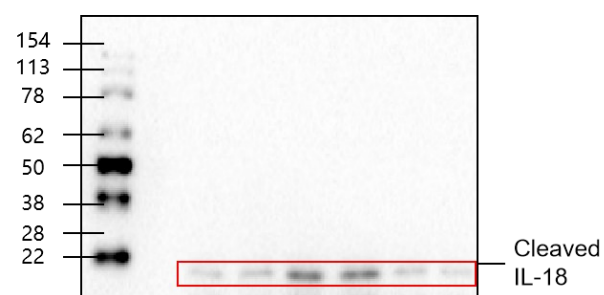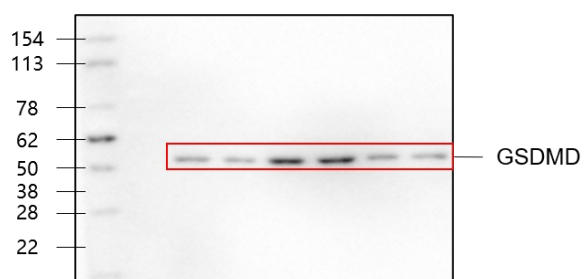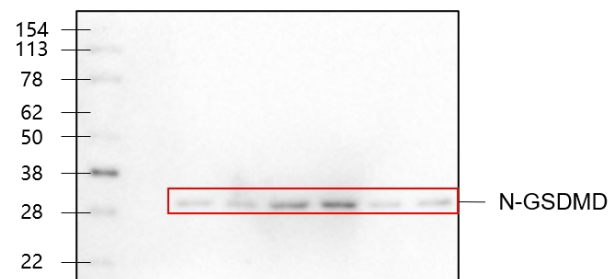

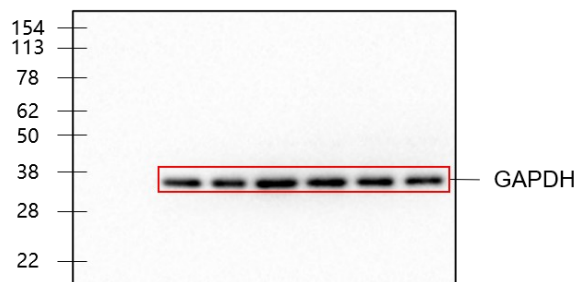

**Supplementary Figure 7B**

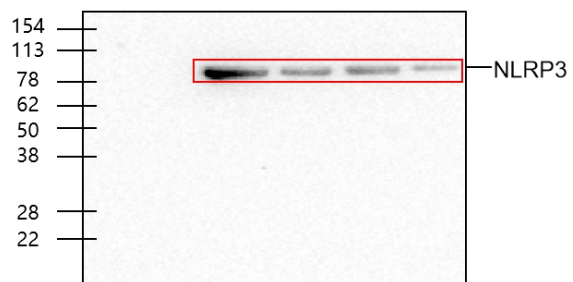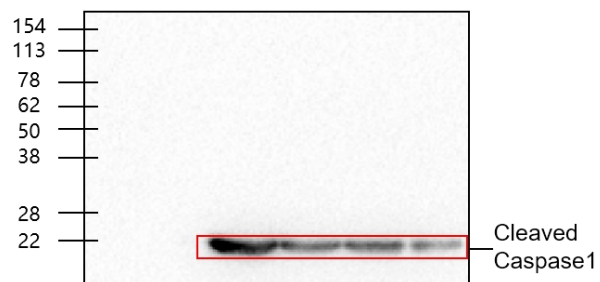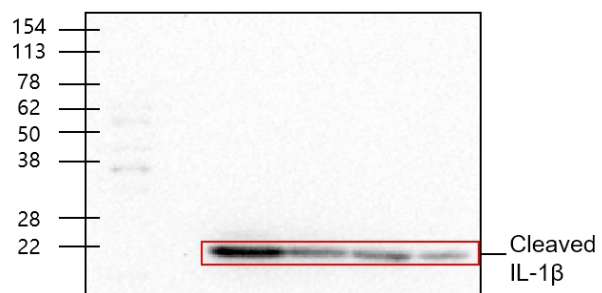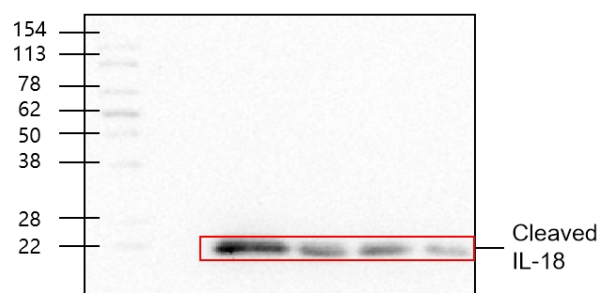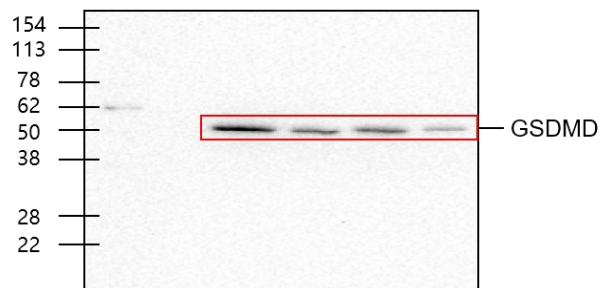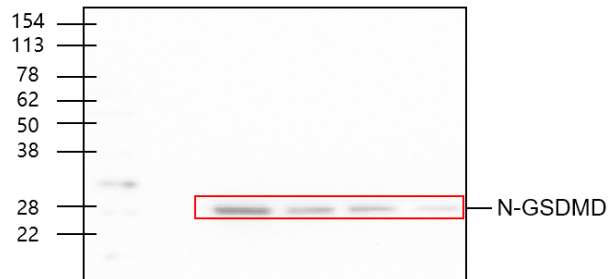

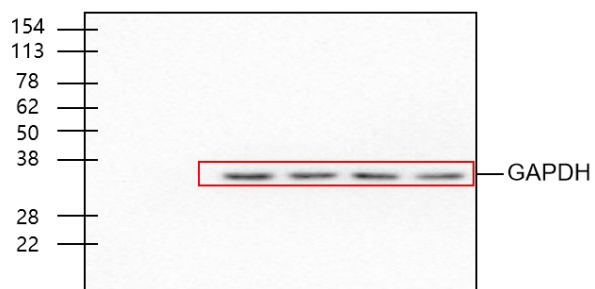

**Supplementary Figure 9F**

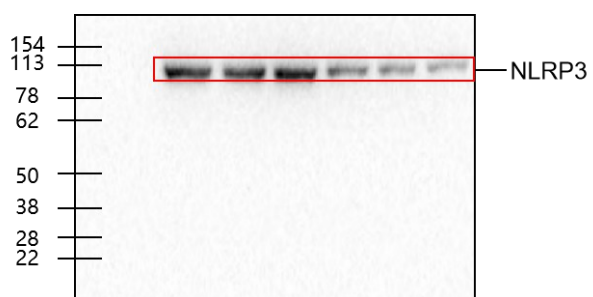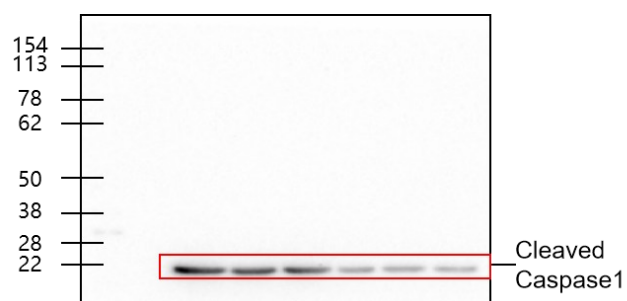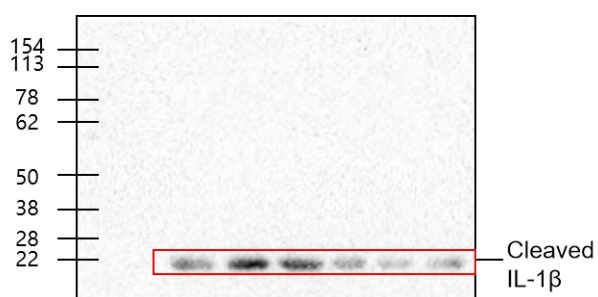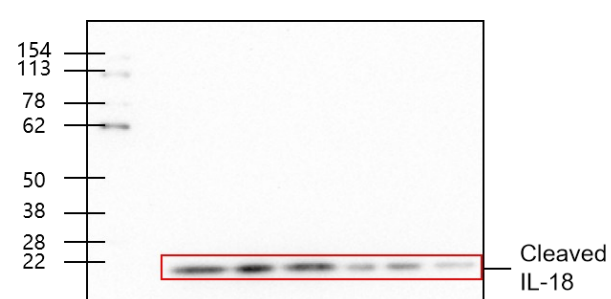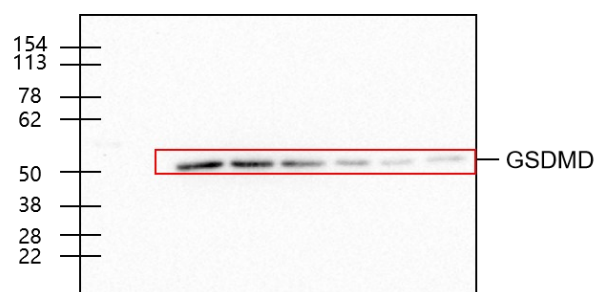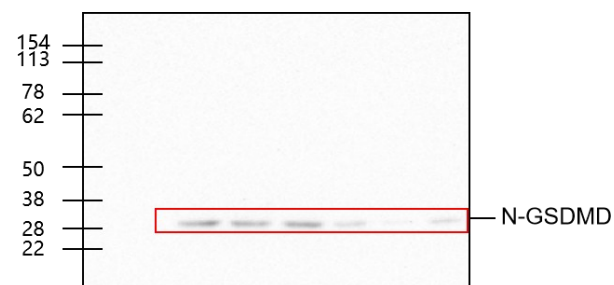

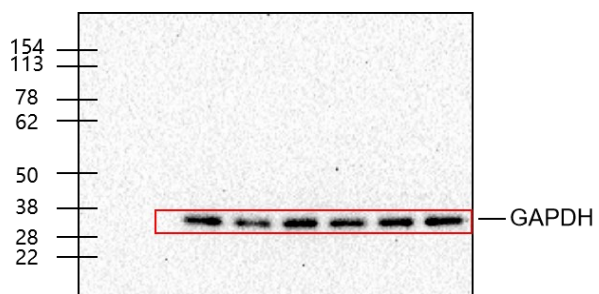

**Supplementary Figure 9J**

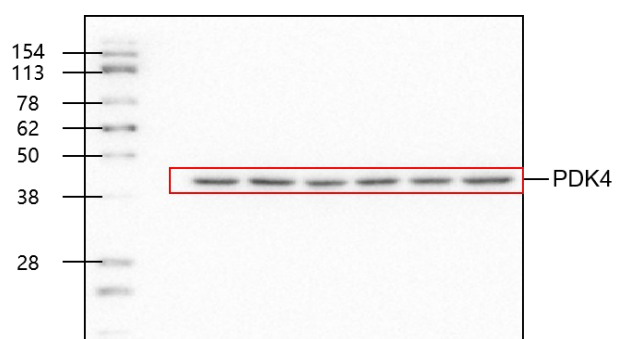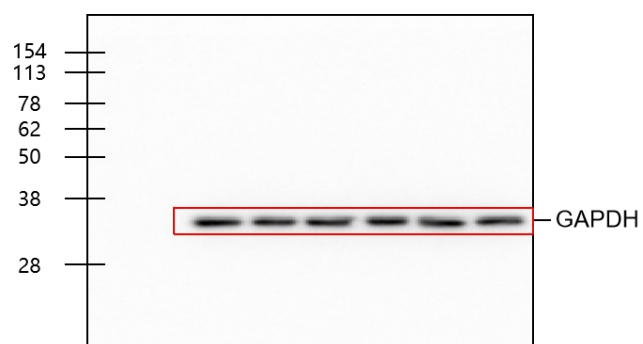

**Supplementary Figure 9K**

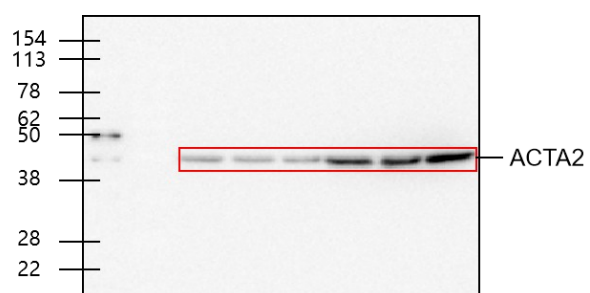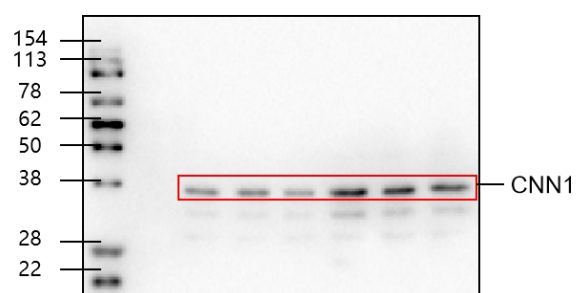

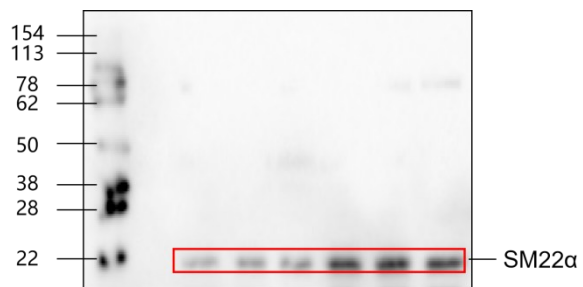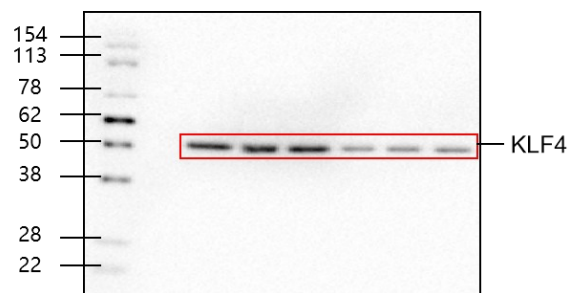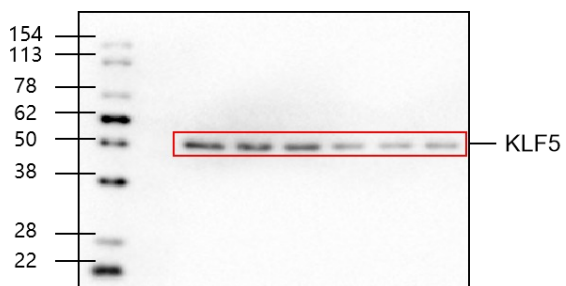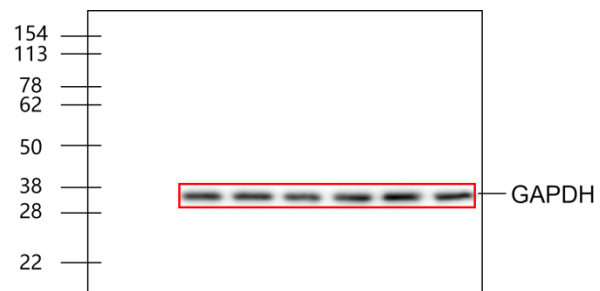

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: PDK4 drives abdominal aortic aneurysm by promoting smooth muscle cell metabolic reprogramming and NLRP3-mediated pyroptosis
**Source:** Nat Commun. 2026 Apr 11;17:5086. doi: 10.1038/s41467-026-71610-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | qPCR data were collected using a Light Cycler 480 real-time PCR instrument (Roche).<br>Western Blot images were acquired with a ChemiDoc XRS+ ultra-sensitive chemiluminescence gel imaging system (Bio-Rad).<br>Immunofluorescence images were captured on an LSM 980 fluorescence confocal microscope (Carl Zeiss).<br>Hematoxylin and Eosin and Verhoeff-van Gieson staining images were obtained using an Olympus BX63 digital camera microscope.<br>Ultrasonic imaging was performed with a Vevo 2100 ultrasound system.<br>ELISA assay results were measured by a Thermo Scientific microplate reader.<br>Oxygen consumption rate and Proton efflux rate measurements were acquired with Wave software (Agilent).<br>SNP genotyping sequencing was conducted on an ABI 3730xl sequencer. |
| Data analysis   | Western Blot and immunofluorescence images were analyzed using ImageJ (version 1.8.0).<br>Single-cell RNA sequencing data were processed with R (version 4.4.1) and RStudio.<br>Statistical analyses were performed with GraphPad Prism (version 9.0).<br>Oxygen consumption rate and Proton efflux rate measurements were analyzed using Wave software (Agilent).<br>SNP genotyping data analysis was performed with SnapGene (version 4.2.4).                                                                                                                                                                                                                                                                                                                                                |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE269546 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269546>] and GSE305105 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE305105>]. Previously published datasets analyzed in this manuscript are also available from GEO under accession code GSE239620 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239620>]. All data supporting the findings are included in the main text, the supplementary materials, or the Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Sex was considered in the study design through the inclusion of both male and female participants. All participants were human patients undergoing aortic procedures. The cohort included patients diagnosed with Abdominal Aortic Aneurysm (AAA) (abdominal aortic diameter  $\geq 55$  mm) and matched controls (adjacent non-aneurysmal aortic segments from the same patients) (n=8). Data on sex were not disaggregated in this study. The collected AAA dataset includes both male and female participants, but analyses were not stratified by sex. Sex-disaggregated individual-level data for all human participants have been provided in the Source Data file. Patient characteristics are reported in Supplementary Table 2.

### Reporting on race, ethnicity, or other socially relevant groupings

The present study did not incorporate race, ethnicity, or other socially-defined demographic categories in its design or analysis.

### Population characteristics

The mean age of the abdominal aortic aneurysm (AAA) group was  $63.5 \pm 4.504$  years. This cohort consisted of 7 male patients (87.5%), with a mean body mass index of  $25.03 \pm 1.061$  kg/m<sup>2</sup> and maximum aortic diameter of  $6.3 \pm 1.697$  cm. Comorbidities included hypertension (75.0%), smoking history (37.5%), hyperlipidemia (37.5%), and diabetes mellitus (12.5%). Patient characteristics are reported in Table 1.

### Recruitment

Human aortic samples were collected from the Nanfang Hospital of Southern Medical University using protocols approved by the hospital's institutional review board. Human AAA samples were obtained from patients diagnosed with AAA according to the 2022 ACC/AHA Guidelines for the Diagnosis and Management of Aortic Diseases and who underwent aortic repair, with an abdominal aortic diameter  $\geq 55$  mm. Control aortic samples were collected from adjacent non-aneurysmal segments of the same patient.

### Ethics oversight

All human samples were used with the approval of the Ethical Committee of Nanfang Hospital (approval number: NFEC-2023-476), and written informed consent was obtained from all participants. Participants were not compensated for the use of discarded tissue samples or clinical data. Participant sex was determined based on self-report.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculation was performed. Experimental group sizes were determined based on established literature references and observed variability from prior laboratory studies. Total sample numbers (n) for all experimental groups, including in vivo and in vitro investigations, are detailed in respective figure legends.

### Data exclusions

Mice that died from aortic rupture were not included in the aortic diameter measurements but were considered in the analysis of AAA incidence. Mice that died from aortic rupture were not included in the subsequent statistical analyses of aortic diameter, serum analysis, elastin degradation.

### Replication

Experimental reproducibility was confirmed through multiple independent replicates, as indicated by sample size (n) values throughout

|               |                                                                                                                                                                                                                                                                                                                                            |
|---------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | figures.                                                                                                                                                                                                                                                                                                                                   |
| Randomization | Randomization protocols were implemented for experimental cohort assignment.                                                                                                                                                                                                                                                               |
| Blinding      | For all animal and cell studies, investigators were blinded to group assignments during data collection and analysis, with sample processing order randomized. Blinding was not feasible during acquisition of human aortic tissues and clinical data as group allocation required consideration of inherent pathological characteristics. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Western blot:

PDK4 (1:2000 dilution, 12949-1-AP, ProteinTech), PDK1 (1:1000 dilution; 18262-1-AP), PDK2 (1:500 dilution; 15647-1-AP), PDK3 (1:500 dilution; 12215-1-AP), ACTA2 (1:20,000 dilution, 67735-1-Ig, ProteinTech), CNN1 (1:2000 dilution, 24855-1-AP, ProteinTech), SM22 $\alpha$  (1:5000 dilution, 10493-1-AP, ProteinTech), Alpha Tubulin (1:20000 dilution, 66031-1-Ig, ProteinTech), TXNIP (1:500 dilution, 18243-1-AP, ProteinTech), TRX (1:1000 dilution, 14999-1-AP, ProteinTech), KLF4 (1:1000 dilution, ab215036, Abcam), KLF5 (1:500 dilution, ab137676, Abcam), GAPDH (1:500 dilution, ab8245, Abcam), NLRP3 (1:100 dilution, ab263899, Abcam), p-PDHE1 $\alpha$  (1:1000 dilution, ab177461, Abcam), PDHE1 $\alpha$  (1:1000 dilution, ab168379, Abcam), Cleaved Caspase1 (1:1000 dilution, #89332, Cell Signaling Technology), Cleaved IL-1 $\beta$  (1:1000 dilution, #63124, Cell Signaling Technology), GSDMD (1:1000 dilution, #39754, Cell Signaling Technology), N-GSDMD (1:1000 dilution, #10137, Cell Signaling Technology), Cleaved IL-18 (1:1000 dilution, A24057, Abclonal).

#### Immunofluorescence:

PDK4 (1:50 dilution, 12949-1-AP, ProteinTech), ACTA2 (1:100 dilution, 67735-1-Ig, ProteinTech), CNN1 (1:50 dilution, 24855-1-AP, ProteinTech), SM22 $\alpha$  (1:200 dilution, 10493-1-AP, ProteinTech), NLRP3 (1:200 dilution, 30109-1-AP, ProteinTech), GSDMD (1:50 dilution, 20770-1-AP, ProteinTech).

#### Immunoprecipitation:

TXNIP (18243-1-AP, Proteintech), Rabbit IgG isotype control (30000-0-AP, Proteintech)

### Validation

All antibodies were commercially sourced and manufacturer-validated.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Human aortic smooth muscle cells (HASMCs) were acquired from Procell (CP-H081). Human umbilical vein endothelial cells (HUVECs) and AC16 cells were acquired from Cell Bank of the Chinese Academy of Sciences (PSC-01; SCSP-555).

### Authentication

Cell line identities were routinely verified through Western blot and immunofluorescence marker analysis.

### Mycoplasma contamination

All cell lines were confirmed mycoplasma-negative.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were employed.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

To generate PDK4 conditional knockout mice, we purchased PDK4-flox (Pdk4fl/fl) mice from Cyagen Biosciences (Suzhou, China)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | which contain loxP sites flanking exons 4, 5, and 6 of PDK4. Two gRNAs (gRNA1: 5'-CTAGATAGAAATTGTCACAT-3'; gRNA2: 5'-CCTTCTCACAATGTTATCCA-3') were synthesized and inserted into a gRNA expression vector. This vector was then combined with Cas9 mRNA and single-stranded donor DNAs and microinjected into zygotes from C57BL/6J mice. PCR was used to confirm the successful introduction of the two loxP inserts into the target sites in the founder mice. These founders were subsequently bred with heterozygous Pdk4fl <sup>+</sup> /− mice to produce homozygous Pdk4fl/fl mice. Myh11-Cre mice [B6.FVB-Tg (Myh11-icre/ERT2)1Soff/J; stock no. 019079] were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Myh11-Cre/Pdk4fl/fl (Pdk4SMKO) mice were generated by crossbreeding Pdk4fl/fl mice with Myh11-Cre mice. To induce the cre-expression, Myh11-Cre/Pdk4fl/fl mice and Pdk4fl/fl control mice were administrated intraperitoneally with tamoxifen (T5648, Sigma-Aldrich) at a dose of 75mg/kg/day for 5 consecutive days. All mice were maintained under a 12-hour light/dark cycle at 23 °C and 50-70% relative humidity. Detailed information on the animal experiments is provided in Supplementary Table 4. |
| Wild animals            | No wild animals were utilized in this research.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | The study employed male C57BL/6 mice aged 8 weeks. The Myh11-Cre mice [B6.FVB-Tg (Myh11-icre/ERT2)1Soff/J; stock no. 019079] were purchased from Jackson Laboratory (Bar Harbor, ME, USA). In this strain, the Myh11-Cre transgene is a Y-linked inheritance pattern. This Mendelian transmission mechanism ensures that Cre recombinase expression is strictly limited to XY male offspring, as females (XX constitution) inherently lack the Y chromosome required for transgene transmission. Consequently, our vascular smooth muscle cells specific PDK4 knockout model (Pdk4SMKO) exclusively manifests in male cohorts.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | This study did not employ field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All animal protocols were approved by the Animal Research policies of the Southern Medical University Committee in Nanfang Hospital (approval number NFYY-2021-1260) and followed the Guide for the Care and Use of Laboratory Animals of the National Institute of Health in China.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

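Smooth muscle cells from the abdominal aortas of *Pdk4* fl/fl and *Pdk4* SMKO mice (MASMCs), treated with Ang II, were sequenced in 6 libraries, 3 per genotype. The dose of 1 μM and the time of 48 h are those the paper gives, while the sample labels name Ang II alone. The paper names one library kit (NEBNext Ultra) and the labels another (SMARTER). The authors deposited counts, whole numbers of reads per gene, without normalization, in 1 table with a column per library. The paper's text does not name the aligner, the counting program, the genome build or the use of strand. The identifiers are those of Ensembl's annotation of the C57BL/6NJ strain assembly, except for 625 genes outside that annotation. Of the 41721 genes, 24025 had at least 1 count and 11312 had no gene name. Samples were grouped by the genotype in their labels.

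The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr, normalized by TMM and tested with its quasi-likelihood test on genotype alone, with Benjamini-Hochberg adjustment over the 14085 genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. The paper's methods give a p under 0.05, a fold change of at least 2 and Benjamini-Hochberg correction, without saying whether the limit of 0.05 applies to the corrected p. With an unadjusted p under 0.05 in its place, 3745 genes were lower and 4631 higher. CPM values are counts scaled to a common library total with the TMM factors. A count of 3 was taken as the floor, and where every library of a genotype was at or under it, the fold is given as a bound against that floor. The floors cover counting error alone. Beside the fitted values, each named gene was compared by an exact two-sided permutation test, which cannot give a p under 0.1 with 3 cultures against 3.

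The rule for named genes was set before the data were examined. It takes in *Pdk4*, the 23 genes of Fig. S6F, the genes whose mRNA the paper names as measured in MASMCs or aortas, the other *Pdk* isoforms, *Txnip* and *Txn1*, the genes of 6 lists of cell markers, *Xist* and genes of the Y chromosome, and the 3 genes with the most negative and the 3 with the most positive log2 fold change. For these last 6, an adjusted p under 0.05, a mean of at least 10 CPM in the higher genotype, no overlap between the genotypes and a protein-coding biotype were required. Outside this rule, *Actb*, *Hspa1b*, *Tsix*, *Stc2*, *Gpc3*, *Gm17056* and the ribosomal protein genes were chosen after the values were seen. *Pgk1* carries no name in the table and was taken from the row whose description names it. The table holds no row for *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*, nor for 9 of the mitochondrial genes that the paper measured. The row named *mt-Nd6* lies on chromosome 4 (82625944 to 82626462), so its 0 counts are not a measurement of the mitochondrial gene.

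Gene symbols were paired with Entrez identifiers through a table of the GRCm38.p6 assembly, used for names alone, since the counts belong to another assembly. Of the 30409 named rows, 24685 matched by symbol and 737 by an older symbol. Reactome pathways came from fgsea 1.28.0. Over-representation among the lower genes was tested with a one-sided Fisher's exact test against the tested genes that belong to a Reactome pathway. Sets were tested with limma's camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2. Of the 558 symbols in Supplementary Table 5, 501 were found in the table. The KEGG lists and the authors' own lists of differentially expressed genes were not used here.

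The fits were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed. The edgeR fit recovered 183 of the 192 changed genes that passed the filter and called 4 unchanged genes among the 13714 tested. It called 0 genes when none was changed. DESeq2 recovered 182 and called 5 unchanged genes. With 200 genes changed, the simulation is unlike these libraries, where 8349 of the 14085 genes tested were past the threshold. It therefore does not test the scaling or the calls where most genes differ.

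Alternatives set before the data were examined were RLE, upper-quartile and library-size scaling, DESeq2 in place of edgeR, no filter or at least 10 counts in every library, other thresholds, protein-coding genes alone, the replicate number as a block, leaving out each library in turn, fry or an estimated correlation for the sets, and another threshold or background for the pathways. The ratio to *Actb*, the reference gene of the paper's RT-qPCR, was added after the values were seen. RNA sequencing of cells with *PDK4* overexpression was not analysed here.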

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

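The tests of other splits, of mislabelled libraries and of cell type, and the reading of the tests for the ribosomal protein genes, were chosen after the result was seen. For the number of genes past the threshold, the tests of library size, of abundant genes and of gene length were chosen before their results were seen. Each signal below is higher in one genotype than in the other and concerns mostly genes outside those that the paper discusses. *Cxcl2*, 1 of the 16 genes with at most 3 counts in every *Pdk4* SMKO library, is drawn in Fig. S6F. *Stc2* and *Gpc3*, among the 68 with at most 3 in every *Pdk4* fl/fl library, are listed in Supplementary Table 5. The genes past the threshold include all 21 tested genes of Fig. S6F.

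In *Pdk4* SMKO cultures, 68 genes had at least 10 CPM in each library while no *Pdk4* fl/fl library held more than 3 counts of them. The reverse held for 16 genes. Among the 10 splits of the 6 libraries into 3 and 3, only the real one, 1 of 10, gave as many such genes, and every other split gave 0. The same was true of the 8349 genes past the threshold, since 1 of the 10 splits, the real one, gave as many and the other splits gave 0. With 10 splits this share cannot fall under 0.1. Several technical explanations were argued against by the tables. With every library thinned to the smallest total, 8287 genes were past the threshold. Without the 100 most abundant genes the number was 8237, and with each library's trend on gene length removed it was 8278. Correlations of log2 CPM were at least 0.981 between libraries of one genotype and at most 0.748 between genotypes, an order that a single swapped library would break, and *Pdk4* was lower in 3 of 3 *Pdk4* SMKO libraries. Variation between single cultures was measured within each genotype, where correlations of at least 0.981 argue against it as the source of the difference. What stays open is a difference shared by all cultures or library batches of one genotype. The first principal component held 93.2% of the variance and separated the genotypes, so it cannot tell such a shared difference from the genotype. An effect of *Pdk4* itself also stays open and was not tested apart from such a shared difference.

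*Xist*, the RNA that coats the inactive X chromosome of female cells (chromosome X from 103072506 to 103094731), had 3, 4 and 5 counts in the *Pdk4* fl/fl libraries and 610, 347 and 321 in the *Pdk4* SMKO libraries. The lowest *Pdk4* SMKO library held 15.7 CPM and the highest *Pdk4* fl/fl library 0.378. The paper states that its mice were male and that the Cre transgene is Y-linked. Cells from female mice in the *Pdk4* SMKO cultures are a candidate explanation, but it was raised by this difference of 15.7 against 0.378 CPM, which therefore does not test it. *Tsix*, which overlaps *Xist* and was looked up after these values were seen, had 0 counts in all 6 libraries. The table holds no gene of the Y chromosome, so the presence of male cells could not be checked. The sex of the mice behind each culture is not in the labels, and neither sex nor another biological explanation was tested.

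Of the 8 genes in a list of macrophage markers, 7 carry their name in the table and 6 were tested. Past the threshold, 5 were higher in *Pdk4* SMKO cells and 1, *Cd68*, was lower. It is also the gene of this list that *Pdk4* fl/fl cells hold above 3 counts in each library, and no gene of the list belongs to another list or to Fig. S6F. *C1qa*, *C1qb*, *Adgre1* and *Tyrobp* had 0 counts in the *Pdk4* fl/fl libraries, so their folds are bounds, from 4.81-fold for *Tyrobp* to 21.9-fold for *C1qb*. Both depend on *Pdk4* SMKO replicate 1, without which the bounds are 2.88-fold and 13.9-fold. The median log2 fold change of the list is 3.30 with such genes at their bound. The summed level of the list was not higher in *Pdk4* SMKO cells, at 30.5, 13.5 and 9.71 CPM against 31.4 on average in *Pdk4* fl/fl cells, and the number of higher genes was put in its place after this sum was seen. *Lyz2*, an abundant macrophage transcript found in 2 unnamed rows, had 88.2, 32.8 and 28.3 CPM in the *Pdk4* SMKO libraries and at most 0.549 in a *Pdk4* fl/fl library. The median ratio of *Pdk4* SMKO replicate 1 to the other *Pdk4* SMKO libraries for this list (log2 1.07) lay at percentile 99.96 among 10000 random lists of genes of like abundance, so its genes varied together. A small share of macrophages in the *Pdk4* SMKO cultures is therefore a candidate explanation. The test is not specific to macrophages, since a list of proliferation markers lay at percentile 100.

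In a list of 8 mesothelial markers, 7 genes were tested and all 7 were higher in *Pdk4* SMKO cells, under each scaling tried, with a median log2 fold change of 5.31. The remaining gene, *Krt8*, did not pass the filter on low counts. It had 15, 4 and 7 counts in the *Pdk4* SMKO libraries and 4, 1 and 3 in the *Pdk4* fl/fl libraries, so that the genotypes overlapped (exact two-sided permutation test, p = 0.3), and it does not follow the others. Of these 8 genes, 3 had more than 3 counts in every *Pdk4* fl/fl library, and none is in another list. The most abundant was *Msln*, at 410.0 ± 174 CPM (SD, n = 3) in *Pdk4* SMKO cells against 6.43 ± 1.31 (SD, n = 3), followed by *Krt19* at 279 against 79.2. *Upk1b* was at least 1108-fold higher. The summed level of the list was 1325, 723 and 829 CPM in the *Pdk4* SMKO libraries and 86.8 on average in *Pdk4* fl/fl cells. The median ratio of *Pdk4* SMKO replicate 1 to the other *Pdk4* SMKO libraries lay at percentile 100 of the random lists. Mesothelial cells in the *Pdk4* SMKO cultures are a candidate explanation, which the low counts of *Krt8* go against. A change of these genes within the smooth muscle cells stays open and was not tested.

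Of 70 ribosomal protein genes tested, chosen after the pathway result was seen, 67 were lower past the threshold and 1 was higher, with a median log2 fold change of -2.10 that lay between -2.13 and -1.49 under the other scalings. Reads of these genes may be shared with their pseudogenes. Their median length was 1582 bases against 3670 for all tested genes. With each library's trend on gene length removed, their median stayed at -1.88 and 64 of them were lower past the threshold, which argues against length as the whole cause. Among 1000 random lists of other genes of like length and abundance, the middle median was -1.52, and 1 list was as low as the ribosomal protein genes. These lists were first drawn with other rows described as ribosomal proteins among the candidates and were redrawn without them once that result was seen. A single criterion, set before the test, had joined length and matched lists, and it was divided into separate tests after both values were seen. Under that joint criterion the explanation failed with the first lists and held with the redrawn ones, so its reading turned on which genes the lists could hold. A fall shared by short, abundant genes is a candidate explanation for much of the difference, and its source was not tested. The paper and the labels name different library kits without saying that they differ between genotypes.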

How the results depend on the processing

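The number of genes past the threshold, 8349 in the reported fit, lay between 5950 of 11301 tested (at least 10 counts in every library) and 10053 of 24025 (no filter) under the scalings, filters, tools and designs tried. None of the genes called both in the reported fit and in one of these alternatives changed direction. It lay between 8448 and 8589 in the 6 fits that each left out 1 library. Scaling by library size alone called 2390 lower genes in place of 3733 and 6184 higher genes in place of 4616, so that 27.9% of the calls were lower in place of 44.7%. The median log2 fold change of all tested genes was 0.12 with TMM, 0.09 with RLE, 0.33 with upper-quartile factors and 0.72 with library size alone, so fold changes depend on the scaling by these amounts. Requiring a log2 fold change of at least 2 left 1765 lower and 2645 higher genes, 4410 in total, by construction. DESeq2 called 8264 genes, and 98.2% of the genes in the reported fit were among them.

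All of the Fig. S6F genes tested under each of these alternatives stayed lower and past the threshold, from 18 genes with at least 10 counts in every library to 23 with no filter, and their median log2 fold change lay between -3.23 and -2.49. Low counts limit *Nlrp3* and *Aim2*, each of which was tested without the filter and in 4 of the 6 fits that left out 1 library.

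The set tests depended on the method more than on the libraries. With fry, 7 sets were lower and 5 higher, against 2 and 1 with camera, and with an estimated correlation 0 were lower and 0 higher. With library size alone 1 set was lower and 0 higher, and with at least 10 counts in every library 0 were lower. Between 1 and 2 sets were lower in the 6 fits that each left out 1 library, with chemokine receptor binding lost (adjusted p = 0.0644) without *Pdk4* fl/fl replicate 3. With fry, adjusted p was 3.1e-05 for pyroptosis, 0.00252 for cytokine signaling and 0.00207 for NLR signaling, all lower, while for the inflammasomes (adjusted p = 0.0261) the direction was reversed to higher. The cause was not tested. The number of pathways over-represented among the lower genes was 41 at a log2 fold change of -2 or less. It lay between 44 (without *Pdk4* fl/fl replicate 3) and 120 in the fits that each left out 1 library, and was 48 without *Pdk4* SMKO replicate 2.

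Among named genes, some of the smallest fold changes were reversed. *Pdk3* (-0.03) was 0.19 with upper-quartile factors, 0.59 with library size alone, 0.021 with no filter, 0.071 with at least 10 counts in every library, and between -0.25 and 0.17 with 1 library left out. With 1 library left out *Irf7* lay between -0.34 and 0.38, and *Pi16* between -0.56 and 0.057. With library size alone the log2 fold change was 0.30 for *Myl9*, 0.26 for *Pi16*, 0.29 for *Top2a* and 0.40 for *Birc5*, which was 0.00047 with upper-quartile factors. As a ratio to *Actb*, chosen after seeing the data, it was -1.67 for *Acta2*, -1.07 for *Klf4*, -2.36 for *Klf5*, -1.98 for *Tfam*, -2.75 for *Tfb1m*, -1.94 for *Ogdh*, -1.91 for *Hif1a*, -2.91 for *Slc2a1* and -2.99 for *Pgk1*, reversed because *Actb* rose by more than these genes. Of the remaining comparisons of named genes, 12 lost the threshold and 3 reached it with 1 library left out, and 10 lost it and 9 reached it under the other alternatives, all without a change of direction.

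With the replicate number as a block, 3704 genes were lower and 4577 higher, 8281 in total. Deviations of libraries with the same number from their group means had correlations of 0.04, 0.06 and 0.18 across genes, so the numbers were not taken to pair the cultures.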

Differences from the paper's values

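The paper's source data give RT-qPCR levels, relative to β-actin, of 13 genes in MASMCs treated with Ang II (Fig. 4A, Fig. 5J and Fig. 5K). These are other cultures, with 6 per genotype, and another method. Log2 ratios of *Pdk4* SMKO to *Pdk4* fl/fl means were computed from the paper's values and set beside the log2 fold changes from the RNA sequencing. Errors are the SDs of both genotypes combined on the log2 scale. *Tfam* (1.28 against the paper's 1.63) and *Ogdh* (1.32 against the paper's 1.51) differed by less than the larger error. This did not hold for *Tfam* without *Pdk4* fl/fl replicate 2 (1.11) or for *Ogdh* with library size alone (1.93), and under the other alternatives set before the data were examined it held for both.

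For 8 genes the signs differed. On the log2 scale, *Cnn1* fell by 1.50 against the paper's rise of 1.01. The size of this fall depended on *Pdk4* SMKO replicate 1, at 14.0 CPM against 3.58 and 2.99 in the other *Pdk4* SMKO libraries, and without it the log2 fold change was -2.56. With library size alone it was -0.88 and not past the threshold (adjusted p = 0.123 from edgeR's quasi-likelihood test). *Tagln* (SM22α) fell by 2.26 against the paper's rise of 0.97, and *Ppargc1a* (Pgc1α) fell by 2.23 against the paper's rise of 1.42. The log2 fold change of *Klf4* was 2.19 against the paper's -1.06, and that of *Klf5* was 0.90 against the paper's -0.71. For *Hif1a* it was 1.35 against the paper's -1.26, for *Slc2a1* 0.35 against the paper's -1.33, and for *Pgk1* 0.27 against the paper's -1.18. The latter pair was not distinguishable from no change in the reported fit, with adjusted p = 0.0898 for *Slc2a1* and 0.0506 for *Pgk1* (edgeR's quasi-likelihood test), and *Slc2a1* was at 0.17 (adjusted p = 0.257) without *Pdk4* fl/fl replicate 3. Both were higher at an adjusted p under 0.05 with upper-quartile factors (0.0125 and 0.00305) and with library size alone (0.00085 and 4.4e-05). The same held with at least 10 counts in every library (0.0389 and 0.0129) and with the replicate block (0.0449 and 0.0419). With RLE size factors neither was under 0.05 (0.127 and 0.0737), and the remaining alternatives gave at most 1 of the pair. None of the alternatives set before the data were examined closed the gap for these 8 genes. The paper's values are ratios to β-actin. On that scale, chosen after seeing the values, the log2 fold change of *Klf4* was -1.07, within the error of the paper's, while *Klf5* (-2.36), *Hif1a* (-1.91), *Slc2a1* (-2.91) and *Pgk1* (-2.99) had the paper's sign but lay below the paper's values by more than the error, and so did *Myc* (-3.96). The other 7 genes had the opposite sign to the paper's on that scale, at -4.76 for *Cnn1*, -5.52 for *Tagln*, -5.49 for *Ppargc1a*, -2.75 for *Tfb1m*, -1.98 for *Tfam*, -1.94 for *Ogdh* and -1.67 for *Acta2*.

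For 3 genes of the same sign the size differed. The log2 fold change of *Acta2* was 1.59 against the paper's 1.28. With DESeq2, with RLE size factors (1.56 each), and without *Pdk4* fl/fl replicate 2, *Pdk4* SMKO replicate 1 or *Pdk4* SMKO replicate 2, it was within the error, and under the other alternatives set before the data were examined it was not. *Tfb1m* had 0.51 against the paper's 1.48, and only scaling by library size alone (1.12) closed the gap. *Myc* had -0.70 against the paper's -1.24, and of the alternatives set before the data were examined only the fit without *Pdk4* fl/fl replicate 3 (-0.86) closed the gap.

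The paper lists *Nlrp3* and *Aim2* among the suppressed genes. Neither passed edgeR's filter on low counts, and both were lower and past the threshold in the fit with no filter (log2 fold changes of -2.52 and -3.26) and in the fits without 1 of the *Pdk4* SMKO libraries. The paper reports NOD-like receptor, TNF and IL-17 signaling and cytokine receptor interaction among the downregulated KEGG pathways, at a limit of P < 0.05. The Reactome lists used here need not hold the same genes, and none of the 19 sets was of IL-17 signaling. For over-representation of NLR signaling, adjusted p was 0.274 (unadjusted 0.0579, Fisher's exact test). In limma's camera test, adjusted p was 0.574, 0.972 and 0.706 for NLR signaling, TNF signaling and cytokine signaling. With fry, which called 12 of the 19 sets, NLR signaling and cytokine signaling were lower (adjusted p = 0.00207 and 0.00252). The pathway in which chemokine receptors bind chemokines was called lower by over-representation (adjusted p = 0.0354) and by camera (adjusted p = 0.0245). The former call was lost without *Pdk4* fl/fl replicate 2 (0.0516), *Pdk4* fl/fl replicate 3 (0.0622) or *Pdk4* SMKO replicate 2 (0.0939), and the latter without *Pdk4* fl/fl replicate 3 (0.0644), with at least 10 counts in every library (0.521) or with an estimated correlation (0.855). Peptide ligand-binding receptors, picked out after the values were seen, were over-represented as well (adjusted p = 0.0215).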

Other observations

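The observations on *Actb* and on heat-shock genes were made after the values were seen. *Actb*, which encodes the β-actin that the paper's RT-qPCR used as internal control, was higher in every *Pdk4* SMKO library, at 2363 ± 116 CPM (SD, n = 3) against 247 ± 24.0 (SD, n = 3) in *Pdk4* fl/fl cells. Its log2 fold change was 3.26 (standard error 0.14, adjusted p = 2.8e-08 from edgeR's quasi-likelihood test). Reads shared with pseudogenes and paralogs were tested by summing the 4 counted rows described as a cytoplasmic actin, and the log2 ratio of the sums was still 2.61. The lowest log2 fold change of *Actb* under the other scalings was 3.23. Neither the scaling nor reads assigned to those other rows therefore account for the whole difference. Shared reads that the counting left out would be in no row, so the sum cannot exclude their loss. Which rows to sum was settled after the counts of each row were seen. Whether *Actb* differed in the cultures used for RT-qPCR was not tested.

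Among heat-shock genes, *Hspa1b* had 8489 ± 2309 CPM (SD, n = 3) in *Pdk4* fl/fl and 88.7 ± 25.6 (SD, n = 3) in *Pdk4* SMKO cells. A heat-shock response in the *Pdk4* fl/fl cultures was tested with Reactome's set of HSF1-dependent transactivation, of which 7 of 16 tested genes were lower and 3 higher past the threshold (limma's camera test, adjusted p = 0.292). With fry, adjusted p was 0.000317 for the same set, and *Hsp90ab1*, a gene of Fig. S6F, is a member of it. Because its genes go both ways, which was weighed only after the camera value was seen, these values leave a heat-shock response as an open, candidate explanation for part of the lower genes.

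Of the other kinases of the family, *Pdk1* (log2 fold change 3.13, standard error 0.23) and *Pdk2* (2.22, standard error 0.21) were higher in *Pdk4* SMKO cells, and *Pdk3* was at -0.03. By Western blot, the paper reports no compensating rise of PDK1, PDK2 or PDK3 protein in *Pdk4* SMKO MASMCs, with or without Ang II. The values here are of RNA, and protein was not measured. *Txnip* (-1.29) and *Txn1* (-1.21) were lower, but with library size alone these were -0.69 and -0.59, and *Txn1* was -0.99 with upper-quartile factors and -0.86 without *Pdk4* fl/fl replicate 3, short of the threshold.

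With TMM scaling, the other lists of cell markers gave mixed results. Of 8 smooth muscle markers, 4 were higher and 3 lower past the threshold, and *Myh11* held 0.613 CPM in *Pdk4* fl/fl and 2.39 in *Pdk4* SMKO cells. Of 8 fibroblast markers, 4 were higher and 1 lower, with *Col14a1* the most abundant in *Pdk4* SMKO cells, at 1740.4 CPM against 25.2. Of 4 endothelial markers tested, 3 were lower. Of 8 proliferation markers, 1 was higher and 2 were lower.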
